# Cell type–specific mechanism of Setd1a heterozygosity in schizophrenia pathogenesis

**DOI:** 10.1126/sciadv.abm1077

**Published:** 2022-03-04

**Authors:** Renchao Chen, Yiqiong Liu, Mohamed N. Djekidel, Wenqiang Chen, Aritra Bhattacherjee, Zhiyuan Chen, Ed Scolnick, Yi Zhang

## Abstract

Schizophrenia (SCZ) is a chronic, serious mental disorder. Although more than 200 SCZ-associated genes have been identified, the underlying molecular and cellular mechanisms remain largely unknown. Here, we generated a Setd1a (SET domain containing 1A) haploinsufficiency mouse model to understand how this SCZ-associated epigenetic factor affects gene expression in brain regions highly relevant to SCZ. Single-cell RNA sequencing revealed that Setd1a heterozygosity causes highly variable transcriptional adaptations across different cell types in prefrontal cortex (PFC) and striatum. The *Foxp2*^+^ neurons exhibit the most prominent gene expression changes among the different neuron subtypes in PFC, which correlate with changes in histone H3 lysine 4 trimethylation. Many of the genes dysregulated in Setd1a^+/−^ mice are involved in neuron morphogenesis and synaptic function. Consistently, Setd1a^+/−^ mice exhibit certain behavioral features of patients with SCZ. Collectively, our study establishes Setd1a^+/−^ mice as a model for understanding SCZ and uncovers a complex brain region– and cell type–specific dysregulation that potentially underlies SCZ pathogenesis.

## INTRODUCTION

Schizophrenia (SCZ) is a chronic and severe mental disorder often emerging in young adulthood, which affects ~1% of the total population (*1*). Previous studies have revealed that genetic factors play a major role in the etiology of SCZ. For example, twin studies have estimated that the heritable liability to SCZ was about 80% (*2*). During the past decade, large-scale genome-wide association study (GWAS) and exome sequencing studies have identified more than 200 SCZ-associated loci (*3*–*7*). However, the mechanism underlying how genetic perturbation leads to SCZ pathophysiology remains largely elusive, which prevents mechanism-based drug discovery. Recent studies integrating SCZ-associated loci with cell type–specific transcriptomes of single-cell RNA sequencing (scRNA-seq) have suggested that different neuron types in certain brain regions have distinct roles in SCZ (*8*, *9*), emphasizing the needs of understanding cell type–specific contribution to the pathophysiology of SCZ.

Epigenetic regulation plays an important role in the development and function of the nervous system, and accumulating evidence has linked epigenetic dysregulation with psychiatric disorders, including SCZ (*10*, *11*). For example, analyses of large GWAS dataset has identified histone methylation as a biological pathway showing the strongest association with psychiatric disorders, including SCZ (*12*). In addition, decreased histone H3 lysine 4 trimethylation (H3K4me3) in promoter regions and down-regulation of corresponding genes involved in inhibitory neural transmission (such as *GAD1*) has been observed in patients with SCZ (*13*). Furthermore, epigenetic profiling with neuronal and non-neuronal cells from cortical samples of patients with SCZ revealed that SCZ risk variants are enriched in neuronal H3K4me3 landscapes (*14*). Consistent with these findings, several recent studies, including parent-proband trio study (*15*) focusing on de novo mutations and case-controlled large-scale exome sequencing (*16*), have identified loss-of-function mutations on human *SETD1A* in patients with SCZ, suggesting that haploinsufficiency of *SETD1A* contributes to the pathogenesis of SCZ. As an H3K4 methyltransferase, mouse Setd1a plays an important role in regulating transcription (*17*), and its homozygous loss of function leads to early embryonic lethality (*18*). However, the function of Setd1a in the nervous system and how its heterozygosity contributes to pathophysiology of SCZ are unknown. As an epigenetic regulator and a confirmed SCZ risk gene, modeling *Setd1a* loss of function provides a unique opportunity for understanding epigenetic-based transcriptional mechanism of SCZ pathogenesis.

Similar to many other psychotic disorders, patients with SCZ show highly heterogenous neurological symptoms, and, in general, it is difficult to link specific genetic mutations to particular symptoms. Despite these difficulties, recent studies using SCZ animal models have begun to reveal brain region–, cell type–, and developmental stage–specific pathologic mechanism of SCZ (*19*–*21*), suggesting that different brain region/cell types are not uniformly affect by a specific genetic variation. Thus, dissecting the function of SCZ-associated genes, especially their brain region/cell type–specific function, is critical for understanding the complex pathophysiology and improving SCZ treatment.

Here, we generated a *Setd1a* heterozygous mouse model and performed single-cell transcriptome profiling to assess gene expression changes across different cell types in prefrontal cortex (PFC) and striatum, two brain regions tightly associated with SCZ. Comparative transcriptome analyses not only revealed cell type– and brain region–specific transcriptional maladaptation but also uncovered neuron subtypes with most prominent changes in both PFC and striatum in response to *Setd1a* heterozygosity. By further performing cell type–specific transcriptional and epigenetic profiling in the *Foxp2*^+^ neurons, the subtype in PFC with the strongest gene expression changes, we found that Setd1a deficiency cause H3K4me3 decrease in thousands of genomic loci, which likely underlie the transcriptional changes in these neurons. Notably, both scRNA-seq and cell type–specific profiling revealed transcriptional dysregulation of genes associated with SCZ and are involved in regulating neuron morphogenesis and synaptic function. Collectively, our study suggests that Setd1a deficiency–induced H3K4me3 decrease underlies the cell type–specific transcriptional changes in *Setd1a*^+/−^ mice, which causes the cellular and behavioral dysfunctions of this SCZ mouse model.

## RESULTS

### Generation of a *Setd1a* heterozygous loss-of-function mouse model

Previous studies have identified *SETD1A* as one of the mutated genes in patients with SCZ (*15*, *16*). Although the location of the mutations on *SETD1A* gene differ from one another in different patients, all of them cause premature translation termination before the SET [Su(var)3-9, Enhancer-of-zeste and Trithorax] domain of the SETD1A protein, resulting in loss of methyltransferase activity. To mimic these loss-of-function mutations in a mouse model, we used CRISPR-Cas9 technique to target the 15th exon of *Setd1a* (fig. S1A), which is right before the SET domain encoded by exons 16 to 18. By screening the Cas9-targeted offsprings, we identified an 8–base pair (bp)–deleted mutation that causes frameshift and premature translation termination (fig. S1A), mimicking the human *SETD1A* loss-of-function mutations in patients with SCZ. The mutated DNA sequences were confirmed by target DNA sequencing (fig. S1A), and the decrease in Setd1a protein level in heterozygous *Setd1a* mice was confirmed by Western blot analysis (fig. S1B).

### Cell type–specific transcriptional changes in Setd1a^+/−^ mouse PFC

Setd1a is a histone methyltransferase involved in transcriptional activation by depositing the active histone mark H3K4me3 in the genome (*17*). However, its function in the nervous system and how its dysfunction is linked to SCZ remain elusive. We hypothesize that *Setd1a* heterozygosity could cause aberrant gene expression by affecting H3K4 methylation status, which contributes to SCZ pathology. To test this hypothesis, we performed comparative transcriptome analyses between control and *Setd1a*^+/−^ mouse PFC and striatum, two brain regions strongly implicated in SCZ pathogenesis. To overcome the high cellular heterogeneity issue of these brain regions, we used scRNA-seq, aiming to reveal brain region– and cell type–specific transcriptional effect of *Setd1a* haploinsufficiency.

To this end, we dissected PFC tissues from acute coronal sections of Setd1a^+/−^ and wild-type (WT) mouse brains and dissociated the tissues to single cells before processing with the 10x Chromium platform (10x Genomics). We profiled two biological replicates for each genotype, with each replicate with cells from two animals. 

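Single-cell RNA sequencing of the PFC gave 4 libraries, 2 from WT and 2 from *Setd1a*+/- mice, each from the pooled tissue of 2 male mice. Each biological replicate held 1 library of each genotype. The authors counted reads with CellRanger and deposited, for each library, the number of unique molecular identifiers (UMIs) of each gene in each droplet barcode, without normalization or filtering. A separate table gives their annotation of the cells they kept. The WT libraries held 17776069 and 24594416 UMIs in replicates 1 and 2, and the *Setd1a*+/- libraries held 17236661 and 15154268. The annotated cells numbered 2623 and 2680 in WT and 2186 and 1508 in *Setd1a*+/- mice. They held 9827316 and 10669024 UMIs in WT and 8221754 and 5999666 in *Setd1a*+/- mice. The median annotated cell had 2356 and 2505.5 UMIs in WT and 2563 and 2302.5 in *Setd1a*+/- mice, and 1194, 1314, 1317.5 and 1157 detected genes in the same order. Every annotated cell met the cutoffs of the methods, at least 800 detected genes and at most 10% mitochondrial UMIs.
For comparisons between genotypes, UMIs were summed over the cells of a type in each library, because the libraries and not the cells are the replicates. The sums were tested with edgeR's quasi-likelihood test (TMM normalization, genes passing a minimum count of 10, Benjamini-Hochberg adjustment within each cell type). A cell type needed at least 10 cells in every library. The cutoffs were those of the paper, an FDR under 0.05 and an FC above 1.5. In counts simulated from these libraries with 200 genes changed 4-fold, the test called 80.6% of the changed genes tested in excitatory neurons and 79.2% in endothelial cells. With 2-fold changes it called 0% and 5.3%. Since the paper tested cells, a Wilcoxon rank-sum test over pooled cells was run beside it, on counts normalized to 10000 per cell and for genes found in at least 10% of the cells of either group. It compares the cells of these libraries and not the genotypes. It was run on all 3 ways of splitting the 4 libraries into 2 against 2: by genotype, crossed, and replicate 1 against replicate 2. The crossed split set WT replicate 1 and *Setd1a*+/- replicate 2 against WT replicate 2 and *Setd1a*+/- replicate 1. Over pooled cells it does not balance the genotypes. In endothelial cells its sides held 599 WT and 157 *Setd1a*+/- cells against 285 and 521. An effect of the genotype can therefore add to its calls.
*Setd1a* (ENSMUSG00000042308) lies on chromosome 7 of GRCm38 from 127776670 to 127800122. Over all annotated cells it was counted at 8.45 and 11.2 CPM (UMIs of the gene relative to all UMIs summed over the same cells of the library) in WT and at 5.59 and 9.33 CPM in *Setd1a*+/- mice, from 46 to 119 UMIs per library. Its log2 FC was -0.39 (standard error 0.43, FDR 1.0 from edgeR, n = 2 libraries per genotype) and stayed between -0.85 and -0.02 with each library left out in turn. *Ddx3y*, on the Y chromosome, was between 93.3 and 133 CPM and *Xist* was at most 0.333 CPM in the 4 libraries.
The 2 replicates differed in a set of genes. Among 10995 genes with at least 200 UMIs over the 4 libraries, 67 were at least 4-fold lower in both replicate 1 libraries than in both replicate 2 libraries, and 17 were at least 4-fold higher. Between genotypes, and under the crossed split, 0 genes differed in this way. The paper names 4 of the 67 genes as changed or as linked to behavior: *Mark2*, *Mt3*, *Scaf1*, and *Syp*. *Mt3* was 2.24 CPM in WT and 0.851 CPM in *Setd1a*+/- replicate 1, against 826 and 791 CPM in replicate 2.

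**Figure D1:**
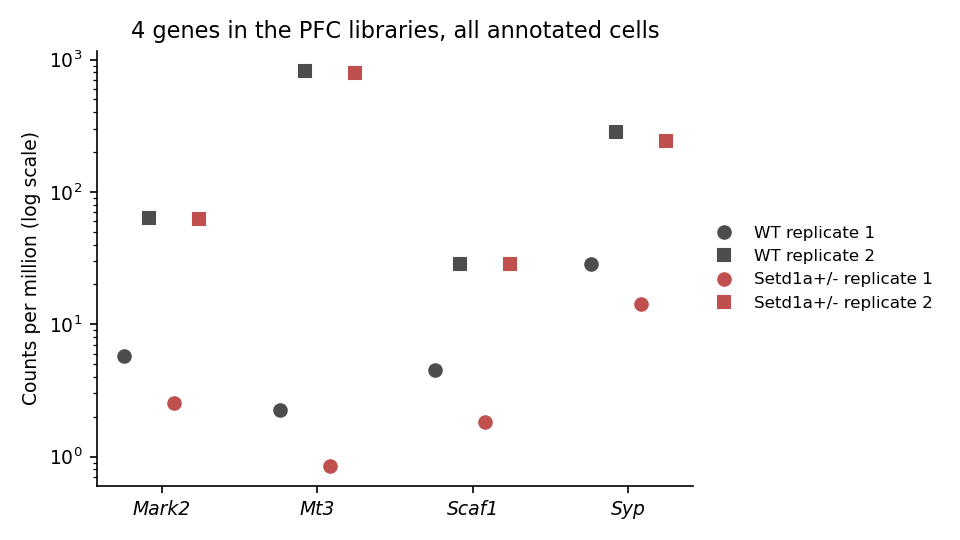
CPM (log scale) of *Mark2*, *Mt3*, *Scaf1*, and *Syp* over all annotated cells of each PFC library; each point is 1 library. The replicate 1 libraries of both genotypes (circles) lie at least 4-fold below the replicate 2 libraries (squares) for each gene.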

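In the annotation of the PFC cells, excitatory neurons were the largest group with 2775 cells, followed by 1694 oligodendrocytes, 1562 endothelial cells, and 1337 oligodendrocyte progenitor cells. The smaller groups were 554 astrocytes, 482 microglia, 298 interneurons, and 295 newly formed oligodendrocytes. Depth differed between the groups. The median was 6546 UMIs per excitatory neuron and 5203.5 per interneuron, and lay between 1651 in oligodendrocyte progenitor cells and 2802 in newly formed oligodendrocytes for the other types.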

For clustering analysis, we combined cells from WT and *Setd1a*^+/−^ animals using canonical cross-correlation (5303 cells from WT mice and 3694 cells from *Setd1a*^+/−^ mice), which revealed eight transcriptionally distinct cell clusters (Fig. 1A). On the basis of the expression of known marker genes, we annotated these clusters as excitatory neuron, inhibitory neuron, and glia cell types (Fig. 1B), which cover all known major cell types in PFC. 

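Of the 24 marker genes shown for the 8 PFC cell types in Fig. 1B, 24 had their highest CPM in the type they mark when UMIs were summed over the cells of each type. *Neurod6* was 479 CPM in excitatory neurons and at most 13.3 CPM elsewhere. *Gad1* was 1570 CPM in interneurons and at most 35.0 CPM elsewhere, and *Ly6c1* was 3508.5 CPM in endothelial cells and at most 237 CPM elsewhere. The smallest separation was that of *Vcan*, with 845 CPM in oligodendrocyte progenitor cells and 471 CPM in newly formed oligodendrocytes.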

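The share of each PFC cell type varied between libraries of the same genotype by more than counting error. Excitatory neurons were 15.6% of the cells of WT replicate 1 (95% Wilson interval 14.3 to 17.1%) and 44.4% of WT replicate 2 (42.5 to 46.3%), against 31.7% and 32.1% of the *Setd1a*+/- libraries. Endothelial cells were 22.8% and 23.8% of the WT and *Setd1a*+/- replicate 1 libraries and 10.6% and 10.4% of the replicate 2 libraries. The intervals cover counting error only. The largest differences between the genotype means were -2.70 percentage points for oligodendrocytes, -2.47 points for microglia, and 1.88 points for excitatory neurons. With 1 library left out in turn, the last ranged from -12.5 to 16.2 points. Interneurons were the only type with both *Setd1a*+/- libraries (4.12% and 3.98%) on the same side of both WT libraries (1.83% and 3.73%), at p = 0.333 in a two-sided exact permutation test. With 2 libraries against 2 this test cannot give a smaller p, so it cannot pass 0.05. In edgeR's test of the numbers of cells per type, the FDR was 0.991 for all 8 types.

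**Figure D2:**
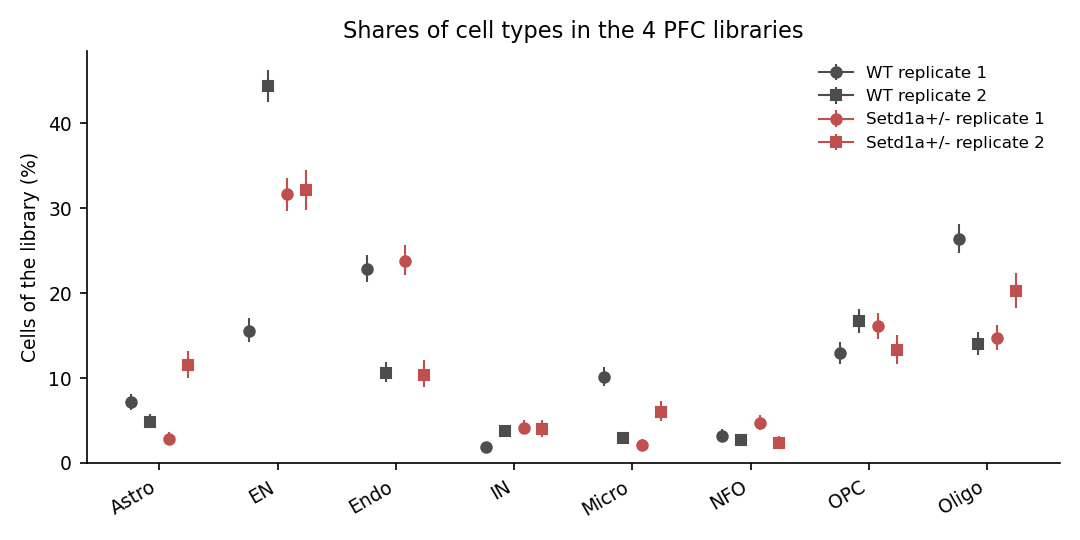
Share of each cell type among the annotated cells of the 4 PFC libraries, in percent; points are libraries and bars are 95% Wilson intervals of the counting error. Excitatory neurons range from 15.6% to 44.4% in the WT libraries, on both sides of the *Setd1a*+/- libraries.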

We observed no significant changes in the proportion of these different cell types between WT and *Setd1a*^+/−^ mice (fig. S1, C and D), indicating that *Setd1a* haploinsufficiency does not alter cell composition in PFC.

**Fig. 1.**
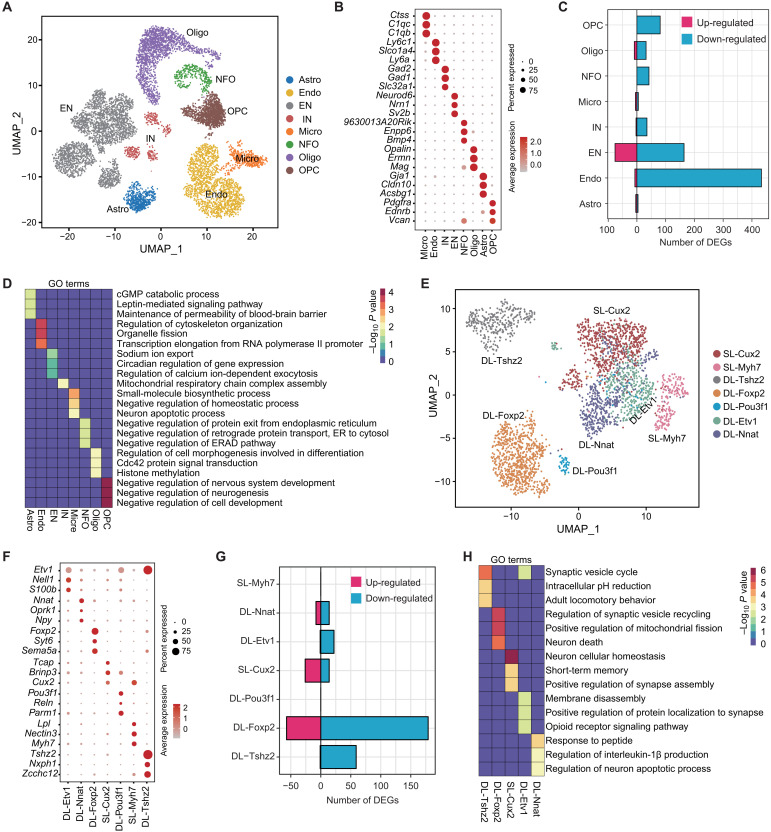
Cell type–specific transcriptional changes in the PFC of *Setd1a*^+/−^ mice. (**A**) Uniform manifold approximation and projection (UMAP) plot showing the major cell types in the PFC. Astro, astrocyte; Endo, endothelial cell; EN, excitatory neuron; IN, interneuron; Micro, microglia; NFO, newly formed oligodendrocyte; Oligo, oligodendrocyte; OPC, oligodendrocyte progenitor cell; ER, endoplasmic reticulum; ERAD, endoplasmic-reticulum-associated protein degradation. (**B**) Dot plot showing the expression of selective markers in different PFC cell types. (**C**) Bar graph showing the number of differentially expressed genes (DEGs) in different cell populations of PFC in *Setd1a*^+/−^ mice. (**D**) Heatmap showing the Gene Ontology (GO) terms enriched for the DEGs of different cell types in PFC. The −log_10_(*P* value) of GO terms across different cell types are color-coded. cGMP, cyclic guanosine 3′,5′-monophosphate. (**E**) UMAP plot showing the different excitatory neuron subtypes in the PFC. DL, deep layer subtype; SL, superficial layer subtype. (**F**) Dot plot showing the expression of marker genes in different excitatory neuron subtypes of PFC. (**G**) Bar graph showing the number of DEGs across excitatory neuron subtypes in PFC. (**H**) Heatmap showing the GO terms enriched for the DEGs of different excitatory neuron subtypes in PFC. The −log_10_(*P* value) of GO terms in different neuron subtypes are color-coded.

To identify *Setd1a* heterozygosity–induced changes on gene expression in a cell type–specific context, we compared transcriptional profiles between the cells from WT and *Setd1a*^+/−^ groups [with cutoff fold change (FC) > 1.5 and a false discovery rate (FDR) < 0.05] within each of the eight cell types. The results showed that *Setd1a* heterozygosity resulted in broad but distinct changes across different cell types, with endothelial cells and excitatory neurons exhibiting the highest number of differentially expressed genes (DEGs) (Fig. 1C and table S1), suggesting that they are the most affected cell types by *Setd1a* deficiency. In addition, inhibitory neurons and oligodendrocyte showed moderate transcriptional alterations, while astrocyte and microglia showed little changes (Fig. 1C). 

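With libraries as the replicates, edgeR called 0 genes in each of the 8 PFC cell types at an FDR under 0.05 and an FC above 1.5. At an unadjusted p under 0.05 it found 158 genes in excitatory neurons, 154 in endothelial cells, 161 in interneurons, 148 in oligodendrocyte progenitor cells, 97 in oligodendrocytes, 81 in newly formed oligodendrocytes, 56 in astrocytes, and 14 in microglia. The numbers of genes tested ran from 11665 in excitatory neurons to 2641 in microglia. In every group of both tissues, genes at an unadjusted p under 0.05 were a smaller share of those tested than 0.05, the share that chance alone gives. Their numbers and directions may thus be those of chance. DESeq2 called 1 gene over the 8 types, *9630013A20Rik* in oligodendrocytes, and found 149 genes at an unadjusted p under 0.05. With the replicate number as a block, edgeR called 26 genes in all, 16 of them in endothelial cells and 2 in excitatory neurons. With the same block it called 113 under the crossed split. Without a block, edgeR called 3 genes under the crossed split, all in oligodendrocyte progenitor cells, and 1911 between the replicates. Without 1 library at a time, the total was between 25 and 122 genes, and the 122 came without *Setd1a*+/- replicate 2.
With cells as the unit, the rank-sum test called 1323 genes over the 8 types, and 1625 with genes found in at least 3 cells. It called 336 in excitatory neurons, 320 in endothelial cells, 173 in oligodendrocyte progenitor cells, 150 in interneurons, 149 in newly formed oligodendrocytes, 127 in oligodendrocytes, 50 in microglia, and 18 in astrocytes. The same test called 1264 genes when the libraries were split across the genotypes (crossed) and 4541 between the replicates. The crossed split gave 117 calls in excitatory neurons and 201 in endothelial cells, and more than the genotype split in microglia (303) and newly formed oligodendrocytes (309). The replicates did not contribute equal shares of cells to the genotypes. Replicate 1 supplied 25.6% of the WT and 58.8% of the *Setd1a*+/- excitatory neurons, and 67.8% and 76.8% of the endothelial cells. When cells were ranked within replicates and libraries weighted equally in the FC, 823 genes were called between genotypes and 1045 under the crossed split, with 198 genotype calls in endothelial cells and 157 in excitatory neurons. The paper reasons from the numbers of DEGs over cells in Fig. 1C that endothelial cells and excitatory neurons are the most affected cell types.

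**Figure D3:**
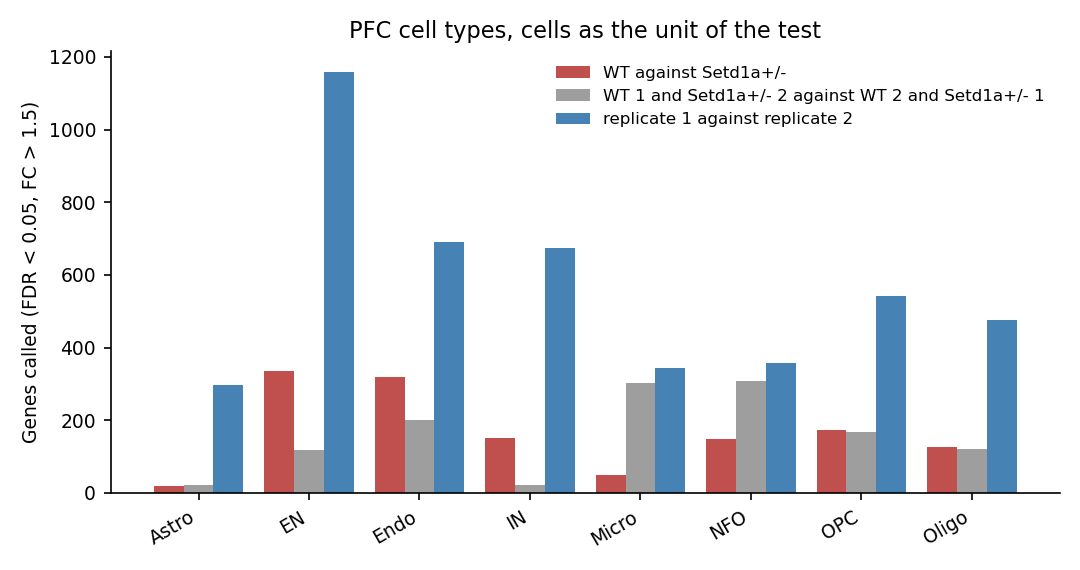
Number of genes called in each PFC cell type by the rank-sum test over pooled cells (FDR under 0.05, FC above 1.5) when the 4 libraries are split by genotype, crossed, or by replicate; each bar is a count of genes. The totals are 1323, 1264 and 4541 genes.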

Notably, we did not find strong correlation between the number of DEGs and the abundance of the cell types, as cell types with comparable abundance exhibit marked difference in their transcriptional changes (e.g., endothelial cells versus oligodendrocytes and newly formed oligodendrocytes versus microglia). Furthermore, most DEGs in different PFC cell types are down-regulated in *Setd1a*^+/−^ mice (Fig. 1C), consistent with the established function of Setd1a in transcriptional activation. 

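The relation of calls to abundance was computed across cell types, which share libraries and are not independent replicates; 20 such relations were tested over both tissues. The edgeR counts of 0 give no correlation across the 8 PFC cell types. For genes at an unadjusted p under 0.05 in edgeR, the number of genes and the number of cells had Pearson's r = 0.51 (exact permutation p = 0.199, adjusted 0.284) and Spearman's rho = 0.31 (exact permutation p = 0.462, adjusted 0.462). For the calls of the rank-sum test over cells, r was 0.74 (exact permutation p = 0.0444, adjusted 0.111) and rho was 0.45 (exact permutation p = 0.267, adjusted 0.356). Without the 2 cell types farthest from the median number of cells, this r was 0.70. Against total UMIs in place of the number of cells, r was 0.72 (exact permutation p = 0.00632, adjusted 0.0181), and 0.35 without the 2 farthest types. With genes in at least 3 cells, the paper's filter, in place of 10% of cells, r was 0.83 (exact permutation p = 0.0058, adjusted 0.0181) and rho was 0.71 (exact permutation p = 0.0576, adjusted 0.167).
Endothelial cells (1562) and oligodendrocytes (1694), which the paper compares as cell types of like abundance, had 533 and 132 calls over cells with that filter. After every cell was thinned to 1000 UMIs they had 125 and 48. When cells were ranked within replicates and thinned, they had 74 and 68, and the crossed split gave 74 and 60. Newly formed oligodendrocytes and microglia had 118 and 14 calls within replicates, and 5 and 4 after thinning as well.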

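Among the 869 genes at an unadjusted p under 0.05 in edgeR over the 8 PFC cell types, 58.6% were lower in *Setd1a*+/- mice (509 genes, 95% Wilson interval 55.3 to 61.8%, which treats genes as independent although they share 4 libraries). Scaling by library size alone gave 66.3%. The share was 72.0% without *Setd1a*+/- replicate 2 and 53.8% without WT replicate 2. Under the crossed split, 45.4% of 885 genes were lower in the pair that held WT replicate 2 and *Setd1a*+/- replicate 1. Of the calls of the rank-sum test over cells, 78.0% were lower in *Setd1a*+/- cells, against 73.4% lower on the corresponding side of the crossed split and 52.2% between replicates. After thinning to 1000 UMIs per cell, 492 genes were called between genotypes, of which 64.2% were lower in *Setd1a*+/- cells. From the direction of its DEGs, the paper reasons that the changes fit the role of Setd1a in transcriptional activation.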

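In edgeR, 0 genes were called in 2 PFC cell types at once, since none of the 8 types had a call; the largest number of genes shared at an unadjusted p under 0.05 with the same direction was 9 of any of the 28 pairs of types. By DESeq2, the single call was in 1 type. In edgeR with the replicate block, 1 gene (*Gm42418*) was called in 2 types, endothelial cells and newly formed oligodendrocytes. Across genes, which are not independent replicates, the log2 FCs of 2 cell types had a median correlation of 0.27 over the 28 pairs (0.12 to 0.38). The cell types come from the same libraries, so differences between libraries enter every type. The median correlation was 0.22 when the libraries were split across the genotypes and 0.69 between replicates, for which up to 188 called genes were shared.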

Only a small number of DEGs are shared between different cell types, suggesting that *Setd1a* deficiency leads to broad but largely cell type–specific transcriptional changes in PFC (fig. S1E).

To gain insights into the functional consequence of the transcriptional maladaptation of PFC, we performed Gene Ontology (GO) analysis on DEGs of different cell types. Consistent with the observation that DEGs are largely cell type specific, we found enrichment of distinct GO terms across different cell types (Fig. 1D). In the excitatory neurons, the DEGs are enriched in terms like sodium ion export and regulation of calcium ion–dependent exocytosis (Fig. 1D). Consistently, similar terms were enriched in ingenuity pathway analysis (IPA), such as influx of Ca^2+^, transport of synaptic vesicles, and neurotransmission (fig. S1F), suggesting that Setd1a insufficiency leads to dysfunction of synaptic vesicle exocytosis in these neurons. Furthermore, we found terms like SCZ spectrum disorder and SCZ among the top terms in the IPA “Disease and Bio Functions” analysis (fig. S1F), and a direct search of the DEGs revealed that several of them are SCZ-associated genes identified in human GWAS studies (fig. S1G and table S2), such as *Taok2*, *Scaf1*, and *Nsun6*. In addition, using a bootstrapped test, we found that SCZ-associated genes were significantly overlapping with the DEGs of excitatory neurons (fig. S1G). However, using MAGMA (multi-marker analysis of genomic annotation), a more rigorous method that takes confounding factor such as gene size and linkage disequilibrium into account (*8*), we did not find significant enrichment of SCZ-associated genes in the DEGs of different cell types. In addition to excitatory neurons, marked transcriptional changes have been observed in the endothelial cells of PFC (Fig. 1C). 

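*Taok2*, *Scaf1*, *Nsun6*, and *Mark2*, which the paper names for excitatory neurons in its text or the legend of fig. S3E, were tested on the summed counts, from 8 to 568 UMIs per library. *Taok2* (ENSMUSG00000059981; chromosome 7, 126865678 to 126884703) was 22.3 and 18.2 CPM in WT and 6.63 and 17.9 CPM in *Setd1a*+/- mice, a log2 FC of -0.71 (standard error 0.49, edgeR FDR 1.0). *Nsun6* (ENSMUSG00000026707; chromosome 2, 14995131 to 15055069) was 25.4 and 29.2 CPM in WT and 11.3 and 24.7 CPM in *Setd1a*+/- mice, a log2 FC of -0.60 (standard error 0.41, edgeR FDR 1.0). *Scaf1* (ENSMUSG00000038406) and *Mark2* (ENSMUSG00000024969) differed mainly between replicates, with *Scaf1* at 6.36 and 1.71 CPM in WT and *Setd1a*+/- replicate 1 and at 31.2 and 28.9 CPM in replicate 2. Their log2 FCs of -0.36 and -0.05 ranged from -3.55 to 1.35 and from -3.61 to 2.41 with each library left out in turn. All 4 genes were lower; 0 had an FDR under 0.05 adjusted over the list alone (smallest 0.400) or an unadjusted p under 0.05, and a list chosen from DEGs of these libraries is not independent evidence. When the replicate was added to edgeR as a block, *Taok2* and *Nsun6* had edgeR FDRs of 0.992 and 0.946, both with an unadjusted p under 0.05. Over pooled cells, the rank-sum test called the 4 genes lower, and after thinning to 1000 UMIs per cell it called 0 of them.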

GO and IPA analysis of these DEGs revealed both common and distinct terms. For example, both GO and IPA showed that DEGs are enriched in organization of cytoskeleton (such as *Lima1*, *Tiam1*, and *Arhgdia*) and transcriptional regulation (such as *Jun*, *Chd3*, and *Stat2*) (Fig. 1D and fig. S1H). In addition, GO analysis revealed terms like organelle fission, which were not found in IPA, while IPA also revealed specific terms like apoptosis (such as *Fastk*, *Cd2ap*, and *Ifnar1*) (Fig. 1D and fig. S1H). In addition, terms specifically related to the vascular system, such as vasculogenesis and abnormal morphology of cardiovascular system (such as *Pecam1*, *Sema4d*, and *Vezf1*), were also specifically identified by IPA (fig. S1H). 

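In endothelial cells, 6 genes the paper names for cytoskeleton and transcription had log2 FCs between -0.69 and -0.28 on the summed counts. *Jun* (ENSMUSG00000052684; chromosome 4, 95049034 to 95052222) fell from 1150 and 1110 CPM in WT to 687 and 781 CPM in *Setd1a*+/- mice, a log2 FC of -0.57 (standard error 0.24, edgeR FDR 0.999), and both *Setd1a*+/- libraries lay below both WT libraries. *Stat2* (ENSMUSG00000040033) was 55.1 and 47.7 CPM in WT and 38.3 and 28.9 CPM in *Setd1a*+/- mice, a log2 FC of -0.54 (standard error 0.27, edgeR FDR 0.999). *Chd3* (ENSMUSG00000018474) was 38.1 and 30.5 CPM in WT and 11.3 and 38.6 CPM in *Setd1a*+/- mice, so that its log2 FC of -0.69 turned to 0.24 without *Setd1a*+/- replicate 1. *Arhgdia* (ENSMUSG00000025132) was 80.1 and 39.1 CPM in WT and *Setd1a*+/- replicate 1 and 258 and 241 CPM in replicate 2, and its log2 FC of -0.28 was 0.80 without WT replicate 2 and -2.07 (edgeR FDR 0.0176) without *Setd1a*+/- replicate 2. *Lima1* (ENSMUSG00000023022) and *Tiam1* (ENSMUSG00000002489) had log2 FCs of -0.32 and -0.43 (standard errors 0.25 and 0.34), and that of *Tiam1* was 0.02 without WT replicate 1.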

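The genes the paper names for apoptosis and the vascular system in endothelial cells were also lower on the summed counts where they could be tested. *Pecam1* (ENSMUSG00000020717; chromosome 11, 106654217 to 106750628) was 518 and 415 CPM in WT and 327 and 417 CPM in *Setd1a*+/- mice, a log2 FC of -0.28 (standard error 0.26, edgeR FDR 0.999). *Vezf1* (ENSMUSG00000018377) had a log2 FC of -0.32 (standard error 0.30, edgeR FDR 0.999), and 0.03 without *Setd1a*+/- replicate 1. *Fastk* (ENSMUSG00000028959) was 39.1 and 58.3 CPM in WT and 30.8 and 26.5 CPM in *Setd1a*+/- mice (edgeR FDR 0.999), with a log2 FC between -0.97 and -0.38 over the libraries left out in turn. *Cd2ap* (ENSMUSG00000061665) and *Ifnar1* (ENSMUSG00000022967) had log2 FCs of -0.25 and -0.22, which became 0.09 without WT replicate 1 for *Cd2ap* and 0.53 without WT replicate 1 for *Ifnar1*. *Sema4d* (ENSMUSG00000021451) was at most 3.98 CPM in any library and was removed by the filter on low counts.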

Notably, we found SCZ-associated genes (such as *Epn2*, *Stag1*, and *Lima1*) were significantly enriched in DEGs of endothelial cells (fig. S1G and table S2), supporting the notion that the malfunctioning of the vascular system in the *Setd1a*^+/−^ could also play a role in SCZ-related dysfunction.

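*Stag1* (ENSMUSG00000037286; chromosome 9, 100597798 to 100959375) was 145 and 103 CPM in WT endothelial cells and 72.1 and 82.0 CPM in *Setd1a*+/- endothelial cells, a log2 FC of -0.67 (standard error 0.28, edgeR FDR 0.999). *Epn2* (ENSMUSG00000001036) was 252 and 148 CPM in WT and 137 and 166 CPM in *Setd1a*+/- mice, a log2 FC of -0.38 (standard error 0.31, edgeR FDR 0.999), and 0.06 without WT replicate 1. *Fer* (ENSMUSG00000000127), named in the legend of fig. S3E, had a log2 FC of -0.48, which turned to 0.37 without WT replicate 1. Over the 15 genes the paper names for endothelial cells, 14 were tested and all 14 were lower in *Setd1a*+/- mice. In 5 of the 15 genes both *Setd1a*+/- libraries lay below both WT libraries, and 33.3% of the possible orders of 2 against 2 libraries keep the groups apart in 1 direction or the other. At an unadjusted p under 0.05 there were 2 genes, *Jun* and *Stag1*, and 0 had an FDR under 0.05 over all genes or adjusted over the list alone (smallest 0.289). In edgeR with a replicate block, *Jun* and *Stag1* passed adjusted over the list alone (2 genes, smallest FDR 0.0295) and 0 genes passed over all genes. The paper drew these genes from DEGs of these libraries, so the list is not independent evidence. Over pooled cells, 7 of the 15 genes were called lower, and 2 after thinning to 1000 UMIs per cell. Enrichment of the genes for terms or for genetic association was not analysed here.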

### Neuron subtype–specific transcriptional changes in *Setd1a*^+/−^ mouse PFC

It has been well established that the cortex is organized into different layers that have distinct neuronal composition, connectivity, and function (*22*). To further determine whether *Setd1a* heterozygosity results in similar or distinct changes among different cortical neuron subtypes, we focused our analysis on excitatory neuron, the most abundant neuron type in PFC. 

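The annotation divides the excitatory neurons into DL-Foxp2 (743 cells), SL-Cux2 (626), DL-Nnat (463), DL-Etv1 (383), DL-Tshz2 (304), SL-Myh7 (194), and DL-Pou3f1 (62). The median number of UMIs per cell was highest in DL-Etv1, 10331, and lowest in DL-Tshz2, 4576.5, with 6299 in DL-Foxp2 and 6304.5 in SL-Cux2. DL-Pou3f1 had only 7, 35, 12 and 8 cells in WT replicates 1 and 2 and *Setd1a*+/- replicates 1 and 2, below the minimum of 10 per library, and was not tested for differences in expression.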

Unbiased classification of the excitatory neuron population revealed seven subtypes (Fig. 1, E and F, and fig. S1I). Consistent with the layer structure of PFC, markers of different excitatory neuron subtypes are enriched in different cortical layers (fig. S1J), which allowed us to annotate these subtypes by combining their spatial information (superficial or deep cortical layer) and marker gene expression (Fig. 1, E and F).

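Of the 21 marker genes in Fig. 1F, 19 had their highest CPM over summed cells in the subtype they mark. *Foxp2* was 261 CPM in DL-Foxp2 and at most 68.4 CPM in the other subtypes, and *Tshz2* was 2195.7 CPM in DL-Tshz2 and at most 33.0 CPM in the others. *Etv1* was highest in DL-Tshz2 (1047.8 CPM) and second in DL-Etv1 (232 CPM), while *S100b* was highest in DL-Etv1 (113 CPM). *Cux2* was 149 CPM in SL-Myh7 and 106 CPM in SL-Cux2.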

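Among excitatory neurons, DL-Foxp2 cells were 29.5% of both WT libraries, 29.2% of *Setd1a*+/- replicate 1 (95% Wilson interval 25.9 to 32.7%), and 14.3% of *Setd1a*+/- replicate 2 (11.4 to 17.7%). The mean share differed by -7.79 percentage points (*Setd1a*+/- minus WT), between -15.3 and -0.326 points with 1 library left out in turn, and the exact permutation p was 0.333. SL-Myh7 cells were 5.61% and 4.37% of the WT and 8.09% and 13.0% of the *Setd1a*+/- excitatory neurons, with the smallest FDR of edgeR's test of cell numbers, 0.279. The shares of DL-Etv1 (12.4% and 11.9% in WT, 13.4% and 20.0% in *Setd1a*+/- mice) also did not overlap between genotypes, and those of the 4 other subtypes did.
With libraries as the replicates, edgeR called 0 genes in each of the 6 subtypes tested, and DESeq2 called 0 as well. At an unadjusted p under 0.05, edgeR found 198 genes in DL-Foxp2, 164 in DL-Nnat, 123 in DL-Tshz2, 94 in DL-Etv1, 73 in SL-Cux2, and 63 in SL-Myh7, and DESeq2 found 78 over the 6 subtypes. A block for the replicate gave 11 edgeR calls in all, 2 of them in DL-Foxp2, and 6 calls under the crossed split. Without *Setd1a*+/- replicate 2 it called 306, of which 191 were in SL-Cux2, 90 in SL-Myh7 and 5 in DL-Foxp2. In counts simulated with 200 genes changed 4-fold, it called 70.5% of the changed genes tested in DL-Foxp2, and 0% of genes changed 2-fold. The difference of the genotype effect between DL-Foxp2 and DL-Etv1 was tested gene by gene with an interaction term in edgeR and passed an FDR of 0.05 for 2 genes, *Nnat* and *Hbb-bs*. For DL-Foxp2 against SL-Cux2 it passed for 5 genes, of which 3 encode hemoglobin. DESeq2 found 0 in both comparisons, with 26 and 22 genes at an unadjusted p under 0.05 against 442 and 424 in edgeR.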

Although the relative abundance of these excitatory neuron subtypes is not affected by *Setd1a* heterozygosity (fig. S1K), the number of DEGs in each neuron subtypes varies greatly with the deep layer (DL)–Foxp2 subtype (Foxp2-expressing neurons located in the deep cortical layer VI) affected the most (Fig. 1G and table S3). 

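Of the 715 genes at an unadjusted p under 0.05 in edgeR over the 6 excitatory neuron subtypes, 56.6% were lower in *Setd1a*+/- mice (95% Wilson interval 53.0 to 60.2%). Without *Setd1a*+/- replicate 2 the share was 75.9%, and without WT replicate 2 it was 45.6%, so that the direction turned on 1 library. The rank-sum test over cells called 1389 genes over the 6 subtypes, of which 58.5% were lower in *Setd1a*+/- cells. When cells were ranked within replicates, 484 genes were called and 80.8% were lower. The crossed split gave 725 calls within replicates, of which 89.0% were lower in WT replicate 2 and *Setd1a*+/- replicate 1.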

Consistent with the general trends of transcriptional repression in the whole excitatory neuron population, most DEGs identified from excitatory neuron subtypes were down-regulated in *Setd1a*^+/−^ mice (Fig. 1G). Although some excitatory neuron subtypes [such as superficial layer (SL)–Myh7 and DL-Pou3f1] with very few DEGs identified might be a result of their small cluster size (Fig. 1E), the DL-Etv1 and SL-Cux2 subtypes with comparable cell numbers to that of the DL-Foxp2 subtype also showed much fewer DEGs (Fig. 1G), indicating that *Setd1a* heterozygosity–caused transcriptional changes varied substantially among different excitatory neuron subtypes. 

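Over pooled cells, the rank-sum test called 649 genes in DL-Foxp2, 248 in SL-Cux2, 185 in DL-Tshz2, 173 in DL-Nnat, 127 in DL-Etv1, and 7 in SL-Myh7. Across the 6 subtypes, Pearson's r of these numbers with the number of cells was 0.87 (exact permutation p = 0.00556, adjusted 0.0181), and 0.72 without the 2 subtypes farthest from the median. Under the crossed split it called 401 genes in DL-Foxp2 and at most 157 in any other subtype, and between replicates it called 1277 in DL-Foxp2 and 1520 in SL-Cux2. Replicate 1 supplied 25.6% of the WT and 74.5% of the *Setd1a*+/- DL-Foxp2 cells. Of the 1389 calls over the 6 subtypes, 840 were also called between the replicates, and 98.7% of these had the sign that unequal replicate shares give. When cells were ranked within replicates, DL-Foxp2 had 232 calls, DL-Tshz2 99, DL-Etv1 65, DL-Nnat 54, and SL-Cux2 34, and the crossed split gave 347 in DL-Foxp2. When cells were also thinned to 1000 UMIs, DL-Foxp2 had 21 calls and 19 under the crossed split. With 37 cells drawn from each library, which also equalizes the shares of the replicates, the median over 20 draws was 7 calls in DL-Foxp2 (7.5 under the crossed split), 14.5 in DL-Etv1, 11 in DL-Nnat, 2 in DL-Tshz2, and 1.5 in SL-Cux2. From the lower numbers of DEGs in DL-Etv1 and SL-Cux2, which it gives as similar in size to DL-Foxp2, the paper concludes that the changes vary among the subtypes.

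**Figure D4:**
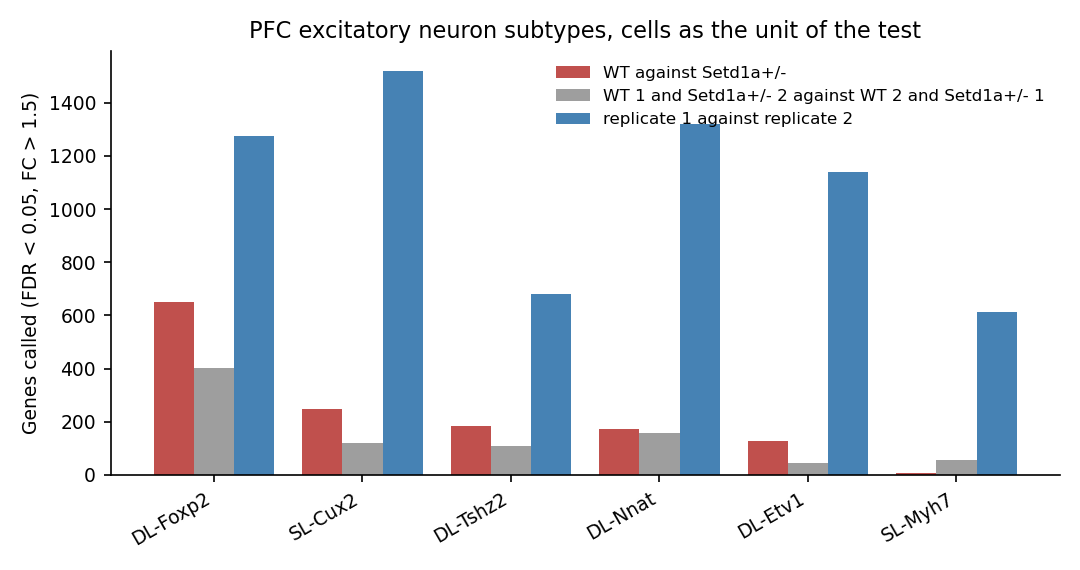
Number of genes called in each excitatory neuron subtype by the rank-sum test over pooled cells (FDR under 0.05, FC above 1.5) when the 4 PFC libraries are split by genotype, crossed, or by replicate; each bar is a count of genes. DL-Foxp2 has 649 calls by genotype, 401 crossed and 1277 by replicate.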

Few DEGs were shared among the different PFC excitatory neuron subtypes (fig. S1L), indicating that *Setd1a* heterozygosity–caused transcriptional changes are largely neuron subtype specific. 

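Across genes, the log2 FCs of 2 excitatory neuron subtypes had a median correlation of 0.28 over the 15 pairs of subtypes tested (0.15 to 0.34), against 0.25 under the crossed split and 0.75 between replicates. The numbers of shared calls were 0 in edgeR for every pair, as no subtype had a call, and at most 14 genes were shared at an unadjusted p under 0.05 with the same direction (DESeq2 likewise called no gene in any subtype, with 78 genes at an unadjusted p under 0.05). A replicate block in edgeR gave up to 3 shared calls (DL-Etv1 and SL-Cux2). Between replicates, 2 subtypes shared up to 341 called genes.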

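In DL-Foxp2 cells, *Taok2* was 20.4 and 19.4 CPM in WT and 3.97 and 10.3 CPM in *Setd1a*+/- mice, a log2 FC of -1.77 (standard error 0.54, edgeR FDR 1.0). *Kit* (ENSMUSG00000005672; chromosome 5, 75574916 to 75656722) was 38.9 and 53.5 CPM in WT and 26.2 and 10.3 CPM in *Setd1a*+/- mice, a log2 FC of -1.18 (standard error 0.42, edgeR FDR 1.0). The *Setd1a*+/- DL-Foxp2 cells held few UMIs of these genes, down to 4 per library. *Ppdpf* (ENSMUSG00000016344; chromosome 2, 181187247 to 181188771) was 115 and 180 CPM in WT and 81.0 and 116 CPM in *Setd1a*+/- mice (log2 FC -0.63, edgeR FDR 1.0). *Arl2* (ENSMUSG00000024944; chromosome 19, 6134374 to 6141548) was 86.6 and 164 CPM in WT and 57.2 and 126 CPM in *Setd1a*+/- mice (log2 FC -0.54, edgeR FDR 1.0), and its log2 FC was 0.08 without WT replicate 2. *Syngr1*, which the paper names from sorted *Foxp2*+ nuclei, had a log2 FC of -0.20 that ranged from -1.73 to 0.61 with each library left out, and *Rnf112*, named from the same nuclei, had a log2 FC of 0.10, which was -0.02 without *Setd1a*+/- replicate 1. Of the 6 genes, 5 were lower, 2 (*Taok2* and *Kit*) had an unadjusted p under 0.05, and 0 passed an FDR of 0.05 over all genes or adjusted over the list alone (smallest 0.0723). Blocking on the replicate in edgeR, 2 passed adjusted over the list alone (smallest FDR 0.0285) and 0 over all genes. The study chose *Taok2*, *Kit*, *Ppdpf*, and *Arl2* on the same libraries, so for them this is not independent evidence. Over pooled cells 5 of the 6 were called lower, 3 when cells were ranked within replicates, and 0 after thinning to 1000 UMIs per cell. Whether the effect on these genes differs from that in other subtypes was tested with an interaction term against DL-Etv1 and SL-Cux2, and none of the 6 genes passed. The power of this test was not simulated, so the result does not show that the effect is alike in these subtypes.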

Notably, we found that several SCZ-related genes, including *Arl2*, *Ppdpf*, *Kit*, and *Taok2*, were specifically dysregulated in the DL-Foxp2 subtype in the *Setd1a*^+/−^ PFC, suggesting that transcriptional maladaptation in this neuron subtype might be particularly relevant to the SCZ pathology.

To further explore potential cell type–specific functional changes, we performed pathway analysis on DEGs in different neuron subtypes. Although few DEGs overlap among different neuron subtypes, GO analysis revealed that the terms related to synaptic function are enriched in multiple neuron subtypes (Fig. 1H). For example, we found that DEGs in DL-Tshz1, DL-Foxp2, SL-Cux2, and DL-ETV1 subtypes were enriched in terms like synaptic vesicle recycle, regulation of synaptic vesicle recycling, positive regulation of synapse assembly, and positive regulation of protein localization to synapse, respectively (Fig. 1H), indicating that divergent transcriptional changes in different neuron subtypes may converge on common pathway that impairs synaptic function across PFC excitatory neurons. On the other hand, subtype-specific GO terms related to neural function were also enriched in different excitatory neuron subtypes, such as intracellular pH reduction (DL-Tshz2), positive regulation of mitochondrial fission (DL-Foxp2), neuron cellular homeostasis (SL-Cux2), and opioid receptor signal pathway (DL-Etv1) (Fig. 1H), indicating that *Setd1a* heterozygosity also affects neuronal functions in neuron subtype–specific manner. Collectively, single-cell transcriptomic comparison of PFC tissue from WT and *Setd1a*^+/−^ animals not only revealed cell type and neuron subtypes-specific transcriptional changes but also uncovered convergent and divergent neural mechanisms that may underlie functional impairments of *Setd1a*^+/−^ mice.

### Cell type–specific transcriptional changes in *Setd1a*^+/−^ mouse striatum

In addition to PFC, striatum is another brain region tightly associated with SCZ. Thus, we performed similar scRNA-seq to analyze the transcriptional effect of *Setd1a* heterozygosity in striatum. After quality control, we obtained transcriptome profiles of 14,690 high-quality single cells dissociated from striatum (include both dorsal and ventral striatum) of WT and *Setd1a*^+/−^ mice (8400 cells from WT mice and 6290 cells from *Setd1a*^+/−^ mice). 

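The striatum was sequenced in the same design, with 2 WT and 2 *Setd1a*+/- libraries, each from 2 pooled male mice, and the authors deposited unfiltered UMI counts and an annotation in the same form. The libraries held 24125835 and 26277553 UMIs in WT and 21694149 and 17440876 in *Setd1a*+/- mice. The annotated cells numbered 4361 and 4039 in WT and 3795 and 2495 in *Setd1a*+/- mice, with 12734695, 13521114, 10916443 and 6904716 UMIs in the same order. The median annotated cell had 2501 and 3042 UMIs in WT and 2351 and 2607 in *Setd1a*+/- mice, so WT replicate 2 was the deepest library. All annotated cells met the cutoffs on genes and mitochondrial UMIs. Counts were summed and tested as for the PFC, with an FC above 2, the cutoff the results give for striatum. In counts simulated with 200 genes changed 2-fold, 40.7% of the changed genes tested were called in D1 MSNs and 47.9% in D2 MSNs, and 90.8% and 90.6% with 4-fold changes.
*Setd1a* was 13.4 and 15.2 CPM in WT and 9.16 and 12.5 CPM in *Setd1a*+/- mice over all annotated cells of the striatum, from 86 to 206 UMIs per library. Its log2 FC was -0.38 (standard error 0.28, FDR 1.0 from edgeR, n = 2 libraries per genotype). With each library left out in turn it stayed between -0.64 and -0.15, and only without *Setd1a*+/- replicate 2 did its unadjusted p fall under 0.05. *Setd1a* was lower in *Setd1a*+/- mice in each of the 9 cell types and subtypes of both tissues in which it passed the filter. These groups share libraries, and the subtypes are part of the excitatory neurons, so they are not separate evidence. In PFC endothelial cells, DL-Etv1 and DL-Foxp2 it was lower in only 1 of the 2 replicates. Replicate differences were smaller than in the PFC: of 11424 genes with at least 200 UMIs, 2 were at least 4-fold lower in both replicate 1 libraries and 0 were higher, while between genotypes 0 were lower and 1 was higher in both *Setd1a*+/- libraries.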

Clustering analysis of these cells revealed 10 major cell clusters (Fig. 2A). 

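The 10 annotated groups of the striatum held 3904 D1 MSNs, 2451 D2 MSNs, 821 interneurons, and 437 cells named as neural stem cells and neuroblasts (NB). The others were 2345 oligodendrocytes, 1998 endothelial cells, 1441 oligodendrocyte progenitor cells, 857 astrocytes, 271 microglia, and 165 newly formed oligodendrocytes. All 21 marker genes tested had their highest CPM in the type they mark. *Drd1* was 150 CPM in D1 MSNs and at most 42.0 CPM elsewhere, *Drd2* was 179 CPM in D2 MSNs and at most 23.6 CPM elsewhere, and *Pclaf* was 2055.3 CPM in the NB group and at most 22.0 CPM elsewhere. *Elavl2*, used for interneurons, was 359 CPM there and 154 CPM in the NB group.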

On the basis of cluster-specific markers (Fig. 2B), the clusters represent different cell types, including D1 and D2 medium spiny neurons (MSNs), an interneuron population and a newborn neuron population, as well as other non-neuron cell types (Fig. 2, A and B). 

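Shares of the striatal cell types differed most between the *Setd1a*+/- libraries. D1 MSNs were 15.4% of the cells of *Setd1a*+/- replicate 1 (95% Wilson interval 14.3 to 16.5%) and 40.4% of *Setd1a*+/- replicate 2 (38.5 to 42.3%), against 23.5% and 31.9% of the WT libraries. Oligodendrocytes were 25.0% and 2.69% of the *Setd1a*+/- libraries and 18.7% and 12.7% of the WT libraries. The means of the genotypes differed most for oligodendrocyte progenitor cells (-2.17 percentage points, *Setd1a*+/- minus WT) and the NB group (1.94 points). The 2 *Setd1a*+/- libraries lay on the same side of both WT libraries in 0 of the 10 types, and the exact permutation p was 0.667 or larger in each. The FDR in edgeR's test of the numbers of cells was 0.992 for all 10 types, including the NB group, whose shares were 2.41% and 1.56% in WT and 5.64% and 2.20% in *Setd1a*+/- mice. With 1 library left out in turn, the difference in D1 MSNs ranged from -12.3 to 12.7 points.

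**Figure D5:**
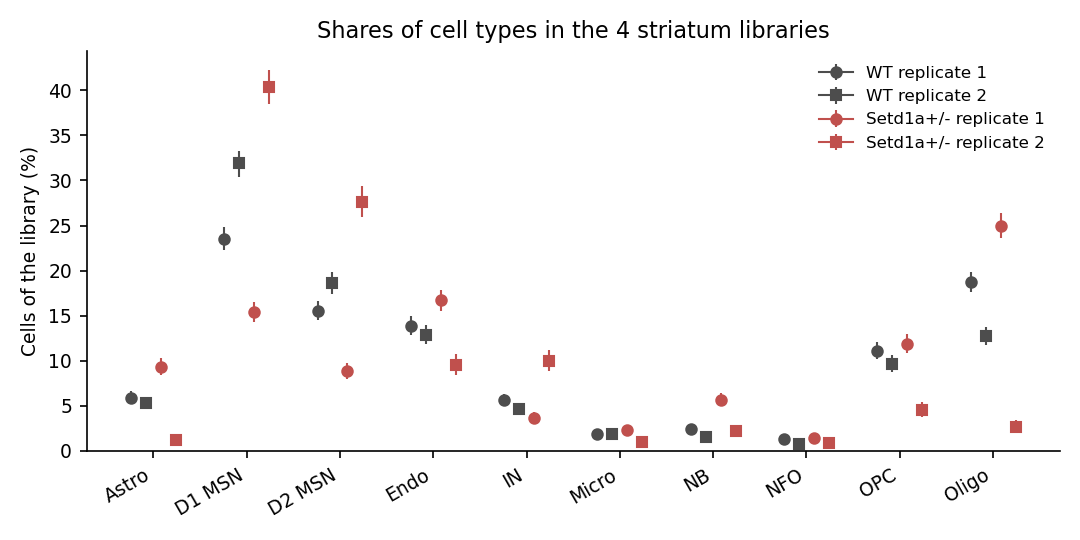
Share of each cell type among the annotated cells of the 4 striatum libraries, in percent; points are libraries and bars are 95% Wilson intervals of the counting error. The *Setd1a*+/- libraries lie apart in D1 MSNs (15.4% and 40.4%) and oligodendrocytes (25.0% and 2.69%), on both sides of the WT libraries.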

Similar to the observation in PFC, the relative abundance of different cell types was not changed by Setd1a heterozygosity (fig. S2, A and B), indicating that the striatal cell composition was not altered in the *Setd1a*^+/−^ mice.

**Fig. 2.**
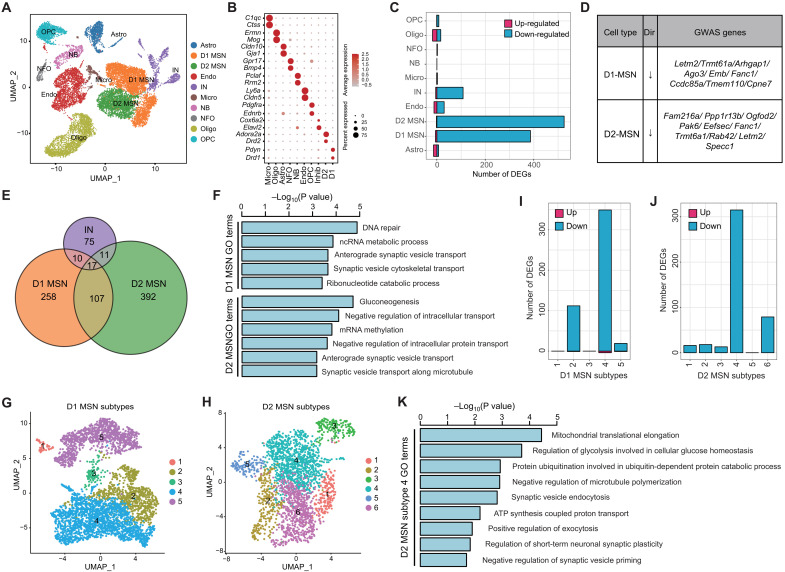
Cell type–specific transcriptional changes in the striatum of *Setd1a*^+/−^ mice. (**A**) UMAP plot showing the major cell types in striatum. D1 MSN, D1 dopamine receptor–expressing MSN; D2 MSN, D2 dopamine receptor–expressing MSN; NB, neural stem cells and neuroblast. (**B**) Dot plot showing the expression of selected marker genes in striatal cell types. (**C**) The number of DEGs in different striatal cell populations of *Setd1a*^+/−^ mice. (**D**) DEGs in D1 and D2 MSNs that are also identified as SCZ-associated genes by GWAS studies. (**E**) Overlap of DEGs between WT and *Setd1a*^+/−^ mice in D1 MSN, D2 MSN, and interneuron. (**F**) Bar graph showing the GO terms enriched in the DEGs in D1 and D2 MSNs. (**G** and **H**) UMAP plots showing the D1 (G) and D2 (H) MSN subtypes in striatum. (**I** and **J**) The number of DEGs in D1 (I) and D2 (J) MSN subtypes of striatum in *Setd1a*^+/−^ mice. (**K**) Bar graph showing GO terms enriched in the DEGs of D2 MSN subtype 4.

Comparative transcriptome analysis between cells from WT and *Setd1a*^+/−^ animals within each of the 10 cell types revealed cell type–specific DEGs in striatum (FC > 2 and FDR < 0.05), with most of which down-regulated in *Setd1a*^+/−^ animals (Fig. 2C and table S4). 

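With libraries as the replicates, edgeR called 4 genes over the 10 striatal cell types at an FDR under 0.05 and an FC above 2, all in D2 MSNs and all hemoglobin genes. It called 0 genes in the other 9 types. At an unadjusted p under 0.05 it found 1922 genes over the 10 types, from 309 in astrocytes and 279 in interneurons to 62 in microglia. DESeq2 called the 4 genes and *Spp1* in endothelial cells, with 364 genes at an unadjusted p under 0.05. A replicate block raised the edgeR calls to 79 genes, of which 33 were lower in *Setd1a*+/- mice, against 64 under the crossed split. Without *Setd1a*+/- replicate 1 it called 402 genes, and without each of the other 3 libraries between 67 and 148.
Of the 1922 genes, 46.7% were lower in *Setd1a*+/- mice (95% Wilson interval 44.4 to 48.9%). Scaling by library size alone gave 58.7% of 2008 genes, DESeq2 gave 33.0% of its 364 genes, and 53.9% were lower without *Setd1a*+/- replicate 1. Over pooled cells, the rank-sum test called 85 genes over the 10 types, of which 58.8% were lower, 51 genes under the crossed split and 360 between replicates. When cells were ranked within replicates, 85 genes were called and 44.7% were lower. With genes found in at least 3 cells, the filter of the paper's methods, it called 345 genes, of which 74.5% were lower, against 192 genes under the crossed split, of which 13.5% were lower in WT replicate 2 and *Setd1a*+/- replicate 1. After thinning to 1000 UMIs per cell, 62 genes were called with that filter, and 54.8% were lower in *Setd1a*+/- cells.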

Similar to PFC, different striatal cell types exhibited great variation in the number of DEGs. Among the four neuronal populations, D1 and D2 MSNs showed the most marked gene expression changes, with 392 and 527 DEGs detected in these two neuron types, respectively (Fig. 2C). In addition, SCZ-associated genes identified by GWAS are present in the DEGs of D1 and D2 MSNs, but bootstrapped overlap test or MAGMA did not find significant overlap (Fig. 2D and fig. S2C). 

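In D1 MSNs, 11015 genes were tested on the summed counts and 0 were called by edgeR or DESeq2, with 228 and 50 genes at an unadjusted p under 0.05. In D2 MSNs, 10081 genes were tested and both tools called the same 4 genes, with 252 and 46 genes at an unadjusted p under 0.05. *Hba-a2* (ENSMUSG00000069917) was 117 and 194 CPM in WT and 8.59 and 2.60 CPM in *Setd1a*+/- D2 MSNs, a log2 FC of -4.88 (standard error 0.43, FDR 0.00383 from edgeR). *Hbb-bt* (ENSMUSG00000073940), *Hba-a1* (ENSMUSG00000069919), and *Hbb-bs* had log2 FCs of -4.18, -4.03 and -3.68 (edgeR FDR 0.00656, 0.00111 and 0.000309). Hemoglobin is the oxygen carrier of red blood cells. Of the hemoglobin UMIs of D2 MSNs, 1981 of 2114 in WT replicate 1 and 3357 of 3666 in WT replicate 2 lay in a single cell. Without cells that held at least 10 hemoglobin UMIs, the log2 ratio of *Hbb-bs* between *Setd1a*+/- and WT D2 MSNs was -0.12. The *Hba* genes are close paralogs, and so are the *Hbb* genes, so their separate counts are uncertain. The replicate block in edgeR gave 10 genes in D1 and 10 in D2 MSNs. Without *Setd1a*+/- replicate 1 it called 29 genes in D1 MSNs.
Over pooled cells, the rank-sum test called 3 genes in D1 and 5 in D2 MSNs with genes found in at least 10% of cells. With genes found in at least 3 cells it called 94 in D1 MSNs (68 under the crossed split, 252 between replicates) and 113 in D2 MSNs (60 and 189). After thinning these were 14 and 12. From the numbers of DEGs over cells in Fig. 2C, the paper states that D1 and D2 MSNs show the most marked changes of the neuronal populations.

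**Figure D6:**
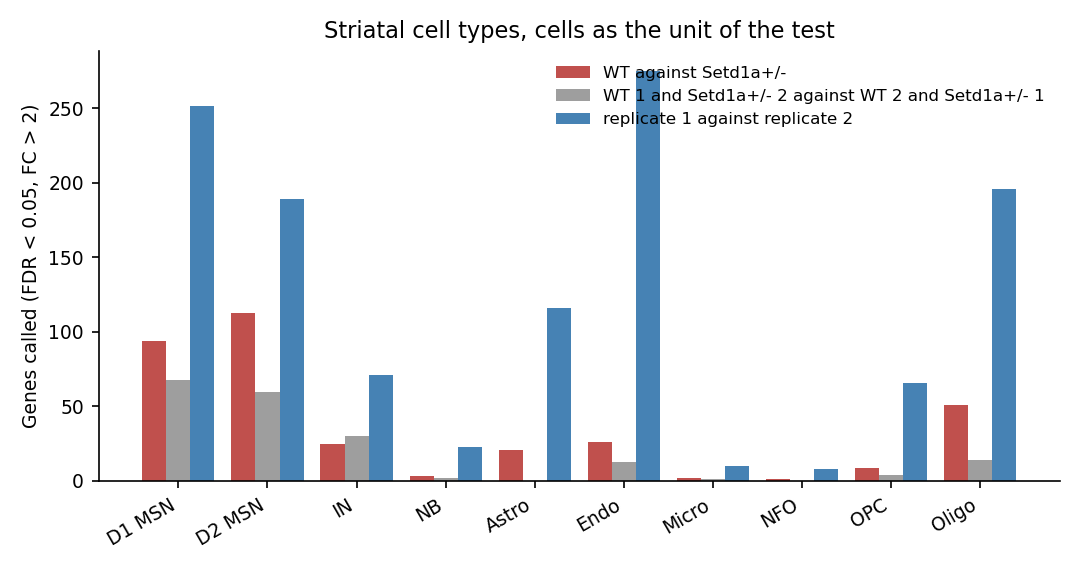
Number of genes called in each striatal cell type by the rank-sum test over pooled cells (FDR under 0.05, FC above 2, genes found in at least 3 cells) when the 4 striatum libraries are split by genotype, crossed, or by replicate; each bar is a count of genes. D2 MSNs have 113 calls by genotype, 60 crossed and 189 by replicate.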

Only a few SCZ-associated genes are altered in both D1 and D2 MSNs (*Letm2*, *Trmt6a1*, and *Fanc1*), while most of them only changed in either D1 (e.g., *Arhgap1*, *Emb*, and *Cpne7*) or D2 MSNs (e.g., *Ppp1r13b*, *Rab42*, and *Pak6*) (Fig. 2D). 

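In D1 MSNs, 8 of the 9 genes named in the text or Fig. 2D were lower in *Setd1a*+/- mice on the summed counts. *Letm2* (ENSMUSG00000037363; chromosome 8, 25578490 to 25597582) was 31.2 and 26.1 CPM in WT and 21.0 and 15.1 CPM in *Setd1a*+/- mice, a log2 FC of -0.64 (standard error 0.22, edgeR FDR 1.0). *Tmem110* (ENSMUSG00000006526; chromosome 14, 30825590 to 30877210) was higher, at 4.41 and 3.52 CPM in WT and 8.49 and 11.4 CPM in *Setd1a*+/- mice, a log2 FC of 1.40 (standard error 0.38, edgeR FDR 1.0). It alone had an FDR under 0.05 adjusted over the list alone (0.0467). *Arhgap1* (ENSMUSG00000027247), *Emb* (ENSMUSG00000021728), and *Cpne7* (ENSMUSG00000034796) had log2 FCs of -0.28, -0.32 and -0.60. In 7 of the 9 genes both *Setd1a*+/- libraries lay below both WT libraries.
In D2 MSNs, all 10 named genes were lower. The gene printed as *Fanc1* was taken as *Fancl* (ENSMUSG00000004018; chromosome 11, 26386135 to 26471876), which was 11.7 and 12.6 CPM in WT and 6.25 and 3.64 CPM in *Setd1a*+/- mice, a log2 FC of -1.30 (standard error 0.40, edgeR FDR 1.0). *Rab42* (ENSMUSG00000089687) was 9.60 and 8.72 CPM in WT and 4.69 and 3.12 CPM in *Setd1a*+/- mice, a log2 FC of -1.21 (standard error 0.44, edgeR FDR 1.0). The gene printed as *Trmt6a1* was taken as *Trmt61a* (ENSMUSG00000060950), with a log2 FC of -0.52 (standard error 0.22) in D2 and -0.53 (standard error 0.23) in D1 MSNs. *Letm2* and *Fancl* had log2 FCs of -0.48 in D2 and -0.61 in D1 MSNs. *Ppp1r13b* (ENSMUSG00000021285) and *Pak6* (ENSMUSG00000074923) had log2 FCs of -0.56 and -0.34. Of the 10 genes, 3 (*Fancl*, *Rab42*, and *Trmt61a*) had an unadjusted p under 0.05 and 0 an FDR under 0.05 over all genes or adjusted over the list alone (smallest 0.102). Under edgeR with the replicate block, 3 genes in D1 and 5 in D2 MSNs passed adjusted over the list alone, and 0 over all genes. Since the study chose both lists on these samples, this is not independent evidence. With genes found in at least 3 cells, the rank-sum test over cells called 1 of the 9 genes in D1 and 2 of the 10 in D2 MSNs.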

In general, D2 MSNs exhibited more DEGs than D1 MSNs, indicating that D2 MSN is more severely affected than D1 MSN in the striatum of *Setd1a*^+/−^ mice, which is consistent with the fact that many antipsychotic drugs for treating patients with SCZ are D2 dopamine receptor antagonists (*23*). 

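The difference of the genotype effect between D2 and D1 MSNs was tested gene by gene with an interaction term in edgeR, in which the sums of a library are paired. It passed an FDR of 0.05 for 9 genes, while DESeq2 found 0, with 491 and 21 genes at an unadjusted p under 0.05. The 9 genes included 4 hemoglobin genes. Of the other 5, *Btg2* rose from 55.1 and 42.3 CPM in WT to 109 and 85.8 CPM in *Setd1a*+/- D2 MSNs and was 35.9 and 31.0 CPM in WT and 28.0 and 40.4 CPM in *Setd1a*+/- D1 MSNs (difference of log2 FCs 0.92, edgeR FDR 0.00667). *Gadd45g*, *Junb*, and *Scg2* had differences of 0.69, 0.53 and 0.29, and *Ptgds* of -0.83. With each library left out in turn, 4 to 17 genes passed, and without WT replicate 2 only the hemoglobin genes did. The paper concludes from the larger number of DEGs over cells that D2 MSNs are more severely affected than D1 MSNs, and relates this to antipsychotic drugs that act on D2 dopamine receptors.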

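In striatal interneurons, edgeR called 0 genes on the summed counts and found 279 at an unadjusted p under 0.05, and DESeq2 called 0, with 51 genes at an unadjusted p under 0.05. With the replicate number as a block, edgeR called 8 genes, and with each library left out in turn between 11 and 39. The rank-sum test over pooled cells called 21 genes, against 23 under the crossed split and 66 between replicates. With genes found in at least 3 cells it called 25, against 30 and 71, and after thinning to 1000 UMIs per cell 3. The interneurons numbered 246 and 189 in WT and 138 and 248 in *Setd1a*+/- mice.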

In interneuron, we found 113 genes showed significant changes on their mRNA level (Fig. 2C). 

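The NB group, which Fig. 2 defines as neural stem cells and neuroblasts, held 105 and 63 cells in WT and 214 and 55 in *Setd1a*+/- mice. On the summed counts edgeR called 0 genes in it, with 109 at an unadjusted p under 0.05, and DESeq2 called 0, with 10 genes at an unadjusted p under 0.05. The block by replicate number gave 5 calls, and leaving out *Setd1a*+/- replicate 1 gave 20. Over pooled cells, 4 genes were called between genotypes, 6 under the crossed split and 33 between replicates. Fewer cells than in the MSNs entered these tests. With 31 cells drawn from every library, the median number of calls over cells was 0 in the NB group, in D1 MSNs and in D2 MSNs.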

Although previous studies have reported defective neurogenesis in patients with SCZ and an animal model (*24*), little transcriptional changes in newborn neurons of *Setd1a*^+/−^ mice were observed (Fig. 2C), suggesting that neurogenesis in the lateral ventricle wall is not affected by *Setd1a* heterozygosity. Compared to the neuronal cells, non-neuronal cell types in striatum show much milder transcriptional changes (Fig. 2C), indicating that *Setd1a* heterozygosity has a stronger impact on neurons than non-neuronal cells in striatum. 

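On the summed counts, edgeR called 0 genes in each of the 6 non-neuronal types of the striatum. At an unadjusted p under 0.05 it found 309 genes in astrocytes, 229 in endothelial cells, 186 in oligodendrocyte progenitor cells, 167 in oligodendrocytes, 101 in newly formed oligodendrocytes, and 62 in microglia, against 228 in D1 and 252 in D2 MSNs. DESeq2 called 1 gene, in endothelial cells. Without *Setd1a*+/- replicate 1, edgeR called 108 genes in microglia and 102 in endothelial cells. Over pooled cells, the rank-sum test with genes found in at least 10% of cells called 31 genes in astrocytes and 10 in oligodendrocytes, and with genes found in at least 3 cells it called 51 in oligodendrocytes, 26 in endothelial cells, and 21 in astrocytes. With that filter, the number of calls across the 10 types followed the number of cells (Pearson's r = 0.85, permutation p = 0.00196, adjusted 0.0131; Spearman's rho = 0.94, permutation p = 0.0002, adjusted 0.002; r = 0.84 without the 2 types farthest from the median). With genes found in at least 10% of cells, r was -0.16 (permutation p = 0.650, adjusted 0.684) and rho was 0.34 (permutation p = 0.343, adjusted 0.404). The genotype effect was not tested for a difference between neurons and non-neuronal cells. The edgeR counts at an unadjusted p under 0.05 are fewer than chance alone gives in each type, so they cannot rank the types.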

We further assessed the overlap of DEGs from D1 MSN, D2 MSN, and interneuron and found that most transcriptional changes are neuron type specific, with only limited number of DEGs that are shared between the different striatal neuron types (Fig. 2E), indicating that *Sed1a* heterozygosity largely causes neuron type–specific transcriptional changes in striatum.

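On the summed counts, edgeR called 0 genes in 2 of D1 MSNs, D2 MSNs, and interneurons at once, since only D2 MSNs had calls, and DESeq2 gave the same. When edgeR was given a replicate block, D1 and D2 MSNs shared 2 calls, and so did D2 MSNs and interneurons. At an unadjusted p under 0.05 with the same direction, at most 44 genes were shared by any 2 of the 10 striatal types. Over pooled cells with genes found in at least 3 cells, 80 genes were called in D1 MSNs alone, 96 in D2 MSNs alone, and 19 in interneurons alone. D1 and D2 MSNs shared 11 genes, D2 MSNs and interneurons 3, and all 3 types another 3. The crossed split gave a like pattern, with 63, 55 and 28 genes in 1 type alone, 3 shared by D1 and D2 MSNs, and 2 by all 3 types. Across genes, the median correlation of log2 FCs over the 45 pairs of striatal types was 0.14, against 0.09 crossed and 0.29 between replicates. The 3 neuron types come from the same libraries. The paper concludes from the small overlap in Fig. 2E that the changes are largely specific to the neuron type.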

To gain insights into how the transcriptional changes may affect the neuronal functions, we performed GO analysis with DEGs identified in D1 MSN, D2 MSN, and interneurons. Consistent with the minor overlap of DEGs among the different neuron populations, largely distinct biological terms were found in different neuron types. For example, DNA repair and noncoding RNA (ncRNA) metabolic process were enriched in DEGs in the D1 MSN, gluconeogenesis and RNA methylation were enriched in DEGs in the D2 MSN, and regulation of neurological system process and long-term memory were enriched in DEGs in inhibitory neurons (Fig. 2F and fig. S2D). On the other hand, terms related to synaptic function, such as anterograde synaptic vesicle transport, were shared between D1 and D2 MSNs (Fig. 2F). Considering that synapsis-related GO terms were also identified in DEGs of PFC excitatory neurons (Fig. 1H), impairment of synaptic function is likely a common consequence of *Setd1a* heterozygosity across different brain regions and cell types, despite the underlying transcriptional alternations are largely neuron (sub)type specific.

### Neuron subtype– and region-specific transcriptional changes in *Setd1a*^+/−^ mouse striatum

Recent single-cell transcriptome profiling has uncovered the neuronal heterogeneity beyond the conventional D1/D2 MSN in striatum, which may underlie the structural/functional complexity of this brain region (*25*). To determine whether *Setd1a* heterozygosity causes uniform or neuron subtype–specific transcriptional changes on the striatal MSN subtypes, we classified the original D1 and D2 MSN populations into five D1 and six D2 subtypes based on their gene expression profiles (Fig. 2, G and H, and fig. S2, E and F). 

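The annotation of the striatal cells used here names no MSN subtypes, so D1 and D2 MSNs were clustered again (2000 variable genes per library, 30 principal components centred by library, 20 neighbors, Leiden resolution 0.4). This gave 7 clusters of D1 MSNs and 6 of D2 MSNs, numbered by size, and these numbers are not those of the paper. The D1 clusters held 1436, 1263, 692, 419, 38, 32 and 24 cells, and the D2 clusters held 938, 847, 292, 216, 137 and 21. Oligodendrocyte genes led D1 cluster 5 and D2 cluster 6, and hemoglobin genes led D1 cluster 6 and D2 cluster 2. D1 clusters 5, 6 and 7, the last led by *Tubb2b*, and D2 cluster 6 had fewer than 10 cells in at least 1 library and were not tested for differences in expression.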

Analysis of the D1 and D2 MSN subtype–specific marker gene expression patterns indicated that these MSN subtypes exhibit distinct spatial distribution in striatum. For example, the D1 MSN subtype 4 and D2 MSN subtype 4 show high expression of *Rasgrf2* (fig. S2, E and F), which are located in the dorsolateral part of the striatum (fig. S2G). On the other hand, the D1 MSN subtype 2 and D2 MSN subtype 6 show high level of *Stard5* and *Upb1* (fig. S2, E and F) and are mainly located in the ventral medial striatum (fig. S2G).

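In the clusters of MSNs, the markers shown for D1 subtype 4 in fig. S2E were highest in D1 cluster 2 for *Calb1* (419 CPM), *Camk4* (289 CPM), and *Reln* (105 CPM), and *Rasgrp2* was 231 CPM there, second to the small D1 cluster 6. Those shown for D2 subtype 4 in fig. S2F were highest in D2 cluster 2, *Camk4* at 281 CPM and *Rasgrp2* at 314 CPM. D1 cluster 2 and D2 cluster 2 were therefore taken as the nearest to the paper's subtypes 4, although the genes that lead D2 cluster 2 encode hemoglobin. *Rasgrf2*, as printed in the text, was low in all clusters. It was highest in D1 cluster 6 (62.8 CPM) and D1 cluster 1 (17.6 CPM), and in D2 cluster 3 (11.9 CPM) and D2 cluster 1 (5.30 CPM).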

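*Upb1* and *Gucy1a1*, shown for D2 subtype 6, were highest in D2 cluster 1, at 88.1 and 636 CPM. The markers of D1 subtype 2 did not single out a cluster. *Stard5* was highest in D1 cluster 6 (83.7 CPM) and D1 cluster 3 (73.8 CPM), *Prok2* in D1 cluster 5 (76.1 CPM) and D1 cluster 1 (58.4 CPM), and *Pde1a* in D1 cluster 4 (272 CPM) and D1 cluster 1 (198 CPM).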

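Among the clusters of D1 MSNs, the shares in *Setd1a*+/- and WT mice differed most for D1 cluster 4 (2.21 percentage points) and D1 cluster 1 (-1.77 points), and among those of D2 MSNs for D2 cluster 1 (-2.23 points) and D2 cluster 2 (1.60 points). D1 cluster 1 was 38.5% and 35.8% of the WT and 31.4% and 39.4% of the *Setd1a*+/- D1 MSNs. Both *Setd1a*+/- libraries lay on the same side of both WT libraries for D1 clusters 2 and 6 (lower) and D2 clusters 4 and 5 (higher), each with p = 0.333 in the exact permutation test. The largest of these in percentage points was D2 cluster 5, with 5.18% and 4.65% in WT and 5.97% and 6.83% in *Setd1a*+/- mice. D1 cluster 6 held 11 and 20 cells in WT (1.07% and 1.55%) and 0 and 1 in *Setd1a*+/- mice (0% and 0.0992%). In edgeR's test of cell numbers, which left D1 cluster 6 out, the smallest FDR was 0.481, for D2 cluster 5.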

Although *Setd1a* heterozygosity does not affect the relative abundance of the different D1 and D2 subtypes (fig. S2, H and I), it does have different transcriptional effects on different D1 or D2 subtypes with DEGs ranging from a handful to more than 300 (Fig. 2, I and J, and tables S6 and S7). Specifically, the D1 MSN subtype 4 and D2 MSN subtype 4 exhibit the most transcriptional changes, with more than 300 DEGs in each of the two subtypes (Fig. 2, I and J). In addition, around 100 DEGs were identified in D1 MSN subtype 2 and D2 MSN subtype 6, while the other MSN subtypes only showed mild changes in gene expression (DEGs < 25) in the *Setd1a*^+/−^ mice (Fig. 2, I and J). 

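On the counts summed by MSN cluster, edgeR called 4 genes in D2 cluster 2, the 4 hemoglobin genes, and 0 genes in the other 8 clusters tested. DESeq2 called 4 genes in the same cluster and 0 in the others, with 166 genes over the 9 clusters at an unadjusted p under 0.05. In edgeR, 263 genes had an unadjusted p under 0.05 in D2 cluster 1, 250 in D1 cluster 1, 236 in D1 cluster 2, 195 in D1 cluster 3, 184 in D2 cluster 2, 180 in D2 cluster 3, 124 in D2 cluster 4, 108 in D1 cluster 4, and 103 in D2 cluster 5. Over the 9 clusters 47.4% of 1643 such genes were lower in *Setd1a*+/- mice, and 64.8% with scaling by library size alone. With the replicate number as a block, edgeR called 17 genes, and 21 under the crossed split. Without *Setd1a*+/- replicate 1 it called 145, among them 33 in D1 cluster 2 and 24 in D1 cluster 4.
Over pooled cells, the rank-sum test with genes found in at least 3 cells called 68 genes in D1 cluster 1, 35 in D1 cluster 2, 39 in D2 cluster 2, and 26 in D2 cluster 1, and at most 12 in each of the others. Under the crossed split the same 4 clusters had 36, 48, 23 and 17 calls, and between replicates 108, 108, 74 and 59. After thinning to 1000 UMIs per cell they had 6, 2, 0 and 4. Over the 9 clusters with that filter, 85.1% of 188 calls were lower in *Setd1a*+/- cells, and 38.5% of 13 after thinning. Under the crossed split, 10.6% of 141 calls were lower in WT replicate 2 and *Setd1a*+/- replicate 1. With cells ranked within replicates and genes found in at least 10% of cells, the shares were 93.3% of 75 calls by genotype and 12.5% of 104 crossed.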

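No gene was called by edgeR on the summed counts in 2 MSN clusters at once, since 1 cluster alone had calls, and the same held in DESeq2. Up to 3 calls were shared in edgeR with the replicate block (D1 cluster 1 and D2 cluster 2). For the 36 pairs of the 9 clusters tested, the median correlation of log2 FCs across genes was 0.18 (0.12 to 0.29), 0.13 under the crossed split and 0.40 between replicates. At most 30 genes were shared by 2 clusters at an unadjusted p under 0.05 with the same direction.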

Only a small number of DEGs are shared between different D1 and D2 MSN subtypes (fig. S2, J and K). Since different MSN subtypes could be assigned to different striatal regions (fig. S2G), these results suggested that *Setd1a* deficiency caused different molecular changes in striatal subregions, with the dorsal striatum more severely affected than the ventral striatum (Fig. 2, I and J).

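The clusters nearest to the paper's dorsolateral subtypes 4, D1 cluster 2 and D2 cluster 2, had 35 and 39 calls over pooled cells with genes found in at least 3 cells. D1 cluster 1 and D2 cluster 1, of which the latter expresses the ventromedial marker *Upb1*, had 68 and 26. The genotype effect was not tested for a difference between clusters. The paper proposes, from the regions to which the subtypes were assigned, that the dorsal striatum is more severely affected than the ventral striatum.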

To gain insight into how the gene expression changes might affect neural function in different MSN subtypes, we performed GO analysis with the DEGs in different D1 and D2 MSN subtypes. The results showed that different biological pathways were affected in different MSN subtypes. Although the DEGs of D1 MSN subtype 4 and D2 MSN subtype 4 are both enriched for some common terms (such as mitochondrial translation and regulation of exocytosis), most of their enriched terms are different, such as regulation of ion homeostasis and protein kinase activity in D1 MSN subtype 4, as well as regulation of synaptic vesicle endocytosis and priming in D2 MSN subtypes (Fig. 2K and fig. S2L). This result indicates that *Setd1a* heterozygosity has different transcriptional effects on different MSN subtypes. Collectively, our results suggest that Setd1a deficiency causes distinct transcriptional changes in different MSN subtypes and striatal subregions, with the dorsolateral striatum exhibiting more prominent changes than the ventromedial striatum.

### *Setd1a* heterozygosity does not affect global H3K4me3 pattern in PFC

Setd1a has been previously shown to be an H3K4 methyltransferase (*17*). To gain insight into how *Setd1a* heterozygosity affects transcription in PFC, we perform CUT&RUN assays (*26*) to examine the genomic location of Setd1a protein and H3K4me3 distribution in PFC of WT and *Setd1a*^+/−^ mice (Fig. 3A and fig. S3A). In total, we identified more than 35,000 Setd1a binding sites and 44,000 H3K4me3 peaks. About 50% of the H3K4me3 peaks are located in the promoter region (fig. S3B), consistent with previous studies demonstrating that H3K4me3 is mainly located in the promoter region (*27*). Compared to the H3K4me3 peaks, Setd1a peaks are less enriched in the promoter region (~40%) but are slightly biased to the intronic and intergenic regions (fig. S3B). In general, the peaks of Setd1a and H3K4me3 have good correlation as about 60% of the H3K4me3 peaks overlapped with Setd1a peaks (fig. S3C). In addition, compared to the H3K4me3 peaks without Setd1a binding, the H3K4me3 peaks with Setd1a binding are significantly stronger (fig. S3D). These results indicate that Setd1a is likely involved in H3K4me3 deposition in the PFC.

**Fig. 3.**
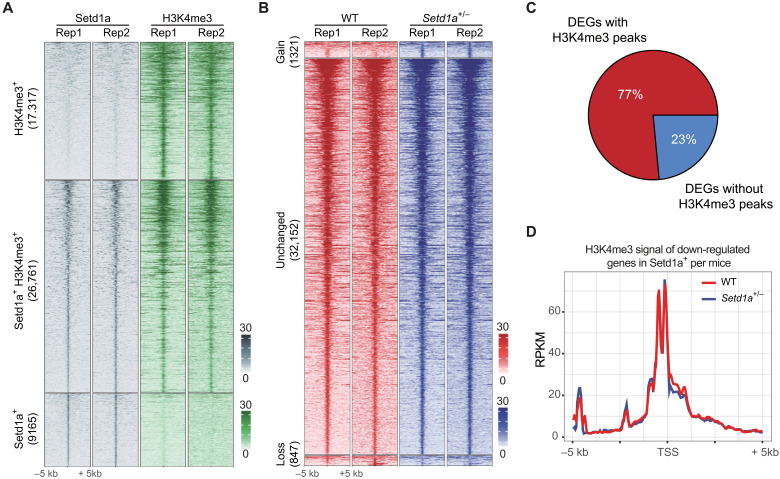
*Setd1a* heterozygosity only causes mild H3K4me3 alterations in the whole PFC. (**A**) Heatmap showing the Setd1a and H3K4me3 peaks detected by CUT&RUN in whole PFC tissue. The Setd1a peaks were classified on the basis of their overlap with H3K4me3 peaks and were sorted in each category on the basis of their signal intensity. The RPKM (reads per kilobase per million mapped reads) intensity of the CUT&RUN peaks is color-coded. (**B**) Heatmap showing the H3K4me3 peaks detected by CUT&RUN in PFC tissues of WT and *Setd1a*^+/−^ mice. The peaks are classified as gain (signal increase in *Setd1a*^+/−^mice) and unchanged and loss (signal decrease in *Setd1a*^+/−^ mice) groups and sorted by their signal intensity. The RPKM intensity of the H3K4me3 signal is color-coded. (**C**) Pie chart showing the percentage of DEGs in PFC (identified by scRNA-seq) with or without associated H3K4me3 peaks. (**D**) Average H3K4me3 signal in genes down-regulated in PFC of *Setd1a*^+/−^ mice (identified by scRNA-seq). DEGs from different cell types were pooled together. The average H3K4me3 RPKM signal between −5 and +5 kb of transcription start sites (TSSs) of WT and *Setd1a*^+/−^ mice is shown in red and blue, respectively.

To examine whether *Setd1a* heterozygosity affects genomic distribution of H3K4me3, we compared H3K4me3 profiles in PFC of WT and *Setd1a*^+/−^ mice. Unexpectedly, only a very small number of H3K4me3 peaks were affected by *Setd1a* heterozygosity (FC > 2 and FDR < 0.05) (Fig. 3B). Furthermore, although most DEGs identified by scRNA-seq of PFC samples have promoter H3K4me3 peaks (Fig. 3C), the H3K4me3 level in these peaks showed little changes in *Setd1a*^+/−^ mice (Fig. 3D and fig. S3E). Thus, the transcriptional changes detected in *Setd1a*^+/−^ PFC by scRNA-seq cannot be directly correlated to the H3K4me3 changes when all the cells in PFC are analyzed as a mixture. One possible explanation is that the H3K4me3 change mainly occurred in specific cell types in PFC, which is masked when the analysis was performed using the entire PFC.

### H3K4me3 decrease is associated with transcriptional decrease in the *Foxp2*^+^ neurons of *Setd1a*^+/−^ mouse PFC

Because scRNA-seq showed that transcriptional changes in the PFC of *Setd1a*^+/−^ mice exhibit cell type specificity, we hypothesized that H3K4me3 changes in PFC of *Setd1a*^+/−^ mice might also exhibit a similar cell type specificity. To test for this possibility, we focused our effort on the DL-Foxp2 neurons, an excitatory neuron subtype in PFC that exhibits the most transcriptional changes in response to *Setd1a* heterozygosity (Fig. 1G). To this end, we crossed the *Foxp2*^Cre^ mice with *Setd1a*^+/−^ mice to generate *Foxp2*^Cre^ /*Setd1a*^+/−^ mice and corresponding control littermates (*Foxp2*^Cre^ /*Setd1a*^+/+^) and then injected a Cre-dependent KASH (Klarsicht, ANC-1, Syne Homology)–green fluorescent protein (GFP)–expressing adeno-associated virus (AAV) into the PFC of these mice so that the nuclei of the *Foxp2*-expressing excitatory neurons in PFC can be tagged by KASH-GFP. By collecting PFC tissues from the injected mice and performing nuclei purification and fluorescence-activated cell sorting (FACS) as described previously (*28*), we obtained nuclei from *Foxp2*^+^ neurons (GFP^+^) for gene expression and H3K4me3 profiling (Fig. 4A).

**Fig. 4.**
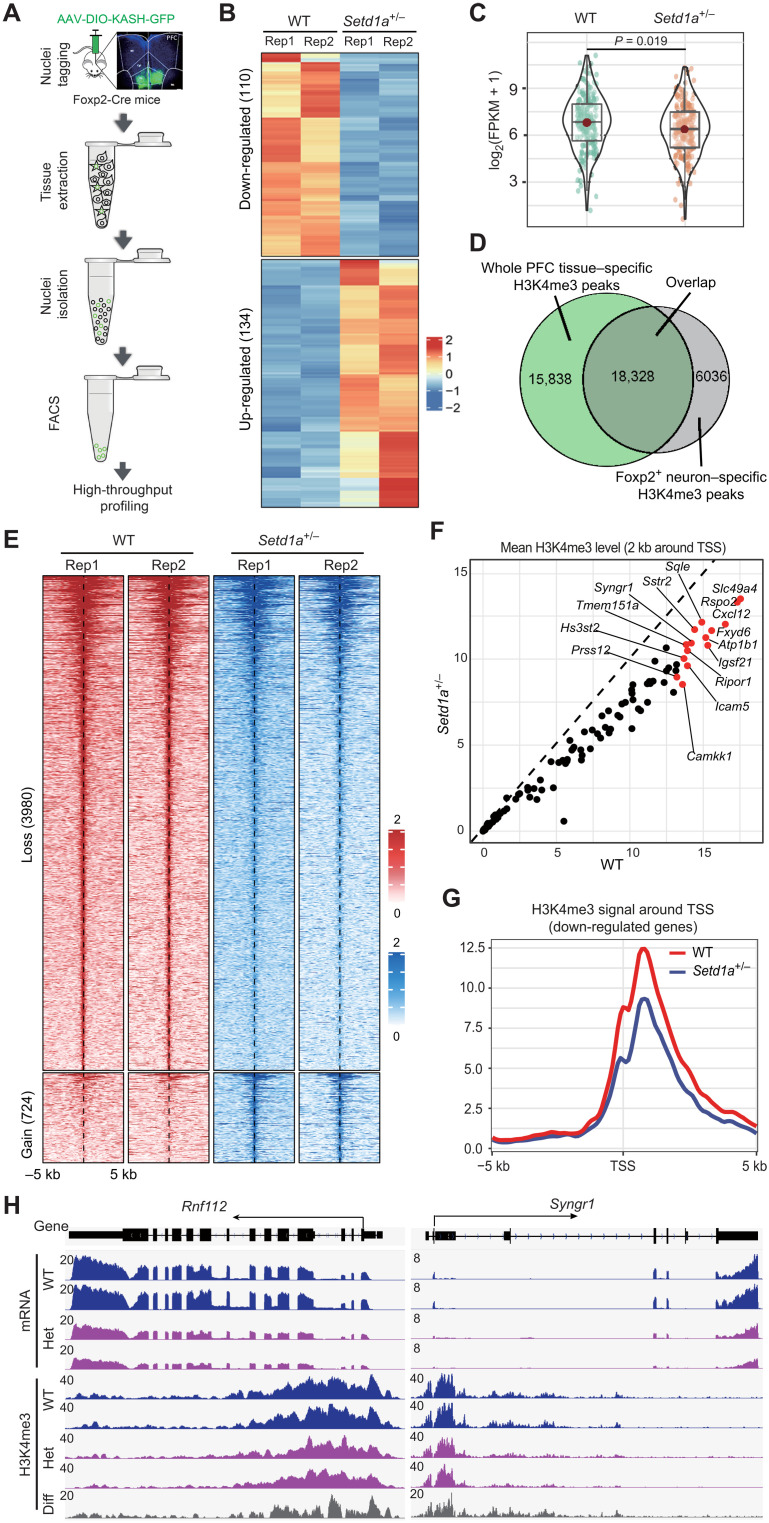
*Setd1a* heterozygosity–caused cell type–specific H3K4me3 changes correlate with transcriptional changes. (**A**) Experimental scheme for cell type–specific transcriptional and epigenetic profiling of PFC *Foxp2*^+^ neurons. (**B**) Heatmap showing the down- and up-regulated genes in *Foxp2*^+^ neurons in *Setd1a*^+/−^ mice. The gene expression level is color-coded. (**C**) Violin plot showing the expression level of *Foxp2*^+^ neuron–specific down-regulated genes (identified by scRNA-seq) in WT and *Setd1a*^+/−^ mice. FPKM, fragments per kilobase per million fragments mapped. (**D**) The overlap of H3K4me3 peaks detected by CUT&RUN in whole PFC tissue and *Foxp2*^+^ neurons. (**E**) Heatmap showing the H3K4me3 peaks with significant changes in *Foxp2*^+^ neurons of *Setd1a*^+/−^ mice. The H3K4me3 signal is color-coded. (**F**) Scatter plot showing the H3K4me3 signal around the TSSs in *Foxp2*^+^ cortical neurons. Only genes showing significantly decreased transcription in *Setd1a*^+/−^ mice were plotted. Red dots represent genes with most significant H3K4me3 decrease. (**G**) Average H3K4me3 signal around the transcriptional start sites of genes down-regulated in PFC *Foxp2*^+^ neurons of *Setd1a*^+/−^ mice (identified by *Foxp2*^+^ neuron–specific RNA-seq). (**H**) Genome browser view showing decreased gene expression and H3K4me3 in *Foxp2*^+^ neurons of *Setd1a*^+/−^ mice. The “Diff” track represents the difference of H3K4me3 signal between WT and *Setd1a*^+/−^ samples (WT minus *Setd1a*^+/−^).

RNA-seq analysis of *Foxp2*+ excitatory neurons identified 110 down-regulated genes and 134 up-regulated genes in *Setd1a*^+/−^ mice, comparing to WT mice (Fig. 4B and table S5). To compare the *Foxp2*^+^ neuron–specific RNA-seq results with the results obtained from scRNA-seq, we focused on the down-regulated genes, which are more likely to be the direct targets of Setd1a. The results showed that most down-regulated genes in the DL-Foxp2 subtype identified by scRNA-seq also tend to decrease in the RNA-seq of the *Foxp2*^+^ neurons of the *Setd1a*^+/−^ mouse PFC (fig. S4A). As a group, they are significantly down-regulated in *Setd1a*^+/−^ mice compared to that in the control WT mice (Fig. 4C), indicating that the results are consistent when different approaches are used. Consistent with our findings described above, a notable number of DEGs identified from *Foxp2*^+^ neurons have been implicated in SCZ pathogenesis, including *Bcan*, *Bsg*, *Igf2*, *Nptx2*, and *Syngr1*. Furthermore, many of the DEGs are involved in regulating neural morphogenesis and function. For example, *Amigo2* and *Pdlim5* are involved in neuronal morphogenesis, while *Efnb3*, *Icam5*, *Rnf112*, and *Tspan7* are involved in synapse development. In addition, *Aplp1*, *Slc17a7*, and *Syngr1* have been found to play an important role in exocytosis function. These results confirm the vulnerability of the *Foxp2*^+^ neurons upon Setd1a heterozygosity and suggest that the impaired structure and function of these cells may contribute to SCZ-related dysfunctions of the *Setd1a*^+/−^ mice.

To assess the relationship between transcription and H3K4me3 within a relatively homogeneous cell population, we performed parallel CUT&RUN assay to analyze the H3K4me3 profiles with sorted GFP^+^ nuclei from *Foxp2*^Cre^/*Setd1a*^+/+^ and *Foxp2*^Cre^/*Setd1a*^+/−^ mice. Compared to the H3K4me3 profiles generated using the whole PFC tissue with that of the sorted DL-Foxp2 subtype, we identified both shared and differential H3K4me3 peaks (Fig. 4D). Specifically, we found that similar H3K4me3 peaks are present in the promoter regions of genes broadly expressed in PFC (such as *Snap25*) and specifically expressed in DL-Foxp2 neurons (such as *Foxp2*) (fig. S4B). On the other hand, the H3K4me3 peaks in the DL-Foxp2 neurons were absent or significantly lower in the promoter regions of genes not expressed in the *Foxp2*^+^ neurons, such as *Cux2* (marker of superficial cortical layer neurons), *Gja1* (marker of astrocyte), *Mobp* (oligodendrocyte), and *Pdgfra* (oligodendrocyte progenitor cell) (fig. S4B). These results validate the specificity of our cell type–specific H3K4me3 profiling experiments.

We next analyzed the effect of Setd1a heterozygosity on the H3K4me3 pattern in the DL-Foxp2 subtype. With a cutoff of FC > 2 and FDR < 0.05, we identified 3980 sites with decreased and 724 sites with increased H3K4me3 signals in the *Setd1a*^+/−^ mice (Fig. 4E). Most of these affected genomic sites are located in the promoter and gene body (fig. S4C), indicating that they may be involved in transcriptional regulation. Notably, that number of regions that exhibited H3K4me3 loss is more than five times of that gaining H3K4me3 upon *Setd1a* deficiency (Fig. 4E), and the sites with H3K4me3 loss have much higher basal H3K4me3 level compared to that of the sites with H3K4me3 gain (fig. S4D), indicating that

*Setd1a* deficiency mainly causes H3K4me3 loss in DL-Foxp2 neurons, consistent with its established H3K4me3 methyltransferase activity. We next analyzed the relationship between H3K4me3 change and gene expression change and found that most down-regulated genes also showed significantly decreased H3K4me3 peaks (FDR < 0.05) in the *Foxp2*^+^ neuron of the *Setd1a*^+/−^ mice (Fig. 4F). In addition, the overall H3K4me3 signal around the transcription start sites (TSSs) of the down-regulated genes was significantly decreased in the *Setd1a*^+/−^ mice (Fig. 4G), indicating that *Setd1a* deficiency-induced H3K4me3 decrease is likely responsible for the transcriptional dysregulation in the *Foxp2*^+^ neurons of the *Setd1a*^+/−^ mice. For example, *Rnf112* and *Syngr1*, two genes playing important roles in neural function and being associated with human SCZ (*29*, *30*), are significantly down-regulated in *Setd1a*^+/−^ mice and exhibited decreased H3K4me3 signal in their promoter regions (Fig. 4H). Collectively, these results support the notion that *Setd1a* heterozygosity–induced H3K4me3 decrease underlies the transcriptional dysregulation in cortical *Foxp2*^+^ neurons of *Setd1a*^+/−^ mice, and this effect is largely cell type specific, highlighting the advantage of applying cell type–specific approach to uncovering the function of SCZ-associated genes.

### *Setd1a* heterozygosity causes impaired exocytotic function in PFC and striatum neurons

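Over all annotated cells of the PFC, *Syt10* (ENSMUSG00000063260; chromosome 15, 89782393 to 89841860) was 13.1 and 11.3 CPM in WT and 5.35 and 5.17 CPM in *Setd1a*+/- mice, a log2 FC of -1.21 (standard error 0.33, edgeR FDR 1.0), and both *Setd1a*+/- libraries lay below both WT libraries. *Syp* (ENSMUSG00000031144) was 28.3 and 14.2 CPM in WT and *Setd1a*+/- replicate 1 and 284 and 241 CPM in replicate 2. Its log2 FC of -0.27 ranged from -3.53 to 2.28 with each library left out in turn. *Clcn3* (ENSMUSG00000004319) had a log2 FC of -0.26 over all cells and -0.59 in oligodendrocyte progenitor cells (366 and 261 CPM in WT, 152 and 262 CPM in *Setd1a*+/- mice, edgeR FDR 1.0). *Cln3*, the gene the legend of fig. S3E prints as lower in these cells, was 30.0 and 50.8 CPM in WT and 49.4 and 42.9 CPM in *Setd1a*+/- mice there, a log2 FC of 0.18 (standard error 0.39, edgeR FDR 1.0) that ranged from -0.18 to 0.67 with each library left out. Over all annotated cells of the striatum, *Rab26* (ENSMUSG00000079657) was 33.4 and 43.6 CPM in WT and 14.6 and 38.7 CPM in *Setd1a*+/- mice (log2 FC -0.51, edgeR FDR 1.0). *Borcs5* (ENSMUSG00000042992), *Ap3m1* (ENSMUSG00000021824), and *Ap3s2* (ENSMUSG00000063801) had log2 FCs of -0.26, -0.08 and -0.09 (standard errors 0.21, 0.27 and 0.21). Without *Setd1a*+/- replicate 2 the latter 2 were 0.19 and 0.02, and *Rab26* was 0.06 without *Setd1a*+/- replicate 1 and -1.39 (edgeR FDR 0.00936) without *Setd1a*+/- replicate 2.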

The studies described above reveal transcriptional maladaptation of genes associated with presynaptic functions in PFC (e.g., *Syt10*, *Syp*, *Stx1b*, and *Clcn3*) and striatum (e.g., *Borcs5*, *Ap3m1*, *Ap3s2*, and *Rab26*), raising the possibility that presynaptic function in these brain regions might be impaired in the *Setd1a*^+/−^ mice. To test this possibility, we analyzed exocytosis of synaptic vesicles of cultured neurons from PFC and striatum of WT and *Setd1a*^+/−^animals. Specifically, we isolated cortical and striatal neurons from newborn [postnatal day 0 (P0)] mice and cultured in vitro for 18 days (DIV18) and then performed live imaging to compare the dynamics of K^+^-induced vesicle exocytosis in WT and *Setd1a*^+/−^ neurons (Fig. 5A). We found that compared to the control group, K^+^-induced decrease in fluorescent signal (which label synaptic vesicles) is significantly slower in the *Setd1a*^+/−^ group, in both cortical and striatal neurons (Fig. 5, B and C), indicating that *Setd1a* heterozygosity impaired presynaptic exocytosis. To further test whether this defect was related to the Setd1a catalytic deficiency, we performed rescue experiment by transfecting *Setd1a*^+/−^ neurons with either the full-length Setd1a construct (*Setd1a*) or the *Setd1a* construct lacking the catalytic SET domain (*Setd1a*Δ*set*) at DIV10 and then examined synaptic vesicle exocytosis at DIV18. The results showed that transfecting WT *Setd1a*, but not the catalytic mutant, restored the exocytosis in *Setd1a*^+/−^ neurons to a level comparable to that of the WT neurons (Fig. 5C). These results demonstrate that *Setd1a* heterozygosity causes impairment of exocytotic function in cortical pyramidal neurons and striatal MSNs, and the impairment is related to the defect in the H3K4me3 methyltransferase activity of Setd1a.

**Fig. 5.**
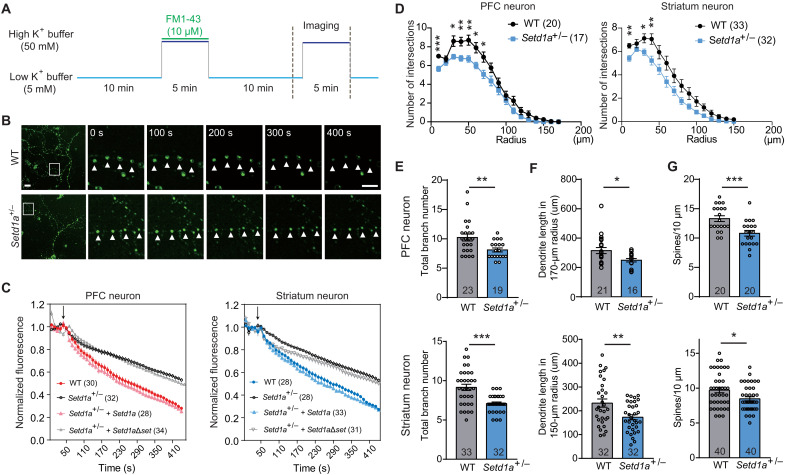
*Setd1a* heterozygosity causes morphological and functional abnormalities in PFC and striatal neurons. (**A**) Experimental scheme of time-lapse imaging analysis of exocytosis. (**B**) Representative images of K^+^-induced exocytosis. The boxed regions were enlarged and shown on the right at indicated time points. Arrowheads indicate vesicles labeled by FM1-43. Scale bars, 10 μm (left) and 5 μm (right). (**C**) Time-lapse recording of K^+^-induced exocytosis in cortical (left) and striatal (right) neurons. The FM1-43 signals at different time points were plotted. WT, neurons from WT mice; *Setd1a*^+/−^, neurons from *Setd1a*^+/−^ mice; *Setd1a*^+/−^ + *Setd1a*, neurons from *Setd1a*^+/−^ mice transfected with full-length Setd1a; *Setd1a*^+/−^ + *Setd1a*Δ*set*, neurons from *Setd1a*^+/−^ mice transfected with Setd1a lacking the Set domain. The arrow indicates the time when 50 mM K^+^ was applied. (**D**) Sholl analysis of PFC (left) and striatal (right) neurons of WT and *Setd1a*^+/−^ mice. (**E** and **F**) Bar graphs showing the total dendrite number (E) and dendrite length (F) of PFC (top) and striatal (bottom) neurons of WT and *Setd1a*^+/−^ mice. (**G**) Bar graphs showing the spine density of PFC (top) and striatal (bottom) neurons in the WT and *Setd1a*^+/−^ mice. Data are shown as means ± SEM. Each dot represents data from an individual neuron. *P < 0.05, **P < 0.01, and ***P < 0.001.

### *Setd1a* heterozygosity causes morphological defects in PFC and striatum neurons

Morphological changes in dendrite and spine structure have been observed in both patients with SCZ and mouse models harboring SCZ-associated mutations (*31*–*33*). Consistently, we found that *Setd1a* deficiency led to transcriptional maladaptation of genes involved in neural morphogenesis in both PFC (e.g., *Dnm1l*, *Taok2*, and *Cbln4*) and striatum (e.g., *L1cam*, *Map6*, and *Sdccag8*). 

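Among the genes named for neural morphogenesis, *Dnm1l* (ENSMUSG00000022789) was 163 and 172 CPM in WT and 101 and 147 CPM in *Setd1a*+/- mice over all PFC cells, a log2 FC of -0.43 (standard error 0.31, edgeR FDR 1.0). *Taok2* was 23.8 and 20.8 CPM in WT and 8.64 and 18.3 CPM in *Setd1a*+/- mice over the same cells (log2 FC -0.71, edgeR FDR 1.0). *Cbln4* (ENSMUSG00000067578; chromosome 2, 172036233 to 172043466) was 1.22 and 4.87 CPM in WT and 4.62 and 7.67 CPM in *Setd1a*+/- mice, a log2 FC of 1.00 (standard error 0.73, edgeR FDR 1.0), higher in *Setd1a*+/- mice. In the striatum, *L1cam* (ENSMUSG00000031391), *Map6* (ENSMUSG00000055407), and *Sdccag8* (ENSMUSG00000026504) had log2 FCs of -0.26, -0.18 and -0.22 (standard errors 0.33, 0.23 and 0.24), and those of *L1cam* and *Map6* became 0.11 and 0.02 without *Setd1a*+/- replicate 1. The neuronal morphology itself was measured in experiments that are not analysed here.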

To directly assess whether neuronal morphogenesis was impaired in *Setd1a*^+/−^ mice, we focused on DL pyramidal neurons in PFC and MSNs in striatum, as marked transcriptional changes were found in these cells (Figs. 1G and 2C). By performing Golgi staining in brain slices, we compared the dendrite and spine morphology of sparsely labeled neurons between *Setd1a*^+/−^ mice and their WT littermates. The sholl analysis showed that Setd1a heterozygosity decreased dendrite tree complexity in both PFC and striatum (Fig. 5D). Consistently, the branch number (Fig. 5E) and the total dendritic length (Fig. 5F) of the PFC pyramidal neurons and striatal MSNs are significantly deceased in the *Setd1a*^+/−^ mice. In addition, the spine density was also significant decreased in the *Setd1a*^+/−^ mice (Fig. 5G). Collectively, these results indicate that *Setd1a* heterozygosity causes morphological defects in PFC and striatum neurons.

### *Setd1a*^+/−^ mice exhibit a sensorimotor gating defect associated with SCZ

Given the molecular and cellular defects observed in *Setd1a*^+/−^ PFC and striatum neurons, we next asked whether these defects can cause behavior changes that mimic certain behavioral abnormality associated with SCZ. To this end, we performed a series of behavioral tests with WT and *Setd1a*^+/−^ mice. For positive symptom–related behaviors, we first used open-field test to assess locomotor activity, which revealed no significant difference between *Setd1a*^+/−^ mice and WT littermates (Fig. 6, A and B). In addition, we analyzed the startle response and prepulse inhibition (PPI) to assess sensorimotor gating. We found that *Setd1a*^+/−^ mice exhibited a slightly larger (but not statistically significant) startle response compared to WT control animals (Fig. 6C). As expected, the PPI effect were observed in WT mice, as presenting a low-intensity audio stimulation (65/75/85 dB) to WT mice resulted in a significantly decreased response to a subsequent stronger audio stimulation (120 dB) (Fig. 6D). However, this PPI effect was significantly reduced in the *Setd1a*^+/−^ mice (Fig. 6D), indicating an impairment of sensorimotor gating in the *Setd1a*^+/−^ mice. Since PPI deficiency is believed to be one of the common sign in patients with SCZ (*34*), we conclude that the *Setd1a*^+/−^ mice exhibit the PPI behavioral defect associated with SCZ.

**Fig. 6.**
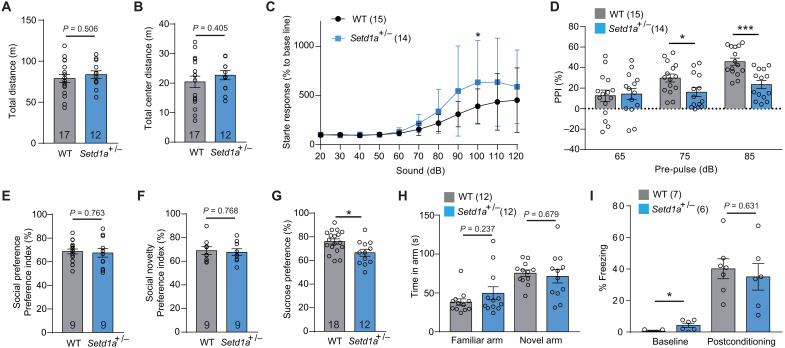
*Setd1a*^+/−^ mice exhibit behavioral defect associated with SCZ. (**A** and **B**) Bar graphs showing the total (A) and central traveling distance (B) in open-field tests of WT and *Setd1a*^+/−^ mice. (**C**) Average startle response of WT and *Setd1a*^+/−^ mice to sound stimulation at different intensities. (**D**) Bar graph showing the PPI values of WT and *Setd1a*^+/−^ mice at three different prepulse intensities (65, 75, and 85 dB). (**E** and **F**) Three-chamber test revealed no significant difference of social preference (E) and social novelty (F) between WT and *Setd1a*^+/−^ mice. (**G**) Sucrose preference test revealed no significant difference between WT and *Setd1a*^+/−^ mice. (**H**) Y-maze test revealed no significant difference between WT and *Setd1a*^+/−^ mice. The time spent in familiar arm and novel arm was plotted. (**I**) Fear conditioning test revealed no significant difference between WT and *Setd1a*^+/−^ mice. The percentage of freezing time before (baseline) and after (postconditioning) conditioning was plotted. Data were presented as means ± SEM. Each dot represents the result from an individual mouse. *P < 0.05 and ***P < 0.001.

In addition to the positive symptom–related behaviors, we tested negative symptom–related behaviors, including three-chamber test for social behavior and sucrose preference test for anhedonia phenotype. Although no significant difference was observed between WT and mutant mice in social behavior (Fig. 6, E and F), sucrose preference test revealed a slight but significant decrease in *Setd1a*^+/−^ mice compared to WT mice (Fig. 6G). For cognitive symptom–related behavior, we used Y-maze to assess the short-term memory and found no significant difference between *Setd1a*^+/−^and WT mice (Fig. 6H) regarding the time they spent in the familiar arm and the novel arm. In addition, we performed fear conditioning test to assess the long-term memory. Although *Setd1a*^+/−^ mice showed slightly higher freezing level before conditioning (baseline), both *Setd1a*^+/−^ and WT mice exhibited robust freezing behavior in postconditioning test, and no significant difference was observed between the two genotypes (Fig. 6I). These data suggest that short- and long-term memory were unaffected by Setd1a heterozygosity. Collectively, our behavioral tests revealed sensorimotor gating defect and anhedonia in the *Setd1a*^+/−^mice, suggesting that the Setd1a^+/−^ mouse model only partially recapitulate pathophysiological symptoms of human SCZ.

## DISCUSSION

Human genetic studies have linked SCZ pathogenesis to an increased list of SCZ-susceptible genes (*3*–*6*). Understanding how these genetic mutations contribute to the SCZ pathogenesis is essential for developing effective intervention. In this study, we generated a *Setd1a* haploinsufficiency mouse model and characterized its molecular and cellular effects in PFC and striatum, two brain regions heavily involved in SCZ pathology, with the hope of shedding light on how *SETD1A* mutation contributes to SCZ pathogenesis. Our studies have revealed several important points on how Setd1a haploinsufficiency contributes to the molecular and cellular changes that may underlies SCZ pathogenesis. First, by using scRNA-seq in both PFC and striatum, we found that *Setd1a* haploinsufficiency results in highly variable transcriptional changes among different cell types and neuron subtypes (Figs. 1 and 2). The most affected cells in PFC are endothelia cells and excitatory neurons, particularly the *Foxp2*^+^ neurons (Fig. 1), while the most affected cells in striatum are the D1 and D2 MSNs, especially those located in the dorsolateral striatum (Fig. 2). Second, parallel cell type–specific RNA-seq and H3K4me3 profiling revealed that Setd1a haploinsufficiency–caused H3K4me3 decrease correlates with decreased gene expression in a specific excitatory neuron subtype DL-Foxp2 (Fig. 4). Third, *Setd1a* haploinsufficiency results in defects in dendrite morphology and impaired exocytosis of PFC and striatum neurons (Fig. 5), consistent with the transcriptional dysregulation observed in these two brain regions. Last, *Setd1a* haploinsufficiency leads to sensorimotor gating defect (Fig. 6, C and D), which is associated with SCZ (*35*). Collectively, our study revealed a brain region and cell type–dependent function of Setd1a in H3K4me3-mediated transcriptional regulation, suggesting Setd1a haploinsufficiency-mediated transcriptional dysregulation in different brain region/cell types underlying the pathogenesis of SCZ.

In addition to our study, two other laboratories also used independent *Setd1a* haploinsufficiency mouse models to analyze the role of Setd1a in SCZ pathogenesis (*36*, *37*). All the three studies observed morphological defects in PFC neurons, particularly the decreased spine density, in the *Setd1a*^+/−^ mice. In addition, both of the previous studies have confirmed the synaptic defects using electrophysiological recording. However, the three studies observed somewhat different behavior phenotypes, which might be caused by the differences in the selection of targeting regions in *Setd1a*, different ages of mice, and different settings/protocols for behavior testing. Nevertheless, all three works observed SCZ-associated behavioral phenotypes in *Setd1a*^+/−^ mice. In addition to confirming that *Setd1a*^+/−^ mice can be a valid mouse model for understanding SCZ, our study advanced the previous works in multiple ways, including the following: (i) with scRNA-seq, our work revealed distinct transcriptional changes across different cell types and neuronal subtypes in PFC and striatum, consistent with the notion that different cell types have different contributions to SCZ (*8*). The vulnerable cell types/neuron subtypes and their molecular changes identified in our study can inspire further mechanistic studies on the role of *Setd1a* in SCZ pathogenesis. (ii) By focusing on the *Foxp2*^+^ PFC neurons, we provided evidence that hypo-H3K4me3 underlies the transcriptional maladaptation in *Setd1a*^+/−^ mice. Although the *SETD1A* mutations identified in human patients with SCZ suggest an essential role of its enzymatic activity, the causal relationship between gene expression and Setd1a-dependent H3K4me3 has not been directly assessed in the brain context previously. Notably, we found this relationship was notable only when the Foxp2-expressing neuron subtype was analyzed, highlighting the importance of using cell type–specific approaches in dissecting the molecular mechanism of complex psychiatric disorders. (iii) By assessing different neuron subtypes in PFC and striatum, we showed that the largely cell type–specific transcriptional changes caused by *Setd1a* deficiency converged on some common neural functions, especially the synaptic function, which were further confirmed experimentally. These findings provide molecular insights into how *Setd1a* insufficiency causes neural dysfunction across multiple cell types and different brain regions and suggest that impairment of synaptic function is a general consequence of *Sed1a* heterozygosity.

In addition to revealing the complex effects of *Setd1a* haploinsufficiency in the nervous system, our findings also provide clues for further investigating the neural mechanism underlying SCZ pathogenesis. For example, we identified the DL-Foxp2 excitatory neuron subtype as the most severely affected neurons in PFC. Since these neurons send projections to the thalamus and the cortical-thalamic pathway is known to play an important role in sensorimotor gating (*38*, *39*), it would be interesting to analyze whether *Setd1a* deficiency in this specific circuitry underlies the sensorimotor gating defects observed in the *Setd1a*^+/−^ mice. On the other hand, we found that a number of genes involved in regulating neural morphogenesis and synaptic function, as well as SCZ-associated genes identified in human patients, are dysregulated in the *Setd1a*^+/−^ mice in a cell type–specific manner. Although it is difficult to directly link a specific molecular change to a behavioral phenotype, we note that several Setd1a-regulated genes, including *Cck*, *Efnb3*, *Gabra5*, *Gabrb2*, *Igf2*, *Pdlim5*, *Slc17a7*, *Mt3*, and *Stx1b*, whose heterozygous/homozygous loss of function have been shown to exhibit sensorimotor gating defect (*40*–*47*). 

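The genes named here were looked up over all annotated cells after the other values had been seen. In the PFC, *Mt3* (ENSMUSG00000031760) had a log2 FC of -0.03 (standard error 2.66) that ranged from -8.98 to 7.57 with each library left out in turn, as the replicates differ widely in this gene. *Slc17a7* (ENSMUSG00000070570) was 100 and 76.6 CPM in WT and *Setd1a*+/- replicate 1 and 332 and 297 CPM in replicate 2. *Gabrb2* (ENSMUSG00000007653) was 8.45 and 10.2 CPM in WT and 4.14 and 6.17 CPM in *Setd1a*+/- mice, a log2 FC of -0.86 (standard error 0.40, edgeR FDR 1.0). *Cck* (ENSMUSG00000032532) was 495 and 491 CPM in WT and 860 and 446 CPM in *Setd1a*+/- mice (log2 FC 0.39, edgeR FDR 1.0), and -0.09 without *Setd1a*+/- replicate 1. *Gabra5* (ENSMUSG00000055078), *Efnb3* (ENSMUSG00000003934), and *Pdlim5* (ENSMUSG00000028273) had log2 FCs of 0.06, -0.18 and -0.02. *Igf2* (ENSMUSG00000048583) was at most 0.243 CPM in any library and was not tested. Of the 13 genes tested among 14 named for the PFC as a whole, 10 were lower. Adjusted over the list alone, 0 passed an FDR of 0.05 (smallest 0.153). With the replicate block in edgeR, 1 gene (*Syt10*) passed over the list alone (FDR 0.0477), which a list longer by 1 gene takes past 0.05. Over all genes 0 passed with or without the block. The list was drawn from this study, in part from sorted nuclei, and the genes chosen on these libraries are not independent evidence. In the striatum 12 of 14 genes tested were lower and 0 had an unadjusted p under 0.05 in edgeR. *Mt3* was 744 and 540 CPM in WT and 844 and 584 CPM in *Setd1a*+/- mice there.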

Understanding the contribution of these genes to the *Setd1a* haploinsufficiency–caused neural dysfunction in relevant brain region/cell type will broaden our knowledge of SCZ pathogenesis. Last, since our work revealed that *Setd1a* insufficiency–caused transcriptional dysregulation was due to a decrease in the H3K4me3 level in the relevant neuron subtypes, it raises the possibility that antagonizing this change in specific cell types may rescue the molecular maladaptation and alleviate the cellular and behavioral defects caused by *Setd1a*^+/−^ haploinsufficiency. Because the pharmacological intervention of SCZ (e.g., antipsychotic medications) often causes adverse side effects (*48*), our work suggested that mechanism-based cell type–specific treatment, such as gene therapy, may be a potential alternative with better efficacy and less side effects for SCZ treatment.

## MATERIALS AND METHODS

### Mice

All experiments were conducted in accordance with the National Institute of Health’s (NIH) *Guide for the Care and Use of Laboratory Animals* and approved by the Institutional Animal Care and Use Committee of Boston Children’s Hospital and Harvard Medical School. The *Setd1a* heterozygous loss-of-function (*Setd1a*^+/−^) mice were generated as described below. The *Foxp2*^Cre^ mice were obtained from the Jackson Laboratory (030541). For molecular profiling, 12- to 14-week-old adult male mice were used. For behavioral assays, 12- to 16-week-old mice were used. The mice were housed in groups (three to five mice per cage) in a 12-hour light/12-hour dark cycle, with food and water ad libitum unless otherwise specified.

### Generation of Setd1a^+/−^ mice

To generate *Setd1a*^+/−^ mice, we designed a single-guide RNA (sgRNA) (ATCACTGTCCATGATGGCTGAGG) targeting the 15th exon of mouse Setd1a gene, right before the coding sequence of the SET domain. BLAST with mouse genome and transcripts showed that there are at least three nucleotides are different from the sgRNA sequence in any region of the mouse genome other than the on-target site. The efficacy of the sgRNA was validated in the Neuro-2A cell line by sequencing the genomic region around the sgRNA target.

The zygotic CRISPR injection was performed as previously described (*49*). Briefly, superovulated oocytes from B6D2F1 (BDF1) female mice (6 to 8 weeks old) (Jackson Laboratory, 100006) were inseminated with spermatozoa collected from the caudal epididymis of BDF1 males (9 to 12 weeks). Cas9 mRNA (100 ng/μl) and sgRNA (50 ng/μl) were injected into the cytoplasm of each fertilized egg using a Piezo impact-driven micromanipulator (PRIME TECH). At ~24 hours after fertilization, two-cell embryos were transferred into oviducts of surrogate ICR (Institute of Cancer Research) strain mothers. The Cas9 mRNA and Setd1a sgRNA were synthesized as previously described (*50*). To genotype the F0 pups, the genomic DNA sequence around the sgRNA target region was amplified and sequenced to identify mutations, from which several different mutations were identified. We selected an 8-bp frameshift mutation in the 15th exon of Setd1a (which causes premature translational termination before the SET domain) for subsequent studies. To avoid potential off-target effect, the founder mice were backcrossed with C57BL/6N mice for at least five generations before analysis.

### Tissue dissection and dissociation

For single-cell dissociation of PFC and striatum, 12- to 14-week-old male Setd1a heterozygous and their WT littermates were used. For both PFC and striatum, we profiled two biological replicates. In each biological replicate, one sample from each of WT mice and mutant mice was used. For each sample (either WT or mutant), PFC or striatum tissues from two mice were pooled for dissociation. Cell dissociation was performed as previously described (*51*) with minor modifications. Briefly, the PFC and striatum were dissected from 1-mm-thick coronal sections. The tissues were digested with papain at 30°C for 30 min (PFC) or 40 min (striatum) with constant agitation. After washing, the tissues were triturated with fire polished glass Pasteur pipettes to generate single-cell suspension. To remove debris, the single-cell suspension was purified with OptiPrep gradient centrifugation (*52*). The purified cells were stained with Trypan Blue, and the live cells were counted. During the entire procedure, the tissues and cells were kept in ice-cold solutions except during the papain digestion.

### Single-cell capture, library preparation, and sequencing

The cells suspension was diluted with Dulbecco’s phosphate-buffered saline (PBS) containing 0.01% bovine serum albumin (BSA) to 300 to 330 cells/μl for single-cell capture. Single cells and barcoded beads were captured into droplets with the 10x Chromium platform (10x Genomics, CA) according to the protocol from the manufacturer (*53*). After cell capture, reverse transcription, cDNA amplification, and sequencing library preparation were perform as described previously (*53*). The libraries were sequenced on Illumina HiSeq 2500 sequencer with pair-end sequencing (Read1, 26 bp; Index, 8 bp; Read2, 98 bp).

### Nuclei isolation and FACS

To collect PFC tissue for molecular profiling, mice (*Setd1a*^+/−^ and their WT littermates and *Foxp2*^Cre^/ *Setd1a*^+/−^ and their *Foxp2*^Cre^/WT littermates) were euthanized by inhalation of CO_2_. Brains were rapidly dissected and briefly rinsed in ice-cold PBS. The brains were then cut into 1-mm coronal sections with a brain matrix, and the PFC was dissected and immediately frozen with dry ice. The PFC tissues were stored at 80°C until further processing.

The nuclei isolated from frozen PFC tissues were described previously (*28*). Briefly, frozen PFC samples were homogenized in 1 ml of ice-cold homogenization buffer [320 mM sucrose, 5 mM CaCl_2_, 3 mM Mg(Ac)_2_, 10 mM tris (pH 7.6), 0.1 mM EDTA, 0.1% NP-40, 0.1 mM phenylmethylsulfonyl fluoride (PMSF), 1 mM β-mercaptoethanol, 1% BSA, and 1:250 RNasin Plus RNase Inhibitor (Promega)] using a 1-ml Dounce homogenizer (Wheaton). After 10 min on ice, the homogenate was filtered with 40-μm cell strainer (Thermo Fisher Scientific) and diluted 1 ml of dilution buffer [50% OptiPrep density gradient medium (Sigma-Aldrich), 5 mM CaCl_2_, 3 mM Mg(Ac)_2_, 10 mM tris (pH 7.6), 0.1 mM PMSF, and 1 mM β-mercaptoethanol]. Lysate (0.5 ml) was loaded on the top of 0.5 ml of 29% iso-osmolar OptiPrep solution (in PBS) in a 1.5-ml centrifuge tube and centrifuged at 6000*g* for 10 min at 4°C. After removing the supernatant, the nuclei were resuspended in wash buffer [2.5 mM MgCl_2_, 1% BSA in PBS, and 1:500 RNasin Plus RNase Inhibitor (Promega)]. For non-neuron subtype–specific CUN&RUN, the extracted nuclei were homogenized with TRIzol (Thermo Fisher Scientific). For *Foxp2*^+^ neuron–specific RNA-seq and CUT&RUN, the GFP^+^ nuclei were directly sorted into TRIzol (for RNA-seq) or CUT&RUN wash buffer (for CUN&RUN) with Sony SH800 sorter.

### RNA isolation, library preparation, and sequencing

The RNA was extracted from TRIzol with the Direct-zol RNA Microprep Kit (Zymo) following the manufacturer’s instruction, and the RNA from each sample was eluted in 10 μl of ribonuclease (RNase)–free water and stored at −80°C until further processing. The Smart-Seq V4 Kit (Takara) was used for preparing RNA-seq libraries. The RNA from 1000 sorted nuclei of each sample was used for cDNA generation following the manufacturer’s protocol with nine polymerase chain reaction (PCR) cycles to amplify the cDNA. After measuring cDNA concentration (Qubit dsDNA HS Assay Kit, Thermo Fisher Scientific) and quantifying control with Bioanalyzer 2100 (Bioanalyzer High Sensitivity DNA Analysis, Agilent), 300 ng of cDNA was used for library preparation with the Nextera XT DNA Library Preparation Kit (Illumina) according to the manufacturer’s instruction. The libraries were sequenced on Illumina NextSeq 550 sequencer with pair-end sequencing (Read1, 76 bp; Read2, 76 bp).

### CUT&RUN

The sorted GFP^+^ nuclei were immediately used for CUT&RUN assay. The Setd1a and H3K4me3 CUT&RUN libraries were prepared as previously described (*54*) with some modifications. Briefly, the FACS-sorted nuclei were collected in a 1.5-ml tube containing 50 μl of wash buffer [20 mM Hepes (pH 7.5), 150 mM NaCl, 0.5 mM spermidine, and 1× protease inhibitor cocktails (Sigma-Aldrich)]. The nuclei were then captured with BioMagPlus Concanavalin A (Polysciences) beads and incubated with a primary antibody for 16 hours (for H3K4me3) or 2 hours (for Setd1a) at 4°C in antibody incubation buffer [20 mM Hepes (pH 7.5), 150 mM NaCl, 0.5 mM spermidine, 1× protease inhibitor cocktails (EDTA-free tablet, Roche), 2 mM EDTA, and 0.005% digitonin (Life Technologies)]. The H3K4me3 antibody from Cell Signaling Technology (9727S; 1:100) and Setd1a antibody from Abcam (Ab70378; 1:100) were used. After unbound antibodies were washed away, protein A–MNase (micrococcal nuclease) (pA-MN; a gift from S. Henikoff) was added at a 1:280 ratio (500 ng/ml) and incubated for 3 hours (for H3K4me3) or 1 hour (for Setd1a) at 4°C. After washing, CaCl_2_ was added to a final concentration of 2 mM to activate pA-MN, incubated for 20 min at 4°C, and then stopped by adding 1/10 volume of 10× STOP buffer [1700 mM NaCl, 100 mM EDTA, 20 mM EGTA, RNase A (250 μg/ml; Invitrogen), and glycogen (250 μg/ml; Invitrogen)]. The protein-DNA complexes were released by incubating at 37°C for 10 min, followed by 16,000*g* centrifugation for 5 min at 4°C. The supernatant was transferred to a new Lo-bound tube, 1/100 volume of 10% SDS, and 1/80 volume of Proteinase K (25 mg/ml; Life technologies) were added and incubated at 55°C for at least 1 hour. DNA was then precipitated by phenol/chloroform/isoamylalcohol (25:24:1), followed by ethanol precipitation with glycogen, and then dissolved in water.

Sequencing libraries were prepared using the NEBNext Ultra II DNA library preparation kit for Illumina (New Engliand Biolabs) according to the manufacturer’s instructions with a few modifications. Briefly, end repair was conducted at 20°C for 30 min, followed by dA-tailing at 65°C for 30 min (for H3K4me3) or at 50°C for 60 min (for Setd1a). After adaptor ligation at 20°C for 30 min (for H3K4me3) or at 4°C overnight (for Setd1a), the DNA fragments were purified by 1.8× volume of SPRIselect beads (Beckman Coulter) (for H3K4me3) or 2.2× volume of SPRIselect beads (for Setd1a), followed by 14 cycles (for H3K4me3) or 16 cycles (for Setd1a) of PCR amplification with NEBNext Ultra II Q5 Master Mix (New Engliand Biolabs). The PCR products were cleaned up with 0.9× volume of SPRIselect beads (for H3K4me3) or 1.6× volume of SPRIselect beads (for H3K4me3). The primer dimers in the Setd1a CUT&RUN libraries were further removed by purifying 150- to 250-bp DNA fragments from a native polyacrylamide gel electrophoresis. The CUT&RUN libraries were quantified using the Qubit dsDNA HS Assay Kit (Agilent), and quality control was performed with the Bioanalyzer High Sensitivity DNA Analysis (Agilent). The libraries were sequenced on the Illumina HiSeq 2500 with paired-end 100-bp reads or NextSeq 550 with pair-end 76-bp reads.

### Behavioral assays

All mice used for behavioral assays were 12- to 16-week-old male/female mice and their littermates. Behavioral experiments were conducted during the light phase of the light/dark cycle, between 9:00 a.m. and 5:00 p.m.

#### Open-field tests

A clear box (a 27.3 cm–by–27.3 cm square base with 20.3-cm-high walls) used for the open-field test, and the center zone was 50% of the total area. Before testing, mice were habituated to the test room for at least 20 min. Mice were placed into the center of the box at the start of the assay. Movement was recorded using a measurement (Med Associates, St. Albans, VT, ENV-510) 1 hour in 5-min bins. In addition to regular parameters related to locomotor activity (such as total travel distance, velocity, ambulatory time, and resting time), time spent and distance traveled in the center area of the testing arena were also recorded and analyzed.

#### Y-maze

Mice were allowed to adapt in a separate room for approximately 30 min before the test. Each mouse was run twice in the Y-maze: first, a 3-min habituation phase and then a 3-min test phase. The delay or intertrial interval (ITI) between the end of the habituation phase and start of the test phase is 2 min. During the habituation phase, one arm (either left or right) is blocked. The start arm always remains the same. At the end of the habituation phase, the mouse was placed back into the holding cage for the 2-min ITI. The blockade was then removed, and the maze was lightly cleaned. Then, the mouse was placed back into the start arm for the test trial and returned to the home cage after the trial is completed. Distance and time traveled in the maze were recorded by Noldus EthoVision XT.

#### Novel object recognition

Each mouse was subjected to 5-day testing. On the first day, all mice were adapted to the empty arena (50 cm in length, 50 cm in width, and 40 cm in height) for 30 min. On the following 3 days, the mice were exposed to the same chamber, which now contain two identical objects for 10 min (trainings 1 to 3). On the fifth day, each mouse was placed back in the arena with the same object and a novel object for an additional 10-min test session (test). The EthoVision computer-assisted video-tracking system was used to record time exploring the objects. Preference for exploring the novel object was determined by calculation of a discrimination ratio (discrimination ratio = *T*_novel_ − *T*_familiar_/*T*_novel_ + *T*_familiar_).

#### Three-chamber social interaction

Each chamber (30 cm by 30 cm by 30 cm) contains dividing walls with an open middle section to allow for access. Both outer chambers contain wire cups. Mice were given free access to the apparatus for 10 min (absent of other mice) to habituate and confirm initial unbiased preference. The time spent in each chamber was recorded, and the time spent in close interaction with the nose point within 2 cm of the enclosure was also recorded (EthoVision XT 14). To test for sociability, mice were placed into the middle chamber of the apparatus with one outer chamber containing one mouse confined in wired cup and the other chamber containing a Lego block. For social novelty preference, mice were again placed into middle chamber with one chamber containing the familiar mouse and the other containing the novel mouse confined in wired cups. The sex of familiar and novel mice introduced for assay in social interactions matched the sex of the test subject: Males were paired with males and females with females. For each phase, the test mice explored the entire arena throughout the 10-min trial. The time spent in interacting with the empty wire, strange 1, and strange 2 mice during the 10-min session was recorded.

#### Sucrose preference test

Mice were kept in their home cages and given 48 hours of adaptation before the baseline measurement was performed with two identical bottles. Then, mice were deprived of water for 24 hours before being presented with two identical bottles: one containing water and the other containing 1% sucrose solution (bottle locations were randomly assigned and flipped at 12 hours to control for preference inside). The amount of liquid consumed from each bottle was measured at the same time for three consecutive days. Anhedonia is determined by sucrose preference ratio.

#### Acoustic startle and PPI

Animals are submitted to sessions consisting of 10 blocks of 11 trials each (110 trials total). Within each block, various white noise acoustic stimuli (20 to 120 dB) are presented in a random order with a variable ITI of mean 15 s (10 to 20 s). The duration of the stimulus is 40 ms. Responses are recorded for 150 ms from startle onset and are sampled every millisecond. The order of stimuli is random. Habituation time is 5 min. No background white noise was applied.

Animals are placed in the PPI chambers for a 5-min session of white noise (70 dB) habituation. After this adaptation period, the test session is automatically started. The session begins with a habituation block of six presentations of the startle stimulus alone, followed by 10 PPI blocks of six different types of trials. Trial types are null (no stimuli), startle (120 dB), startle plus prepulse (65, 75, or 85 dB, 5000-Hz tone) and prepulse alone (85 dB, 5000-Hz tone). Each PPI trial begins with a 50-ms null period during which baseline movements are recorded. There is a subsequent 20-ms period during which prepulse stimuli are presented and responses to the prepulse measured. After further 100 ms, the startle stimuli are presented for 40 ms, and responses are recorded for 140 ms from startle onset. Responses are sampled every millisecond. The ITI is variable with an average of 15 s (range from 10 to 20 s). All PPI enclosures are cleaned with water and 70% ethanol following each test. The percent PPI is calculated as (100 – prepulse + startle/startle × 100) will provide a measure of sensorimotor gating performance.

### Golgi staining

Golgi-Cox impregnation was performed according to the manual of the Hito Golgi-Cox OptimStain Kit (Hitobiotec Inc., USA). Brains of Setd1a^+/−^ and WT mice were immersed in the impregnation solution (solution A mixed with an equal volume of B) for 14 days under the dark conditions at room temperature. The brains were then transferred to solution C for 48 hours at 4°C. Serial coronal sections (150 μm) were prepared using a Leica CM3050S microtome. Sections were washed twice in distilled water and placed in a mixture solution (D with E) for 10 min. After rinsing, sections were dehydrated in gradient concentration ethanol (50, 75, 95, and 100%) and lastly cleared in xylene for 5 min twice.

Images were captured using a Zeiss microscope with 40×/0.75 numerical aperture (NA) or 100×/1.3 NA oil objectives and a sequential acquisition setting of 1024 × 1024 pixels. For spine analysis, each image was a *z*-series projection of ∼10 images each, averaged two times and taken at 0.29-μm-depth intervals. In the brain slice with Golgi staining, layer V neurons located in the PFC and nucleus accumbens neurons were visualized at a 40× objective, and dendritic segments with a bright-field *z* series were acquired at 100× oil objectives using a Axiocam 506 mono digital camera (ZEISS).

To isolate neurons from brain slices with Golgi staining, the images were imported to NIH ImageJ software. Five to seven pyramidal neurons from Layer V of PFC (cingulate 1 area and prelimbic cortex) were randomly chosen from each mouse (~30 neurons per group). Pyramidal neurons were identified by their characteristic triangular soma shape. Briefly, a transparent grid with concentric rings, equivalent to 10-μm spacing, was placed over the drawing, and the number of dendrites intersecting each ring and primary branches were assessed.

Ten-micrometer dendritic segments at ~25 μm from the cell soma of the primary dendrites were analyzed. At least five neurons were randomly chosen per animal for each group. Counts and data analysis were conducted by experimenters that were blinded to the experimental conditions.

### Primary prefrontal and striatal neuronal cultures

PFC and striatum from P0 pups were dissected in Hanks’ balanced salt solution and digested with 0.25% trypsin at 37°C for 20 min and dissociated with a 1-ml pipette. Neurons were plated at the density of 1 × 10^5^/ml into Dulbecco’s modified eagle’s medium mixture F12 (Gibco) containing 10% fetal bovine serum on 35-mm glass bottom-coated dishes (Cellvis, D35-20-1-N) with poly-d-lysine (50 μg/ml; Sigma-Aldrich). Neurons attached to the substrate were incubated with neurobasal-A medium (Gibco) containing B-27 (Gibco) supplements and l-GlutaMAX (Gibco). The cultures were maintained in a humidified atmosphere of 5% CO_2_ at 37°C. After 24 hours in culture, 10 mM cytosine-β-d-arabinofuranoside (Sigma-Aldrich) was added to restrict glial cell growth. Medium was half-changed every 2 days.

### Imaging of FM lipophilic styryl dyes destaining in presynaptic terminals of cultured neurons

Neurons DIV18 on glass bottom dishes were incubated for 10 min in a Ca^2 +^ -free and low-K^+^ buffer [140 mM NaCl, 5 mM KCl, 5 mM NaHCO_3_, 1.2 mM NaH_2_PO_4_, 1 mM MgCl_2_, 10 mM glucose, and 10 mM Hepes (pH 7.4)] and were then incubated for 5 min with 10 μM FM4-64 [Molecular Probes, Invitrogen in high-K^+^ buffer, 10 mM Hepes (pH 7.4), 95 mM NaCl, 50 mM KCl, 1 mM MgCl_2_, 5 mM NaHCO_3_, 1.2 mM NaH_2_PO_4_, 1.33 mM CaCl_2_, and 10 mM glucose)], followed by a 10-min wash with a Ca^2+^-free low-K^+^ buffer to remove the surface-bound dye. The chamber was adapted at the stage of a Zeiss 800 microscope. Neurons were imaged with a 63× 1.4 NA oil objective at 512 by 512 full-frame resolution using a 568-nm argon laser to excite the FM4-64 probe. After a 50-s time-lapse imaging of basal fluorescence acquisition, neurons were depolarized with high-K^+^ buffer and imaged for 400 s at 10-s intervals. Images from presynaptic loaded puncta were selected for measuring fluorescence intensities using region of interest areas of 1.5 μm by 1.5 μm. All measures were carried at room temperature (25°C). Fluorescence intensities of time-series images were analyzed by Fiji.

### CUT&RUN data processing

Raw reads were first preprocessed to remove low quality reads and adaptor sequences using Trim Galore (v0.4.5) (https://github.com/FelixKrueger/TrimGalore) with the parameter “--paired.” The trimmed reads were then aligned to the mm10 genome using Bowtie2 (v2.3.4.3) (*55*) with parameters “‘--no-unal --no-mixed --no-discordant -I 150 -X 2000.” SAMtools (v1.9) (*56*) was used to remove low mapping quality (mapq < 10) and unmapped reads. Only uniquely mapped reads were kept for downstream analysis. THOR (*57*) with trimmed mean of M-values (*58*) was used to generate scaled bigwig files. The bigwigs of the CUT&RUN samples with yeast spiked-in data were scaled on the basis of the number of uniquely mapped reads to the yeast genome normalized to 100,000 reads (sf = 10^5^/[#uniquely mapped spike-in reads]). Bigwig tracks were generated using “bamCoverage” command from deepTools (v3.0.2) (*59*) with parameters “--binSize 20 --extendReads 250 --normalizeUsing RPKM --outFileFormat bigwig --minMappingQuality 30 –scaleFactor.” The differential peaks were detected using the R/Bioconductor package Linnorm (v.2.16.0) (*60*) for non–spike-in CUT&RUN data, and we used the R/Bioconductor package csaw (v1.20.0) (*61*) for comparison between spiked-in samples.

### Bulk RNA-seq data processing

Raw reads were first preprocessed to remove low quality reads and adaptor sequences using Trim Galore (v0.4.5) (https://github.com/FelixKrueger/TrimGalore) with the parameter “--paired.” Reads were mapped to the reference genome with STAR (v2.7.3a) (*62*) software. Gene level quantification was performed using RSEM (v.1.3.0) (*63*). Differential gene expression was performed using the R/Bioconductor package edgeR (3.28.0) (*64*).

### scRNA-seq data processing

We used CellRange (v3.0.2) (*53*) to process the libraries generated by the 10x Genomics Single-Cell Chromium Controller. We used the “mkfastq” command to generate demultiplexed FASTQ files from Illumina base call files. Next, the CellRanger command “count” was used to quantify gene expression, identify valid cell barcodes, and generate the initial gene × cell matrix for each sample. We used the R package Seurat (v3.2.0) (*65*) for downstream analysis. We kept all the genes that are expressed in at least three cells and filtered out cells expressing less than 800 genes or having more than 10% of their transcriptome coming from mitochondrial genes. Gene expression in each cell was normalized to 10,000 reads, and the top 2000 variable genes for each sample were identified using function “FindVariableFeatures.” The individual samples of each tissue were combined together using the canonical cross-correlation method from Seurat, by calling the function “FindIntegrationAnchors” followed by the function “IntegrateData” both with parameters “dims = 1:30.” The top 30 principal components were used to generate the uniform manifold approximation and projection (UMAP) dimension reduction representations. Clusters were identified using the function “FindClusters” with a resolution of 0.4. Similar clusters were merged after manual inspection. The R/Bioconductor package DEsingle (v1.12.0) was used to detected DEGs (FDR < 0.05 and FC > 1.5) in each cell type between WT and Setd1a heterozygous cells.

### GO and IPA analysis

GO analysis was performed using the enrichGO functionF R/Bioconductor package clusterProfiler (v3.16.0) (*66*) with the following parameters: ont = “BP,” keyType = “SYMBOL,” minGSSize = 3, OrgDB = “org.Mm.eg.db,” all the genes listed in the org.Mm.eg.db (v3.11) R/Bioconductor package were used as background.

The IPA was performed using the “IPA Core analysis” module by specifying the log_2_FC column as the “Exp Log Ration” and the adjusted *P* value column as “Exp False Discovery rate.” The analysis was performed with default parameters. The analysis was conducted under “canonical pathways” and “disease and functions” that annotate all GO pathways in IPA. A right-tailed Fisher’s exact test *P* value cutoff of at least 0.05 was applied in reporting any significantly enriched functional pathway.

### Quantification of GWAS overlap significance

#### Bootstrapped overlap analysis

We downloaded a list of GWAS candidate genes and their associated disease from the NHGRI-EBI (National Human Genome Research Institute- European Bioinformatics Institute) GWAS catalog (version 1.0.2) (*67*). We only considered the GWAS genes that have an exonic mutation and have been validated by published studies that pass the NHGRI-EBI GWAS catalog eligibility criteria. Genes reported to be associated with SCZ and bipolar disease were consider. Only genes with a homologous mouse gene were kept. A list of 1245 genes was obtained. To test the significance of the observed number of DEG overlapping with the GWAS genes, we did a bootstrapped analysis test. Briefly, for each cell type, we generated 10,000 random gene sets that had the same size as the number of DEGs in the cell type. Then, we calculated the number of GWAS gene overlap for each random gene set. The distribution of random overlaps was used to estimate the *P* value as follows: *pval_ct_* = *P*(*X* > *observedGWASovp_ct_*), where *observedGWASovp_ct_* is the number of observed overlap for a certain cell type *ct* in our data.

#### MAGMA

We also analyzed the overlap between SCZ-associated genes and DEGs of different cell types in PFC and striatum with MAGMA. Specifically, we used MAGMA (v1.09) and the summary statistics of a recent large SCZ GWAS study with 40,675 cases and 64,643 controls (*68*). By using the same setting as Skene *et al.* (*8*), we annotated single-nucleotide polymorphisms onto their neighboring genes if they fall within [TSS, −10 kb; TES (transcription end site), +1.5 kb] of the gene. Then, gene-level trait association statistics were calculated using MAGMA while accounting for linkage disequilibrium structures obtained from the European panel of 1000 Genomes Project. The analysis was performed with the R package MAGMA_Celltyping (https://github.com/neurogenomics/MAGMA_Celltyping) the same way as in the work of Skene *et al.* (*8*). To generate a comparable gene expression metric, the gene expression in each cell type was dividing into 40 bins, and the gene expression value was replaced by expression quantile number. MAGMA was then used to test for positive association between the binned expressions and the gene-level association. As MAGMA requires gene sets with more than 100 genes, we only tested endothelial cell and excitatory neuron in PFC, and D1 MSN, D2 MSN, and inhibitory neuron in striatum.

### Quantification and statistical analysis

All experimental procedure was conducted blinded. Statistical analyses were performed using GraphPad Prism (version 8.0). Datasets with normal distribution were analyzed for significance using Student’s unpaired two-tailed *t* tests. Statistical significance was set at *P < 0.05, **P < 0.01, and ***P < 0.001. Data are presented as means ± SEM.

# Supplementary material for: Cell type–specific mechanism of Setd1a heterozygosity in schizophrenia pathogenesis
**Source:** Sci Adv. 2022 Mar 4;8(9):eabm1077. doi: 10.1126/sciadv.abm1077
**Supplement:** Supplementary file 1 — Figs. S1 to S4

Supplementary Materials for  
**Cell type–specific mechanism of Setd1a heterozygosity in  
schizophrenia pathogenesis**

Renchao Chen, Yiqiong Liu, Mohamed N. Djekidel, Wenqiang Chen, Aritra Bhattacharjee,  
Zhiyuan Chen, Ed Scolnick, Yi Zhang\*

Published 4 March 2022, *Sci. Adv.* **8**, eabm1077 (2022)  
DOI: [10.1126/sciadv.abm1077](https://doi.org/10.1126/sciadv.abm1077)

**The PDF file includes:**

Figs. S1 to S4  
Legends for tables S1 to S7

**Other Supplementary Material for this manuscript includes the following:**

Tables S1 to S7

**A**

CCTCAGCCATCATGGACAGTGT  
GGAATCGGTAAGCTGCCTACTA

Exon 4      Exon 15      Exon 16-18

RNA recognition motif      N-SERT domain      SERT domain

WT    aa1537    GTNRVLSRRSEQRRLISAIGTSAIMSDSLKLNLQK    aa1573  
Δ8bp    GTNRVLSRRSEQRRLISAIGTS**GQX**

**B**

250kDa      15kDa

WT    Setd1a<sup>+/-</sup>    WT    Setd1a<sup>+/-</sup>

Setd1a      Histone H3

**C**

● WT    ● Setd1a<sup>+/-</sup>

UMAP\_2

UMAP\_1

**D**

% of cells

Cell type

ns    ns    ns    ns    ns    ns    ns

■ WT    ■ Setd1a<sup>+/-</sup>

**E**

|   | Astro | Endo | EN | IN | Micro | NFO | Oligo | OPC   |  |
|---|-------|------|----|----|-------|-----|-------|-------|--|
| 0 | 2     | 3    | 1  | 2  | 1     | 1   | 3     | Astro |  |
| 2 | 0     | 31   | 15 | 3  | 15    | 16  | 36    | Endo  |  |
| 3 | 31    | 0    | 6  | 1  | 2     | 5   | 11    | EN    |  |
| 4 | 15    | 6    | 0  | 2  | 5     | 2   | 7     | IN    |  |
| 2 | 3     | 1    | 2  | 0  | 2     | 2   | 1     | Micro |  |
| 1 | 15    | 2    | 5  | 2  | 0     | 1   | 10    | NFO   |  |
| 1 | 16    | 5    | 2  | 2  | 1     | 0   | 6     | Oligo |  |
| 3 | 36    | 11   | 7  | 1  | 10    | 6   | 0     | OPC   |  |

Log2(mDEGs)

**F**

-log10(P-value)

Excitatory neuron IPA terms

- Influx of Ca<sup>2+</sup>
- Microtubule dynamics
- Schizophrenia spectrum disorder
- Transport of vesicles
- Schizophrenia
- Memory
- Learning
- Plasticity of synapse
- Neurotransmission

**G**

Number of overlapping GWAS genes

Up    Down

P-values:  
Oligo: 0.01  
OPC: 0.014  
NFO: 0.169  
Micro: 0.014  
IN: 0.14  
EN: 0.031  
Endo: 2e-04  
Astro:

**H**

-log10(P-value)

Endothelial cell IPA terms

- Transcription of RNA
- Transcription
- Apoptosis
- Development of vasculature
- Organization of cytoskeleton
- Vasculogenesis
- Cell cycle progression
- Organization of actin cytoskeleton
- Abnormal morphology of cardiovascular system

**I**

Cux2    Etv1    Pou3f1    Nnat

Tshz2    Myh7    Foxp2

UMAP\_2

UMAP\_1

High    Low

Expression

**J**

Cux2    Etv1    Nnat    Tshz2    Foxp2

**K**

% of cells

Cell type

ns    ns    ns    ns    ns    ns

■ WT    ■ Setd1a<sup>+/-</sup>

**L**

|    | DL-Tshz2 | DL-Foxp2 | DL-Pou3f1 | SL-Cux2 | DL-Etv1 | DL-Nnat | SL-Myh7   |  |
|----|----------|----------|-----------|---------|---------|---------|-----------|--|
| 0  | 33       | 0        | 4         | 5       | 7       | 0       | DL-Tshz2  |  |
| 33 | 0        | 0        | 11        | 12      | 15      | 0       | DL-Foxp2  |  |
| 0  | 0        | 0        | 0         | 0       | 0       | 0       | DL-Pou3f1 |  |
| 4  | 11       | 0        | 0         | 7       | 3       | 0       | SL-Cux2   |  |
| 5  | 12       | 0        | 7         | 0       | 2       | 0       | DL-Etv1   |  |
| 7  | 15       | 0        | 3         | 2       | 0       | 0       | DL-Nnat   |  |
| 0  | 0        | 0        | 0         | 0       | 0       | 0       | SL-Myh7   |  |

Number of overlapped DEEs

**Fig. S1. *Setd1a* heterozygosity causes cell type-specific transcriptional changes in PFC**

**(A)** Generation of *Setd1a* loss-of-function mouse model with CRISPR/Cas9. Upper panel, gene structure and protein domains of mouse *Setd1a*. The CRISPR/Cas9 target site is located in exon 15 before the Set domain coding sequence. The red arrow indicates the cutting site. The premature translational termination caused by an 8bp deletion was illustrated. Lower panel, DNA sequencing confirming the 8bp deletion.

**(B)** Western blot showing the expression of *Setd1a* protein in the cortical tissues of wildtype and *Setd1a*<sup>+/-</sup> mice. Histone H3 was used as a loading control.

**(C)** UMAP plot showing the cells from the PFC of WT and *Setd1a*<sup>+/-</sup> mice. Cells from different genotypes were labeled with different colors.

**(D)** Bar graph showing the percentage of different cell types in PFC of WT and *Setd1a*<sup>+/-</sup> mice detected by scRNA-seq. Wilcoxon rank test was used to compare the cell proportion between WT and *Setd1a*<sup>+/-</sup> mice.

**(E)** Heatmap showing the overlap of differentially expressed genes (DEGs) among different cell types of PFC between WT and *Setd1a*<sup>+/-</sup> mice identify by scRNA-seq. The number of overlapped DEGs between each pair of cell types was listed, which was also indicated with different colors.

**(F)** Bar graph showing term enrichment of the differentially expressed genes in the excitatory neurons of PFC from the IPA. The  $-\log_{10}(\text{p-value})$  of terms is represented by the length of the bar.

**(G)** Bar graph showing the number of overlapped genes between the DEGs in different cell types of PFC and the schizophrenia-associated genes identified by GWAS studies. P-values were calculated using 10,000 bootstrapped gene sets for each cell type.

**(H)** Bar graph showing term enrichment of the differentially expressed genes in endothelial cells of PFC from the IPA. The p-value of the terms is represented by the length of the bar.

**(I)** UMAP plot showing the enrichment of different marker genes in different excitatory neuron subtypes of PFC. The expression level was color-coded.

**(J)** In situ hybridization images showing the enriched expression of marker genes of different excitatory neurons subtypes in different layers of PFC. Data was obtained from Allen Brain Atlas. Different cortical layers were labeled with dash lines.

**(K)** Bar graph showing the percentage of different excitatory neurons subtypes in PFC of WT and *Setd1a*<sup>+/-</sup> mice detected by scRNA-seq. Wilcoxon rank test was used to compare the cell proportion between WT and *Setd1a*<sup>+/-</sup> mice.

**(L)** Heatmap showing the overlap of differentially expressed genes (DEGs) among different excitatory neuron subtypes of PFC between WT and *Setd1a*<sup>+/-</sup> identified by scRNA-seq. The number of overlapped DEGs between each pair of cell types was listed, which was also indicated by different colors.

Fig. S2.

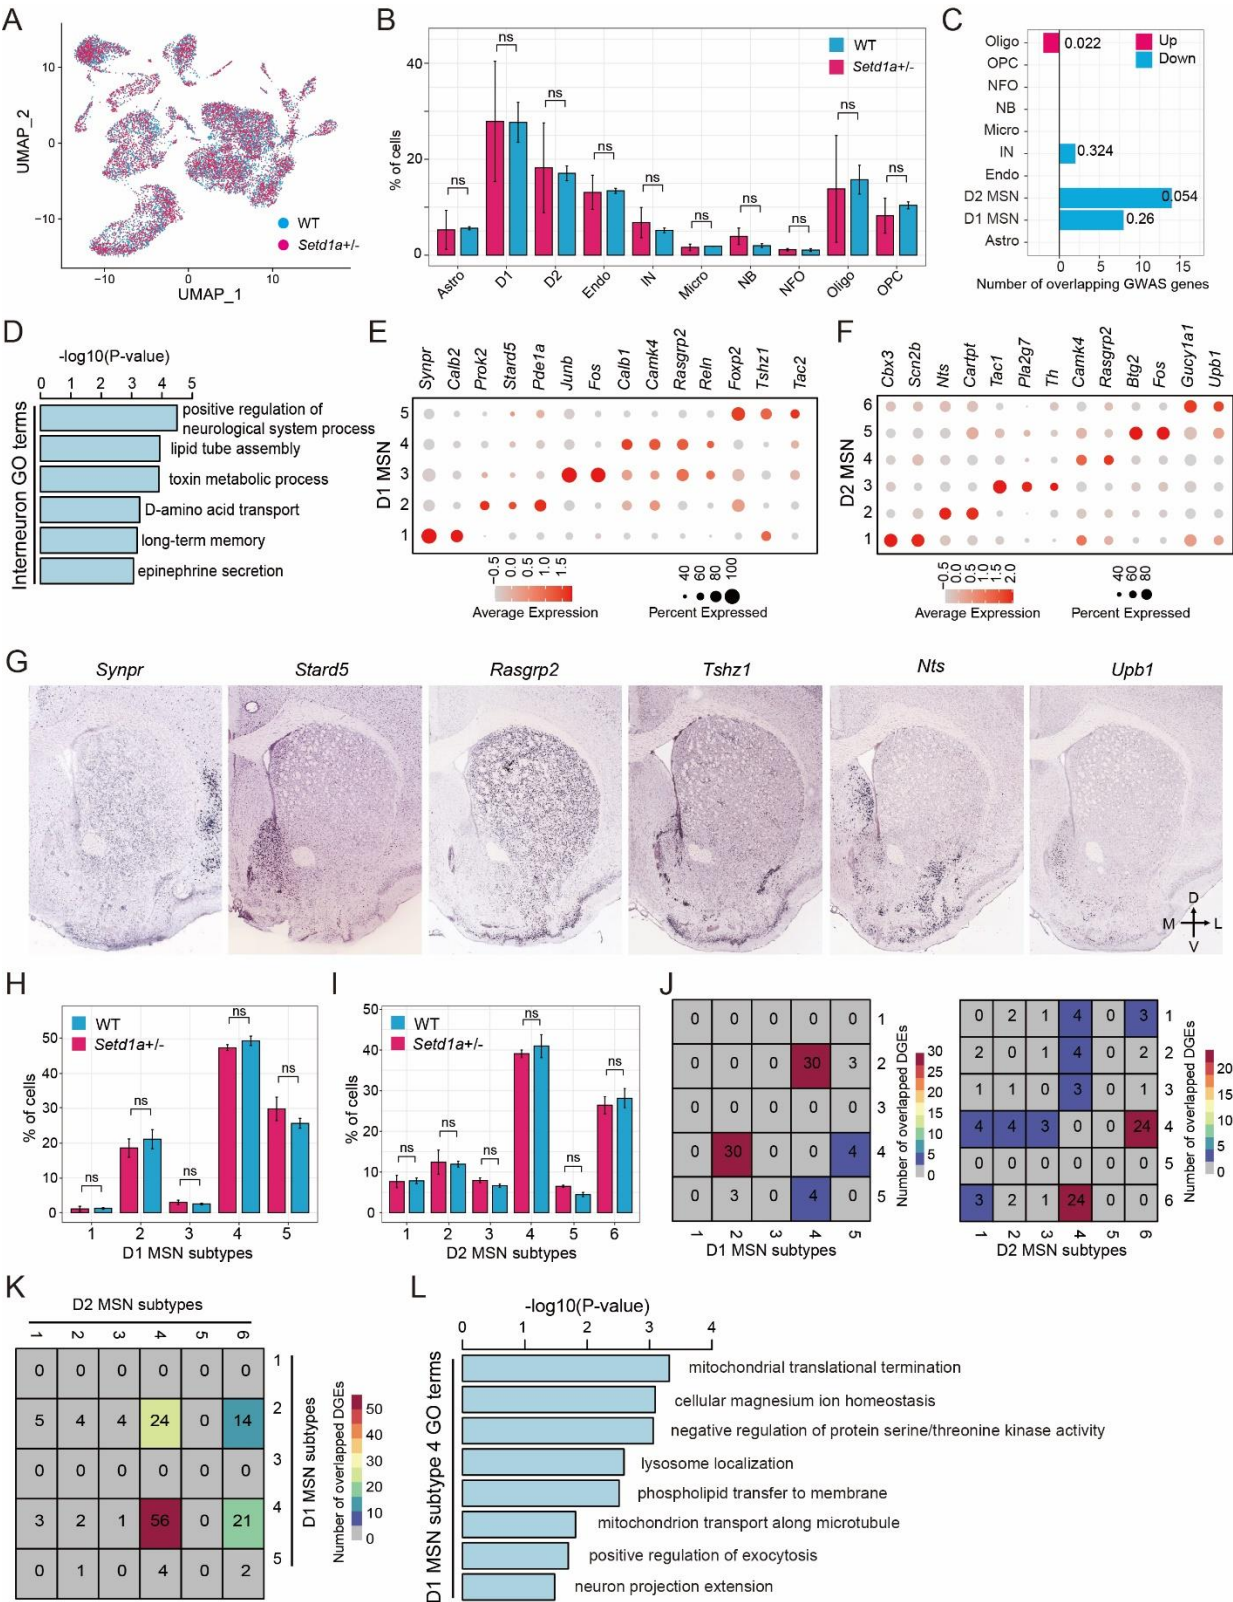

**Fig. S2. *Setd1a* heterozygosity causes cell type-specific transcriptional changes in striatum**

**(A)** UMAP plot showing the cells from the striatum of WT and *Setd1a*<sup>+/-</sup> mice. Cells from different genotypes were labeled by different colors.

**(B)** Bar graph showing the percentage of different cell types in striatum of WT and *Setd1a*<sup>+/-</sup> mice detected by scRNA-seq. Wilcoxon rank test was used to compare the cell proportion between WT and *Setd1a*<sup>+/-</sup> mice.

**(C)** Bar graph showing the overlap between the DEGs in different cell types of striatum and the schizophrenia-associated genes identified by GWAS studies. P-values were calculated using 10,000 bootstrapped gene sets for each cell type.

**(D)** Bar graph showing GO term enrichment of differentially expressed genes in striatal interneurons. The -log<sub>10</sub>(p-value) of GO terms is represented by the length of the bar.

**(E, F)** Dot plots showing the enrichment of different marker genes in different D1 **(E)** and D2 **(F)** MSNs. The size of the dots represents the percentage of cells within an MSN subtype expressing that gene. The gene expression level is color-coded.

**(G)** *In situ* hybridization images showing the enriched expression of marker genes of different MSN subtypes in different subregions of striatum. The dorsal-ventral (DV) and medial-lateral (ML) axes are indicated. Data was from Allen Brain Atlas.

**(H, I)** Bar graph showing the percentage of different D1 **(H)** and D2 **(I)** MSN subtypes in striatum of WT and *Setd1a*<sup>+/-</sup> mice determined by scRNA-seq. Wilcoxon rank test was used to compare the cell proportion between WT and *Setd1a*<sup>+/-</sup> mice.

**(J)** Heatmap showing the overlap of differentially expressed genes (DEGs) within different D1 and D2 MSN subtypes between WT and *Setd1a*<sup>+/-</sup> mice identify by scRNA-seq. The number of overlapped DEGs between each pair of cell types was listed, which was also indicated by different colors.

**(K)** Heatmap showing the overlap of differentially expressed genes (DEGs) between D1 and D2 MSN subtypes in WT and *Setd1a*<sup>+/-</sup> mice. The number of overlapped DEGs between each pair of cell types was listed, which was also indicated by different colors.

**(L)** Bar graph showing GO term enrichment of differentially expressed genes of D1 MSN subtype 4. The length of the bars represent p-value of different GO terms.

**Fig. S3.**

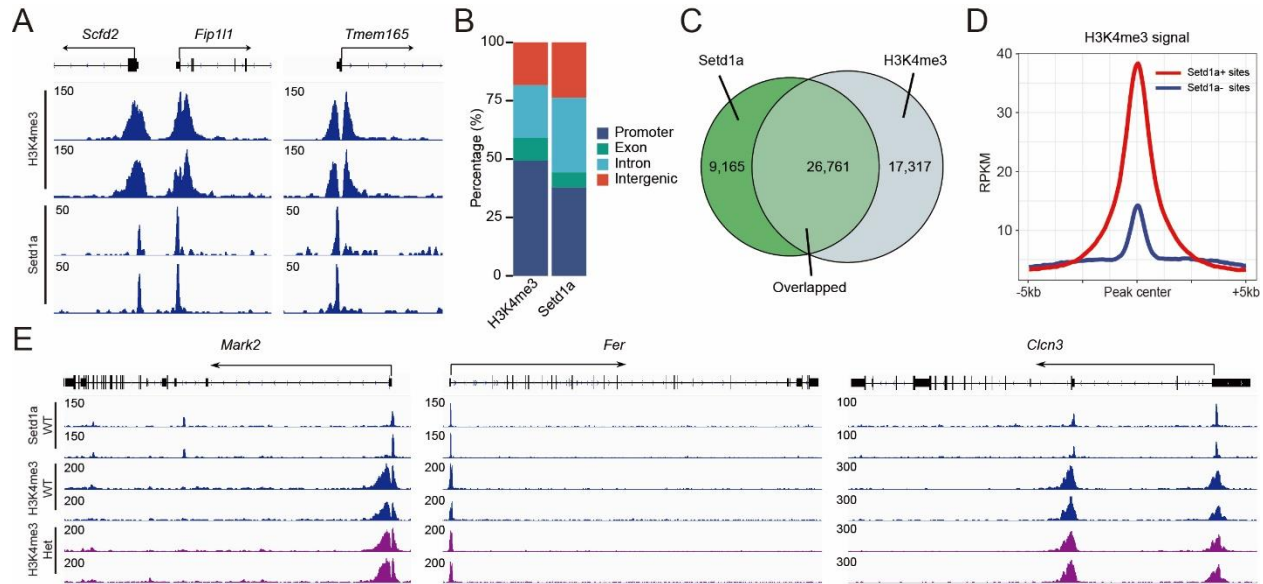

**Fig. S3. *Sed1a* binding and H3K4me3 profiling in PFC**

(A) Genome browser view showing the *Setd1a* and H3K4me3 signals around the *Scfd2*, *Flp111* and *Tmem165* locus detected by CUT&RUN assay with corresponding antibodies. Two replicates for each condition were shown.

(B) Bar graph showing the genomic distribution of *Setd1a* binding sites and H3K4me3 peaks in PFC.

(C) Venn diagram showing the overlap between *Setd1a* binding sites and H3K4me3 peaks in PFC.

(D) Averaged H3K4me3 RPKM signal in H3K4me3 peaks with (red) or without (blue) corresponding *Setd1a* binding sites.

(E) Genome browser view of representative loci showing *Setd1a* binding and H3K4me3 signal in genes with decreased expression in the PFC of *Setd1a*<sup>+/-</sup> mice identified by scRNA-seq. Two replicates of *Setd1a* (in WT mice) and H3K4me4 (in both WT and *Setd1a*<sup>+/-</sup> mice) CUT&RUN were shown. *Mark2*, *Fer* and *Cln3* were found to be down-regulated in excitatory neuron, endothelial cell and oligodendrocyte progenitor cell in the PFC of *Setd1a*<sup>+/-</sup> mice, respectively. The start site and direction of transcription of each gene is indicated.

**Fig. S4.**

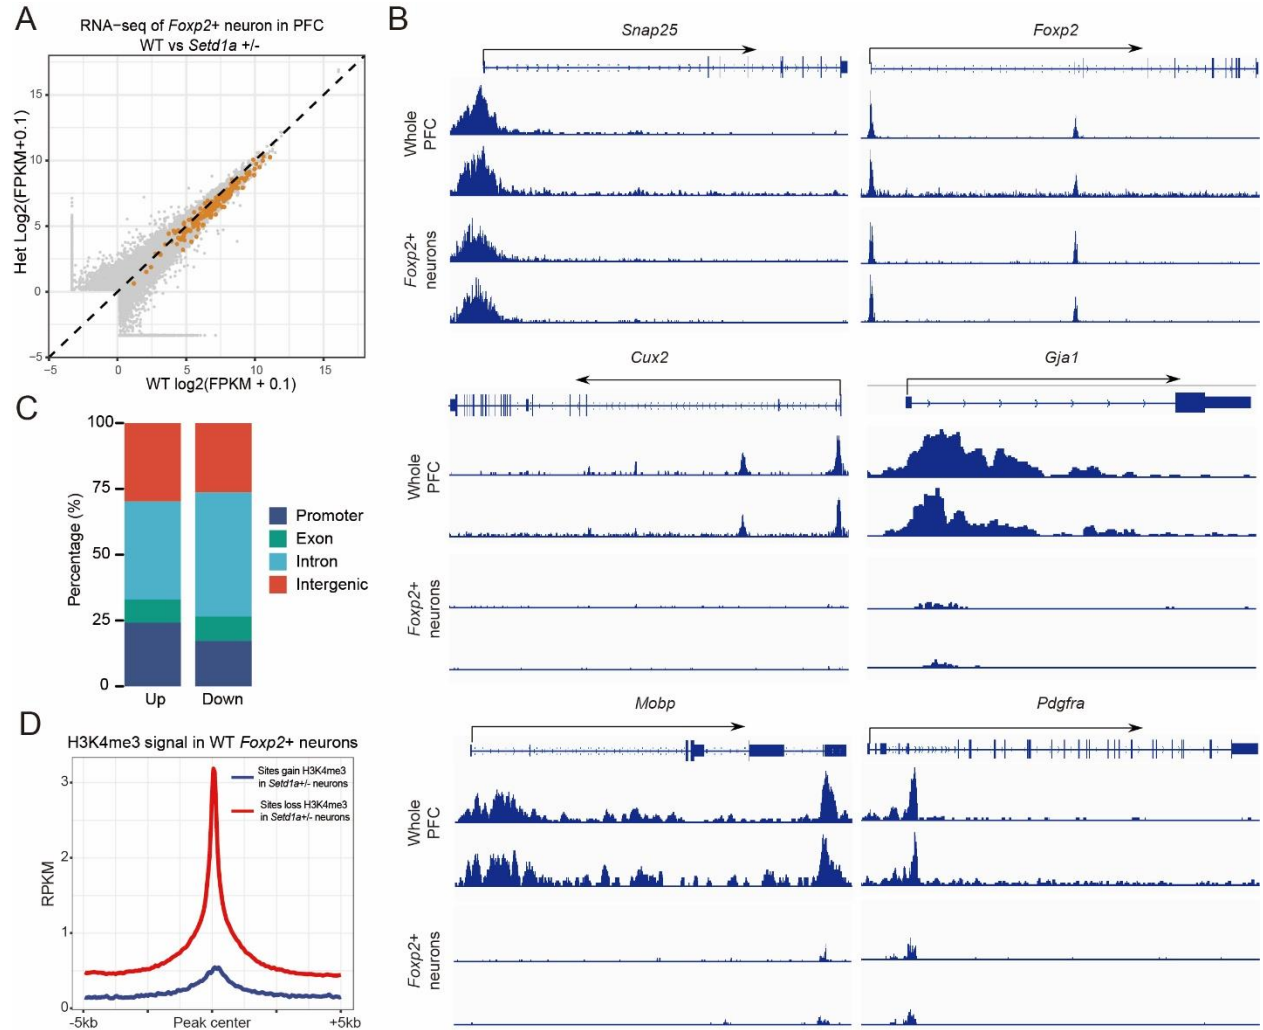

**Fig. S4. *Setd1a* heterozygosity causes transcriptional and epigenetic changes in the *Foxp2*<sup>+</sup> cortical neurons**

**(A)** Scatter plot showing the expression level of *Foxp2*<sup>+</sup> neuron specific down-regulated genes (labeled in orange, identified by scRNA-seq) between WT and *Setd1a*<sup>+/-</sup> mice detected by *Foxp2*<sup>+</sup> neuron-specific RNA-seq.

**(B)** Genome browser view showing representative loci with similar (*Snap25*, *Foxp2*) or different (*Cux2*, *Gja1*, *Mobp*, *Pdgfra*) H3K4me3 peaks between whole PFC and *Foxp2*<sup>+</sup> neurons CUT&RUN assay. Two replicates of each condition were shown. The start site and direction of transcription for each gene is indicated.

**(C)** Bar graph showing the genomic distribution of H3K4me3 peaks with increased (up) or decreased (down) signal in *Foxp2*<sup>+</sup> cortical neurons of *Setd1a*<sup>+/-</sup> mice.

**(D)** Averaged H3K4me3 RPKM signal of two groups of H3K4me3 peaks in *Foxp2*<sup>+</sup> neurons of WT mice: H3K4me3 peaks with significantly increased signal in *Setd1a*<sup>+/-</sup> mice (blue), and H3K4me3 peaks with significantly decreased signal in *Setd1a*<sup>+/-</sup> mice (red).

## Supplementary tables

**Table S1.** List of differentially expressed genes in different cell types of the *Setd1a*<sup>+/-</sup> PFC

**Table S2.** List of overlapped genes between the DEGs in different cell types of the *Setd1a*<sup>+/-</sup> PFC and schizophrenia associated genes identified by GWAS

**Table S3.** List of differentially expressed genes in different excitatory neuron subtypes of the *Setd1a*<sup>+/-</sup> PFC

**Table S4.** List of differentially expressed genes in different cell types of the *Setd1a*<sup>+/-</sup> striatum

**Table S5.** List of differentially expressed genes in the *Foxp2*<sup>+</sup> neuron subtype of *Setd1a*<sup>+/-</sup> PFC

**Table S6.** List of differentially expressed genes in D1 MSN subtypes of *Setd1a*<sup>+/-</sup> striatum

**Table S7.** List of differentially expressed genes in D2 MSN subtypes of *Setd1a*<sup>+/-</sup> striatum

How the deposited data were processed for this re-analysis (not part of the article)

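The data are the single-cell RNA sequencing libraries of the prefrontal cortex (PFC) and the striatum, 8 in all, with 2 WT and 2 *Setd1a*+/- libraries per tissue and the tissue of 2 male mice pooled in each. The sample labels name the striatal tissue as nucleus accumbens, and the paper names it as dorsal and ventral striatum; the paper's name is used. The ages in the labels and in the paper differ, and age entered no test. *Xist* was at most 1.01 CPM and *Ddx3y* was 84.9 to 133 CPM over the annotated cells of the 8 libraries, as male tissue has.

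The authors made a matrix of UMI counts for each library with CellRanger v3.0.2, and the deposited counts are raw: whole numbers per gene and barcode, not normalized, with all droplet barcodes including the empty ones. Barcodes and gene lists were deposited beside each matrix and hold other information than measurements, namely the names of its columns and genes. The deposited tables of annotated cells give the library and the cell type of each cell the authors kept after they removed cells with under 800 detected genes or over 10% mitochondrial UMIs, integrated the libraries in Seurat v3.2.0, and named the clusters. These tables also hold the authors' counts of UMIs and genes per cell. Per cell, that UMI count was 89.1 to 90.3% of the matrix total at the median of a library, and within 0.05% of the total without 13 mitochondrial and 105 ribosomal protein genes, a step the methods do not state. Gene-by-cell tables of the authors were not used here, because their gene column holds row numbers in place of names. The genome build of the single-cell counts is not stated; coordinates were taken from GENCODE vM21 (GRCm38), in which 30934 gene IDs of the matrices were found, 30468 of them with the same gene name.

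Annotated cells were looked up in the raw matrices by library and barcode, and all were found with at least 800 genes and at most 10% mitochondrial UMIs. The PFC libraries held 17776069 and 24594416 UMIs in WT and 17236661 and 15154268 in *Setd1a*+/- mice, and the striatum libraries 24125835 and 26277553 in WT and 21694149 and 17440876 in *Setd1a*+/- mice. The median annotated cell had between 2302.5 and 2563 UMIs in the PFC libraries and between 2351 and 3042 in the striatum libraries. CPM values are UMIs of a gene relative to all UMIs summed over the same cells of the library, so the precision of a low gene is set by its UMIs, for *Setd1a* 46 to 206 per library. A count of 0 allows up to 3 UMIs at 95% confidence. Shares of cells carry 95% Wilson intervals, which cover counting error alone and not the spread between mice.

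The tests, their thresholds, the alternatives, and the genes to be named were chosen before the data were examined, except where the text says otherwise. UMIs were summed over the cells of a type in each library, and a type needed at least 10 cells in every library. The sums were tested between genotypes with edgeR 4.0.16 (quasi-likelihood test, TMM factors, filterByExpr with a minimum count of 10, Benjamini-Hochberg adjustment within a cell type) in R 4.3.3. A gene was called at an FDR under 0.05 and an FC above 1.5 in the PFC or 2 in the striatum, the cutoffs of the paper's results. The paper tested cells with DEsingle, which was not run. In its place a Wilcoxon rank-sum test over pooled cells was run in Python 3.11.15 (scipy 1.17.1, numpy 2.4.6, pandas 2.3.3) on counts normalized to 10000 per cell, for genes found in at least 10% of the cells of either group. It compares the cells of these libraries and leaves the spread between mice out. It was also run after thinning every cell to 1000 UMIs, within replicates (van Elteren's test, libraries weighted equally in the FC), with genes found in at least 3 cells, and on equal numbers of cells (35 per library in PFC types, 37 in excitatory neuron subtypes, 31 in striatal types, 32 in MSN clusters, median of 20 draws). Groups with fewer than 30 cells in a library were left out of the draws. The tests within replicates, with genes found in at least 3 cells, and on equal numbers of cells over cells were added after seeing the data.

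The methods place 1 library of each genotype in each biological replicate, and libraries of the same number in the sample labels were taken as pairs. To check the pairing, the differences of 2 replicates from their genotype's mean were correlated across genes between the genotypes; the median correlation was 0.36 over the PFC cell types and 0.17 over the striatal cell types, and 0.55 over all cells of the 2 tissues. The methods use no block, so the tests have none, and the replicate block is an alternative. With it edgeR called 26 genes over PFC cell types and 79 over striatal ones, against 113 and 64 under the crossed split. All 3 splits of the 4 libraries into 2 against 2 were run: by genotype, crossed (WT replicate 1 and *Setd1a*+/- replicate 2 against the others), and by replicate.

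Differences of the genotype effect between 2 groups of cells were tested in edgeR with an interaction term and the library as a block, for DL-Foxp2 against DL-Etv1, DL-Foxp2 against SL-Cux2, endothelial cells against oligodendrocytes, and D2 against D1 MSNs, and gave 2, 5, 2 and 9 genes, against 0 in DESeq2 for each. Shares of cell types were compared with a two-sided exact permutation test, whose smallest p with 2 against 2 libraries is 0.333, and the numbers of cells with edgeR. Correlations of the number of calls with the number of cells used exact permutation, or 100000 resamples with 9 or more types. Genes near *Setd1a*, within 10 Mb, were compared with 10000 windows of as many genes shifted along the genome. Since the annotation names no MSN subtypes, D1 and D2 MSNs were clustered again with scanpy 1.11.5 and leidenalg 0.10.2 (2000 variable genes chosen per library, 30 principal components centred by library, 20 neighbors, resolution 0.4), which gave 7 and 6 clusters, of which 9 had enough cells in every library. Empty droplets were barcodes with at most 50 UMIs. Doublets were called with Scrublet in each library (0.09 to 3.16% of annotated cells). The seed was 20220304 throughout.

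Named in the text are *Setd1a*, the genes the paper names as changed in single-cell data or their figures and 2 it names from sorted *Foxp2*+ nuclei, in the cell type where it names them, and in each comparison up to 3 called genes with the largest absolute log2 FC among those for which both *Setd1a*+/- libraries lay on the same side of both WT libraries. Of the genes the paper names, 1 is not reported here and was taken out of the lists after their values were seen. Genes linked to behavior in the discussion, and genes named as interactions, hemoglobin genes or replicate differences, were added after their values were seen. For each list of named genes the FDR was given over all genes and adjusted over the list alone.

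The tests were tried on simulated data. Counts were drawn from the library sizes and dispersions of 5 groups with 200 genes changed, and of those tested edgeR called 70.5 to 90.8% at 4-fold changes (6 to 27 unchanged genes called) and 0 to 47.9% at 2-fold changes (0 to 15 unchanged). Of genes changed 1.5-fold it called at most 1%, so small changes are beyond this test, and a count of 0 calls does not show that no gene changed. With the replicate block it called 26.3 to 74.5% at 2-fold. Over cells simulated without differences between libraries, the rank-sum test called 198 of 200 changed genes and 4 unchanged ones. When the simulated replicates differed and supplied unequal shares of the cells, it called 125 of 200 and 1242 unchanged genes over pooled cells, and 196 and 5 within replicates.

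The alternatives tried were DESeq2 1.42.0, scaling by library size alone, no filter on low counts, no FC cutoff or the other of 1.5 and 2, the replicate block (11 calls in excitatory neuron subtypes and 17 in MSN clusters), each library left out in turn, equal numbers of cells, doublets left out, the tests over cells, and Leiden resolutions of 0.2 and 0.8. Leaving out mitochondrial and ribosomal protein genes was added after seeing the data. The closing section gives their effects. DL-Pou3f1 and 4 MSN clusters had too few cells to test. Gene ontology, pathway and genetic association analyses, and the other experiments of the paper, were not analysed here. Figures were drawn with matplotlib 3.10.9.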

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

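Of the tests in this part, those on hemoglobin in D2 MSNs, on the cells of D2 cluster 5, and on the size of changes in empty droplets and the share of free RNA were chosen only after the result was seen, and those on hemoglobin in DL-Foxp2 cells and on the signs in empty droplets were not. The genes below were singled out after their values were seen, because the genotype effect on them differed between 2 groups of cells in a test of the difference itself (edgeR, interaction of genotype and cell group, FDR under 0.05). In each of these differences both *Setd1a*+/- libraries lay on the same side of both WT libraries, which 33.3% of the possible orders of 2 against 2 do in 1 direction or the other. DESeq2 with the same design found 0 genes in each of the 4 comparisons, with 26, 22, 27 and 21 genes at an unadjusted p under 0.05, against 442, 424, 296 and 491 in edgeR.

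DL-Foxp2 differed from DL-Etv1 in 2 genes. *Nnat* (difference of log2 FCs -1.96, FDR 0.00681) was 120 and 102 CPM in WT and 66.7 and 2.57 CPM in *Setd1a*+/- DL-Foxp2 cells. It was 14.8, 35.0, 48.6 and 22.8 CPM in DL-Etv1 in the same order. The 2.57 CPM is near the floor, since 6 UMIs of *Setd1a* made 15.4 CPM in the same 69 cells. *Nnat* is also a marker of DL-Nnat, with 320 CPM there and the next highest, 87.9 CPM, in DL-Foxp2. How cells divide between these 2 subtypes was not examined. *Hbb-bs* (difference 3.33, FDR 2.28e-08) was 46.7, 13.6, 639 and 20.5 CPM in DL-Foxp2 and 51.3, 17.1, 46.4 and 20.0 CPM in DL-Etv1. Between 1 and 5 genes passed with each library left out in turn, 1 without *Setd1a*+/- replicate 1 and 5 without *Setd1a*+/- replicate 2. *Nnat* was not among them without *Setd1a*+/- replicate 2 (FDR 0.0619) or WT replicate 1 (0.14). DL-Foxp2 differed from SL-Cux2 in 5 genes, *Gnb1* (-0.72, FDR 0.044), *Pcp4* (0.61, FDR 0.0196), *Hbb-bs* (3.84, FDR 1.76e-14), *Hba-a1* (5.02, FDR 8.43e-05), and *Hba-a2* (4.55, FDR 0.000725), and in 3 to 8 genes with each library left out, 3 without either WT library and 8 without *Setd1a*+/- replicate 2. *Gnb1* passed only without *Setd1a*+/- replicate 1, and *Pcp4* only without *Setd1a*+/- replicate 1 or WT replicate 1. *Gnb1* was 639, 547, 951 and 743 CPM in SL-Cux2 and 569, 645, 652 and 444 CPM in DL-Foxp2, and *Pcp4* was 1260, 2370, 1520 and 1220 CPM and 5640, 7680, 8470 and 7720 CPM.

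Hemoglobin genes are expressed by red blood cells, and of the 1191 hemoglobin UMIs in DL-Foxp2 cells of *Setd1a*+/- replicate 1, 1136 lay in a single cell. Without cells that held at least 10 hemoglobin UMIs, 9.80% of the difference of *Hbb-bs* between DL-Foxp2 and SL-Cux2 was left (3.92 before and 0.38 after on the log2 scale of CPM), and the log2 ratio in DL-Foxp2 went from 3.41 to -0.13. A droplet that held a red blood cell or its remains is therefore a candidate explanation of the hemoglobin differences. An effect of the genotype on hemoglobin in DL-Foxp2 neurons would need more than 1 cell.

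Endothelial cells differed from oligodendrocytes of the PFC in 2 genes. *Nfkbia* (difference -1.63, FDR 0.00217) was 41.7 and 44.3 CPM in WT and 113 and 179 CPM in *Setd1a*+/- oligodendrocytes, and 1310, 1160, 1360 and 1340 CPM in endothelial cells. *Meg3* (difference 1.29, FDR 0.00383) was 177, 336, 103 and 127 CPM in oligodendrocytes and 140, 205, 191 and 205 CPM in endothelial cells. Both differences rest on oligodendrocytes. With each library left out in turn, 0 to 16 genes passed, 0 without *Setd1a*+/- replicate 2 (328 at an unadjusted p under 0.05) and 16 without WT replicate 1. *Nfkbia* failed only without *Setd1a*+/- replicate 2 (FDR 0.999), and *Meg3* without either *Setd1a*+/- library (FDR 0.475 and 0.449).

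D2 differed from D1 MSNs in 9 genes, 4 of them hemoglobin genes: *Hbb-bs* (-3.55, FDR 1.36e-160), *Hba-a1* (-4.71, FDR 2.33e-104), *Hba-a2* (-3.93, FDR 8.39e-32), and *Hbb-bt* (-4.21, FDR 9.67e-27). The others were *Gadd45g* (0.69, FDR 5.59e-06), *Junb* (0.53, FDR 4.03e-05), *Scg2* (0.29, FDR 0.00497), *Btg2* (0.92, FDR 0.00667), and *Ptgds* (-0.83, FDR 0.0467). *Gadd45g* was 162 and 120 CPM in WT and 230 and 230 CPM in *Setd1a*+/- D2 MSNs, and 155, 159, 158 and 164 CPM in D1 MSNs. *Junb* was 288, 339, 402 and 428 CPM in D2 and 182, 240, 163 and 222 CPM in D1 MSNs. With each library left out in turn, 4 to 17 genes passed, 4 without WT replicate 2 and 17 without *Setd1a*+/- replicate 2. The 4 without WT replicate 2 were the hemoglobin genes, so that none of the other 5 genes held without that library (differences of 0.43 for *Gadd45g*, 0.43 for *Junb*, 0.27 for *Scg2*, 0.83 for *Btg2*, and -0.55 for *Ptgds*). Without *Setd1a*+/- replicate 1 only *Gadd45g* of these 5 passed, without WT replicate 1 *Gadd45g*, *Junb*, and *Ptgds*, and without *Setd1a*+/- replicate 2 all 5. Their differences kept their signs throughout.

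The lower hemoglobin counts of *Setd1a*+/- D2 MSNs were weighed against 3 technical explanations. Free RNA of red blood cells is argued against, since the log2 ratio of *Hbb-bs* in empty droplets was -0.51 (841 and 2670 CPM in WT, 1440 and 1030 CPM in *Setd1a*+/- mice), against -3.68 in D2 MSNs, and since D2 cluster 2 carried the difference (-5.10) while D2 cluster 1 did not (-0.14). Whether a few droplets with a red blood cell hold the hemoglobin UMIs of every library cannot be told apart from a wide spread by their concentration alone. The 10 highest cells held 94.7% and 92.6% of them in the WT libraries and 26.9% and 14.2% in the *Setd1a*+/- libraries, whose counts are low (104 and 106 UMIs). When the 1 and 2 WT cells with at least 10 hemoglobin UMIs were left out, the log2 ratio became -0.12, so 1 or 2 droplets of each WT library that held a red blood cell or its remains are a candidate explanation of the whole difference. Mean levels in D1 MSNs also hung on single cells, with 5 such cells in *Setd1a*+/- replicate 2.

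For the 10 genes that do not encode hemoglobin, free RNA in the droplets was tested by the sign of their difference in empty droplets. It was that of the cell group with the larger effect for 7 of the 10 genes, which lies between what free RNA and its absence were taken to give, and some of these differences in empty droplets were near 0 (log2 ratios of 0.01 for *Gadd45g* and 0.02 for *Junb*), so the signs alone decide nothing. Free RNA cannot give more of a gene than the cells hold, so the ratio of cells to empty droplets for genes abundant there bounds its share. By the gene with the 20th smallest ratio, the bound lay between 1.17% and 9.04% in the PFC cell groups and between 5.19% and 22.5% in D1 and D2 MSNs. For *Nnat*, *Gnb1*, *Pcp4*, *Nfkbia*, *Meg3*, *Scg2*, *Junb*, and *Gadd45g*, both *Setd1a*+/- libraries stayed beyond both WT libraries in the difference between the 2 cell groups at any share up to the bound, by a log2 gap of at least 0.04 (*Scg2*), which argues against free RNA of any make-up or share as its cause, provided that empty droplets hold what enters the cells. For *Btg2* and *Ptgds* the genotypes could overlap (a gap of at most -0.47), so free RNA cannot be told apart from other causes there, because the bound is loose against their low counts. A different make-up at the same share in every library is argued against for *Btg2*, whose smallest change between a *Setd1a*+/- and a WT library in D2 MSNs was 1.38 times the largest in empty droplets. With the 10th smallest ratio as the bound the gap of *Btg2* was 0.11. D2 cluster 5, which is led by *Btg2* and *Fos*, was 5.18% and 4.65% of WT and 5.97% and 6.83% of *Setd1a*+/- D2 MSNs. Without its cells, 89.3% of the difference of *Btg2* was left, which argues against the number of these cells as its cause. Of that of *Junb* 64.0% was left, between the 2 outcomes, so that this cannot be told apart with 4 libraries. Of that of *Gadd45g* -5.92% was left, so its difference lay in the cells of this cluster. The test is partly circular because the clusters were made from expression. The number of these cells alone is argued against, since their mean share rose only from 4.92% to 6.4%. *Gadd45g* in D2 MSNs rose by a larger factor, from 162 and 120 CPM to 230 and 230 CPM. An effect of the genotype that differs between groups of cells stays open as a biological explanation for the genes other than hemoglobin genes, and so does stress of the cells during dissociation for *Btg2* and *Junb*, neither of which was tested.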

How the results depend on the processing

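The alternatives were chosen before any value was computed, apart from those that left out mitochondrial and ribosomal protein genes, drew equal numbers of cells for the rank-sum test, ranked cells within replicates, or kept genes found in at least 3 cells, which were chosen after seeing the data. Counts from the authors' own table of annotated cells were not run, because its gene column holds row numbers in place of gene names. DL-Pou3f1 and 4 small MSN clusters had too few cells for any test, and draws of equal cells covered only groups with at least 30 cells in every library. With 1 library left out, a genotype has a single library, and edgeR assumes that it varies like the 2 of the other genotype. For single groups, a number of calls is listed below where it lies more than 1.5 times above or under that of edgeR without these changes.

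In the 8 PFC cell types, edgeR called 0 genes in all, with 869 genes at an unadjusted p under 0.05, and DESeq2 called 1, with 149. The total was 0 with scaling by library size alone, 0 without doublets, 0 without mitochondrial and ribosomal protein genes, and 0 with no FC cutoff or one of 2. By DESeq2, the number changed only in oligodendrocytes (1). With equal numbers of cells per library, edgeR called 0 genes in the 8 groups with enough cells, with 343 at an unadjusted p under 0.05. Without the filter on low counts, edgeR tested more genes and called 63, with 13 in excitatory neurons, 12 in oligodendrocyte progenitor cells, 9 in oligodendrocytes, 7 in endothelial cells, 6 each in astrocytes and interneurons, and 5 each in microglia and newly formed oligodendrocytes among the groups whose number changed by more than 1.5 times. With a block for the replicate it called 26, with 16 in endothelial cells, 3 in oligodendrocytes, 2 each in astrocytes, excitatory neurons and oligodendrocyte progenitor cells, and 1 in newly formed oligodendrocytes, and 113 genes under the crossed split with the same block.

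Leaving out 1 library at a time, the total over the 8 PFC cell types lay between 25 and 122 genes, the latter without *Setd1a*+/- replicate 2. The highest number came without WT replicate 1 in oligodendrocyte progenitor cells (0 to 13 over the 4 libraries left out, also without WT replicate 2). Most genes were called without WT replicate 2 in microglia (0 to 3 over the 4 libraries left out). The highest number came without *Setd1a*+/- replicate 1 in excitatory neurons (0 to 1 over the 4 libraries left out). Most genes were called without *Setd1a*+/- replicate 2 in astrocytes (7 to 40 over the 4 libraries left out), endothelial cells (1 to 42), interneurons (0 to 23), newly formed oligodendrocytes (0 to 16), and oligodendrocytes (0 to 1). The smaller number of libraries changes the test itself, and any further cause was not tested.

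The rank-sum test over pooled cells called 1323 genes, against 1264 under the crossed split, with 336 in excitatory neurons, 320 in endothelial cells, 173 in oligodendrocyte progenitor cells, 150 in interneurons, 149 in newly formed oligodendrocytes, 127 in oligodendrocytes, 50 in microglia, and 18 in astrocytes. On cells thinned to 1000 UMIs, it called 492 genes, against 356 under the crossed split, with 153 in endothelial cells, 103 in excitatory neurons, 102 in oligodendrocyte progenitor cells, 66 in oligodendrocytes, 25 in microglia, 23 in newly formed oligodendrocytes, 12 in interneurons, and 8 in astrocytes. With cells ranked within replicates, it called 823 genes, against 1045 under the crossed split, with 198 in endothelial cells, 157 in excitatory neurons, 118 in newly formed oligodendrocytes, 116 in oligodendrocytes, 103 in interneurons, 100 in oligodendrocyte progenitor cells, 17 in astrocytes, and 14 in microglia. For cells ranked within replicates and thinned, it called 250 genes, against 316 under the crossed split, with 74 in endothelial cells, 68 in oligodendrocytes, 46 in oligodendrocyte progenitor cells, 38 in excitatory neurons, 11 in astrocytes, 5 in newly formed oligodendrocytes, and 4 each in interneurons and microglia. On equal numbers of cells, the median over 20 draws was 8 in interneurons, 3.5 in endothelial cells, 3 in oligodendrocytes, 2 each in astrocytes and excitatory neurons, and 0.5 in microglia, 19 in all. For genes found in at least 3 cells, it called 1625 genes, against 1973 under the crossed split, with 603 in excitatory neurons, 533 in endothelial cells, 157 in oligodendrocyte progenitor cells, 132 in oligodendrocytes, 93 in interneurons, 73 in newly formed oligodendrocytes, 28 in microglia, and 6 in astrocytes. With that filter and thinning, it called 454 genes, against 363 under the crossed split, with 194 in excitatory neurons, 125 in endothelial cells, 64 in oligodendrocyte progenitor cells, 48 in oligodendrocytes, 9 in microglia, 6 in interneurons, 5 in astrocytes, and 3 in newly formed oligodendrocytes. Groups not listed, among those with enough cells, kept a number within 1.5 times that of edgeR. Pooled cells leave the spread between libraries out of the error, thinning takes UMIs away, and equal draws take cells away; no other cause was tested.

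In the 6 excitatory neuron subtypes, edgeR called 0 genes in all, with 715 genes at an unadjusted p under 0.05, and DESeq2 called 0, with 78. The total was 0 with scaling by library size alone, 0 without doublets, 0 without mitochondrial and ribosomal protein genes, and 0 with no FC cutoff or one of 2. With equal numbers of cells per library, edgeR called 0 genes in the 5 groups with enough cells, with 455 at an unadjusted p under 0.05. Without the filter on low counts, edgeR tested more genes and called 28, with 9 in DL-Foxp2, 8 in DL-Nnat, 5 in DL-Tshz2, and 3 each in DL-Etv1 and SL-Cux2 among the groups whose number changed by more than 1.5 times. With a block for the replicate it called 11, with 4 in DL-Etv1, 3 in SL-Cux2, and 2 each in DL-Foxp2 and DL-Nnat, and 6 genes under the crossed split with the same block.

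Leaving out 1 library at a time, the total over the 6 excitatory neuron subtypes lay between 7 and 306 genes, the latter without *Setd1a*+/- replicate 2. The highest number came without *Setd1a*+/- replicate 1 in DL-Etv1 (0 to 7 over the 4 libraries left out) and DL-Nnat (0 to 10). Most genes were called without *Setd1a*+/- replicate 2 in DL-Foxp2 (0 to 5 over the 4 libraries left out), DL-Tshz2 (0 to 17), SL-Cux2 (0 to 191), and SL-Myh7 (0 to 90). The smaller number of libraries changes the test itself, and any further cause was not tested.

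The rank-sum test over pooled cells called 1389 genes, against 887 under the crossed split, with 649 in DL-Foxp2, 248 in SL-Cux2, 185 in DL-Tshz2, 173 in DL-Nnat, 127 in DL-Etv1, and 7 in SL-Myh7. On cells thinned to 1000 UMIs, it called 306 genes, against 22 under the crossed split, with 178 in DL-Foxp2, 64 in SL-Cux2, 34 in DL-Nnat, 21 in DL-Tshz2, and 9 in DL-Etv1. With cells ranked within replicates, it called 484 genes, against 725 under the crossed split, with 232 in DL-Foxp2, 99 in DL-Tshz2, 65 in DL-Etv1, 54 in DL-Nnat, and 34 in SL-Cux2. For cells ranked within replicates and thinned, it called 29 genes, against 28 under the crossed split, with 21 in DL-Foxp2, 5 in DL-Tshz2, and 3 in DL-Nnat. On equal numbers of cells, the median over 20 draws was 14.5 in DL-Etv1, 11 in DL-Nnat, 7 in DL-Foxp2, 2 in DL-Tshz2, and 1.5 in SL-Cux2. For genes found in at least 3 cells, it called 1205 genes, against 827 under the crossed split, with 609 in DL-Foxp2, 203 in SL-Cux2, 146 in DL-Tshz2, 137 in DL-Nnat, 104 in DL-Etv1, and 6 in SL-Myh7. With that filter and thinning, it called 167 genes, against 8 under the crossed split, with 108 in DL-Foxp2, 34 in SL-Cux2, 16 in DL-Nnat, 5 in DL-Tshz2, and 4 in DL-Etv1. Groups not listed, among those with enough cells, kept a number within 1.5 times that of edgeR, and no cause beyond these changes to the test was tested.

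In the 10 striatal cell types, edgeR called 4 genes in all, with 1922 genes at an unadjusted p under 0.05, and DESeq2 called 5, with 364. The total was 4 with scaling by library size alone, 4 without doublets, 4 without mitochondrial and ribosomal protein genes, and 4 with no FC cutoff or one of 1.5. By DESeq2, the number changed only in endothelial cells (1). With equal numbers of cells per library, edgeR called 0 genes in the 8 groups with enough cells, with 439 at an unadjusted p under 0.05, so that the calls in D2 MSNs fell to 0, with fewer cells in the test. Without the filter on low counts, edgeR tested more genes and called 110, with 22 in interneurons, 19 in endothelial cells, 15 in oligodendrocytes, 13 in D2 MSNs, 11 in astrocytes, 10 in D1 MSNs, 9 each in the NB group and newly formed oligodendrocytes, and 2 in oligodendrocyte progenitor cells among the groups whose number changed by more than 1.5 times. With a block for the replicate it called 79, with 25 in endothelial cells, 10 each in D1 MSNs, D2 MSNs and oligodendrocytes, 8 in interneurons, 5 each in astrocytes and the NB group, 4 in newly formed oligodendrocytes, and 1 each in microglia and oligodendrocyte progenitor cells, and 64 genes under the crossed split with the same block.

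Leaving out 1 library at a time, the total over the 10 striatal cell types lay between 67 and 402 genes, the latter without *Setd1a*+/- replicate 1. The highest number came without WT replicate 1 in D2 MSNs (6 to 12 over the 4 libraries left out) and newly formed oligodendrocytes (1 to 16). Most genes were called without *Setd1a*+/- replicate 1 in astrocytes (0 to 4 over the 4 libraries left out, also without WT replicate 1 and without WT replicate 2), D1 MSNs (0 to 29), endothelial cells (8 to 102), interneurons (11 to 39), microglia (0 to 108), the NB group (0 to 20), oligodendrocyte progenitor cells (1 to 35), and oligodendrocytes (3 to 52). The smaller number of libraries changes the test itself, and any further cause was not tested.

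The rank-sum test over pooled cells called 85 genes, against 51 under the crossed split, with 31 in astrocytes, 21 in interneurons, 10 in oligodendrocytes, 5 in endothelial cells, 4 in the NB group, 3 each in D1 MSNs and oligodendrocyte progenitor cells, 2 in microglia, and 1 in newly formed oligodendrocytes. On cells thinned to 1000 UMIs, it called 27 genes, against 9 under the crossed split, with 6 in astrocytes, 5 in the NB group, 4 each in interneurons, oligodendrocyte progenitor cells and oligodendrocytes, 2 in newly formed oligodendrocytes, 1 each in endothelial cells and microglia, and 0 in D2 MSNs. With cells ranked within replicates, it called 85 genes, against 60 under the crossed split, with 37 in astrocytes, 17 in interneurons, 11 in endothelial cells, 8 in oligodendrocytes, 3 each in D1 MSNs and the NB group, and 1 each in newly formed oligodendrocytes and oligodendrocyte progenitor cells. For cells ranked within replicates and thinned, it called 16 genes, against 16 under the crossed split, with 5 in oligodendrocyte progenitor cells, 3 in the NB group, 2 each in astrocytes, newly formed oligodendrocytes and oligodendrocytes, 1 each in endothelial cells and interneurons, and 0 in D2 MSNs. On equal numbers of cells, the median over 20 draws was 1 in astrocytes and 0 in D2 MSNs. For genes found in at least 3 cells, it called 345 genes, against 192 under the crossed split, with 113 in D2 MSNs, 94 in D1 MSNs, 51 in oligodendrocytes, 26 in endothelial cells, 25 in interneurons, 21 in astrocytes, 9 in oligodendrocyte progenitor cells, 3 in the NB group, 2 in microglia, and 1 in newly formed oligodendrocytes. With that filter and thinning, it called 62 genes, against 27 under the crossed split, with 14 in D1 MSNs, 12 each in D2 MSNs and oligodendrocytes, 11 in endothelial cells, 5 in astrocytes, 3 each in interneurons and oligodendrocyte progenitor cells, and 1 each in microglia and newly formed oligodendrocytes. Groups not listed, among those with enough cells, kept a number within 1.5 times that of edgeR, and no cause beyond these changes to the test was tested.

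In the 9 MSN clusters, edgeR called 4 genes in all, with 1643 genes at an unadjusted p under 0.05, and DESeq2 called 4, with 166. The total was 5 with scaling by library size alone, 6 without doublets, 4 without mitochondrial and ribosomal protein genes, and 4 with no FC cutoff or one of 1.5. Scaled by library size alone, the number changed only in D1 cluster 4 (1). Without doublets, the number changed only in D2 cluster 5 (2). With equal numbers of cells per library, edgeR called 0 genes in the 7 groups with enough cells, with 487 at an unadjusted p under 0.05, so that the calls in D2 cluster 2 fell to 0, with fewer cells in the test. Clusters at a Leiden resolution of 0.2 had 4 calls and those at 0.8, which hold fewer cells each, had 1. Without the filter on low counts, edgeR tested more genes and called 46, with 16 in D1 cluster 1, 10 in D1 cluster 2, 5 in D1 cluster 3, 4 each in D1 cluster 4 and D2 cluster 4, 2 in D2 cluster 1, and 1 in D2 cluster 5 among the groups whose number changed by more than 1.5 times. With a block for the replicate it called 17, with 8 in D2 cluster 5, 3 in D1 cluster 1, and 1 in D1 cluster 4, and 21 genes under the crossed split with the same block.

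Leaving out 1 library at a time, the total over the 9 MSN clusters lay between 20 and 145 genes, the latter without *Setd1a*+/- replicate 1. The highest number came without *Setd1a*+/- replicate 1 in D1 cluster 1 (0 to 22 over the 4 libraries left out), D1 cluster 2 (7 to 33), D1 cluster 3 (0 to 11, also without *Setd1a*+/- replicate 2), D1 cluster 4 (1 to 24), D2 cluster 1 (2 to 15), D2 cluster 3 (0 to 18), and D2 cluster 5 (0 to 6). Most genes were called without *Setd1a*+/- replicate 2 in D2 cluster 2 (4 to 18 over the 4 libraries left out) and D2 cluster 4 (1 to 11). The smaller number of libraries changes the test itself, and any further cause was not tested.

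The rank-sum test over pooled cells called 99 genes, against 59 under the crossed split, with 33 in D2 cluster 3, 28 in D2 cluster 2, 12 in D2 cluster 1, 10 in D1 cluster 1, and 8 each in D1 cluster 2 and D1 cluster 3. On cells thinned to 1000 UMIs, it called 19 genes, against 5 under the crossed split, with 7 in D2 cluster 1, 5 in D1 cluster 2, 2 each in D1 cluster 1 and D2 cluster 3, and 1 each in D1 cluster 3, D1 cluster 4 and D2 cluster 2. With cells ranked within replicates, it called 75 genes, against 104 under the crossed split, with 26 in D2 cluster 2, 12 in D2 cluster 3, 11 in D2 cluster 1, 8 in D1 cluster 1, 7 each in D1 cluster 2 and D1 cluster 3, 3 in D1 cluster 4, and 1 in D2 cluster 5. For cells ranked within replicates and thinned, it called 13 genes, against 10 under the crossed split, with 5 in D2 cluster 1, 3 in D1 cluster 2, 2 in D1 cluster 1, 1 each in D1 cluster 3, D1 cluster 4 and D2 cluster 3, and 0 in D2 cluster 2. On equal numbers of cells, the median over 20 draws was 0 in D2 cluster 2. For genes found in at least 3 cells, it called 188 genes, against 141 under the crossed split, with 68 in D1 cluster 1, 39 in D2 cluster 2, 35 in D1 cluster 2, 26 in D2 cluster 1, 12 in D2 cluster 3, and 8 in D1 cluster 3. With that filter and thinning, it called 13 genes, against 7 under the crossed split, with 6 in D1 cluster 1, 4 in D2 cluster 1, 2 in D1 cluster 2, 1 in D2 cluster 3, and 0 in D2 cluster 2. Groups not listed, among those with enough cells, kept a number within 1.5 times that of edgeR, and no cause beyond these changes to the test was tested.

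The share of genes lower in *Setd1a*+/- mice among those at an unadjusted p under 0.05 in edgeR was 58.6% in PFC cell types, 56.6% in excitatory neuron subtypes, 46.7% in striatal cell types, and 47.4% in MSN clusters. Scaling by library size alone gave 66.3%, 58.3%, 58.7% and 64.8%, so that the share in both striatal sets passed 50%. DESeq2 gave 59.7%, 57.7%, 33.0% and 38.6%, and the replicate block 59.1%, 62.7%, 46.0% and 47.7%, which kept the side of 50% in each set. Without the filter on low counts the shares were 67.4%, 61.7%, 50.5% and 55.3%, again past 50% in both striatal sets. With equal numbers of cells they were 55.1%, 50.8%, 53.1% and 48.3%. In PFC cell types the share lay between 53.8% without WT replicate 2 and 72.0% without *Setd1a*+/- replicate 2. In excitatory neuron subtypes it lay between 45.6% without WT replicate 2 and 75.9% without *Setd1a*+/- replicate 2. In striatal cell types it lay between 39.6% without WT replicate 1 and 53.9% without *Setd1a*+/- replicate 1. In MSN clusters it lay between 40.8% without WT replicate 2 and 53.2% without *Setd1a*+/- replicate 2. The shares thus crossed 50% with 1 library left out in 3 of the 4 sets, all but PFC cell types, and the cause was not tested. With all 4 libraries, genes at such a p were fewer than chance alone gives in each group, so these directions may be those of chance.

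The log2 FC of *Setd1a* over all annotated cells was negative under each scaling, by DESeq2, with the replicate block, and with each library left out in turn, in both tissues. In the striatum it lay between -0.64 without *Setd1a*+/- replicate 2, where its unadjusted p fell under 0.05, and -0.15 without *Setd1a*+/- replicate 1. In the PFC it lay between -0.85 and -0.02 without the same 2 libraries. The smaller number of libraries and the low counts of the gene, 46 to 206 UMIs per library, limit these values. The median UMIs per cell of the 8 libraries moved by less than the spread between replicates when all barcodes that pass the filter on cells were used.

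The number of genes whose genotype effect differed between 2 groups of cells was 2 for DL-Foxp2 against DL-Etv1, 5 for DL-Foxp2 against SL-Cux2, 2 for endothelial cells against oligodendrocytes, and 9 for D2 against D1 MSNs in edgeR. DESeq2 gave 0 in each of the 4 comparisons, with 26, 22, 27 and 21 genes at an unadjusted p under 0.05, and the cause was not tested. Without the filter on low counts, which adds genes to the test, edgeR gave 5, 6, 5 and 8. With each library left out in turn it gave 1 to 5, 3 to 8, 0 to 16, and 4 to 17. The numbers were highest without *Setd1a*+/- replicate 2, except for endothelial cells against oligodendrocytes, where 0 came without *Setd1a*+/- replicate 2 and 16 without WT replicate 1. They were lowest without *Setd1a*+/- replicate 1 for DL-Foxp2 against DL-Etv1, without either WT library for DL-Foxp2 against SL-Cux2, and without WT replicate 2 for D2 against D1 MSNs.

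No gene was called in more than 1 group of the same set in edgeR without a block or in DESeq2. With the replicate block, 2 groups shared at most 1 call in PFC types and 3 in each of the other sets. Counting genes at an unadjusted p under 0.05 with the same direction, 8 genes were shared by excitatory neurons and endothelial cells, 9 by endothelial cells and oligodendrocyte progenitor cells, and 7 by DL-Foxp2 and DL-Tshz2. D1 and D2 MSNs shared 44, D1 MSNs and interneurons 18, and D2 MSNs and interneurons 25. The looser cutoff lets more genes through by construction. Across the 10 striatal types, Pearson's r between the number of edgeR calls and the number of cells was 0.29, 0.43 with genes at an unadjusted p under 0.05, and 0.38 with total UMIs in place of the number of cells. In the PFC no such correlation can be computed from counts of 0.

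Of the genes within 10 Mb of *Setd1a*, the percentage at an unadjusted p under 0.05 in edgeR, against the percentage elsewhere, was 0.0% against 0.32% in all PFC cells, 0.0% against 0.35% in all striatum cells, and 0.0% against 1.37% in excitatory neurons. It was 2.56% against 1.74% in PFC endothelial cells, 2.1% against 2.06% in D1 MSNs, and 2.36% against 2.49% in D2 MSNs. With the replicate block the 2 percentages were 1.59% against 1.43% in all PFC cells, 1.04% against 1.17% in all striatum cells, and 5.92% against 4.73% in excitatory neurons, and 5.98% against 6.2% in PFC endothelial cells, 4.9% against 6.07% in D1 MSNs, and 7.87% against 6.66% in D2 MSNs. In a window of 20 Mb they were 1.45% against 1.76% in PFC endothelial cells, 2.05% against 2.06% in D1 MSNs, and 3.24% against 2.48% in D2 MSNs, and with 5 Mb no comparison changed its side. In all PFC cells the percentage near *Setd1a* ranged from 0.51% without *Setd1a*+/- replicate 1 (0.38% elsewhere) to 4.57% without *Setd1a*+/- replicate 2 (2.24% elsewhere). In all striatum cells the percentage near *Setd1a* ranged from 0.0% without WT replicate 2 (0.16% elsewhere) to 19.6% without *Setd1a*+/- replicate 2 (20.15% elsewhere). In excitatory neurons the percentage near *Setd1a* ranged from 0.0% without WT replicate 1 (0.3% elsewhere) to 12.03% without *Setd1a*+/- replicate 2 (9.32% elsewhere). In PFC endothelial cells the percentage near *Setd1a* ranged from 1.56% without WT replicate 2 (1.59% elsewhere) to 6.11% without *Setd1a*+/- replicate 2 (6.4% elsewhere). In D1 MSNs the percentage near *Setd1a* ranged from 0.68% without WT replicate 2 (1.69% elsewhere) to 12.08% without *Setd1a*+/- replicate 1 (8.71% elsewhere). In D2 MSNs the percentage near *Setd1a* ranged from 0.0% without WT replicate 1 (2.05% elsewhere) to 5.07% without *Setd1a*+/- replicate 1 (6.52% elsewhere). The order of the 2 percentages thus changed under at least 1 alternative in each of the 6 sets, in all striatum cells only without WT replicate 1 (0.5% against 0.43%). Over all sets and alternatives, windows shifted at random along the genome gave a permutation p of 0.117 or more, while Fisher's exact test, which treats genes as independent, gave its smallest p, 0.0466, in all PFC cells without *Setd1a*+/- replicate 2. The cause was not tested.

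Of the 75 log2 FCs of genes the paper names, 75 kept their sign by DESeq2, with scaling by library size alone, without doublets, without mitochondrial and ribosomal protein genes, and without the filter on low counts. With the replicate block 74 kept it, and that of *Pdlim5* over all PFC cells, -0.02, became 0.01. With 1 library left out, 22 signs turned without *Setd1a*+/- replicate 1, 13 without WT replicate 1, 9 without WT replicate 2, and 5 without *Setd1a*+/- replicate 2. Each gene below is given at the library whose removal turned its sign at an end of its range. In DL-Foxp2, *Rnf112* and *Syngr1* had log2 FCs of -0.02 and 0.61 without *Setd1a*+/- replicate 1, and 0.16 and -1.73 at the other end of their ranges. In endothelial cells, *Chd3* and *Vezf1* had log2 FCs of 0.24 and 0.03 without *Setd1a*+/- replicate 1, and -1.61 and -0.64 at the other end of their ranges. Over all PFC cells, *Cck* had a log2 FC of -0.09 without *Setd1a*+/- replicate 1 and 0.77 at the other end of its range. Over all striatum cells, *Rab26*, *L1cam*, *Map6*, *Cck*, *Gabra5*, *Gabrb2*, *Pdlim5*, *Slc17a7*, and *Mt3* had log2 FCs of 0.06, 0.11, 0.02, 0.31, 0.11, 0.25, -0.59, 0.27, and -0.08 without *Setd1a*+/- replicate 1, and -1.39, -0.74, -0.41, -1.15, -0.94, -1.24, 0.92, -0.95, and 0.42 at the other end of their ranges. In D2 MSNs, *Specc1* had a log2 FC of 0.20 without *Setd1a*+/- replicate 2 and -0.95 at the other end of its range. Over all striatum cells, *Ap3m1*, *Ap3s2*, and *Efnb3* had log2 FCs of 0.19, 0.02, and 0.01 without *Setd1a*+/- replicate 2, and -0.41, -0.21, and -0.31 at the other end of their ranges. In endothelial cells, *Tiam1*, *Cd2ap*, *Ifnar1*, *Epn2*, and *Fer* had log2 FCs of 0.02, 0.09, 0.53, 0.06, and 0.37 without WT replicate 1, and -0.82, -0.50, -0.69, -0.69, and -0.89 at the other end of their ranges. In oligodendrocyte progenitor cells, *Cln3* had a log2 FC of -0.18 without WT replicate 1 and 0.67 at the other end of its range. Over all PFC cells, *Pdlim5*, *Efnb3*, and *Gabra5* had log2 FCs of 0.31, 0.30, and -0.28 without WT replicate 1, and -0.25, -0.51, and 0.54 at the other end of their ranges. In DL-Foxp2, *Arl2* had a log2 FC of 0.08 without WT replicate 2 and -1.21 at the other end of its range. In excitatory neurons, *Scaf1* and *Mark2* had log2 FCs of 1.35 and 2.41 without WT replicate 2, and -3.55 and -3.61 at the other end of their ranges. In endothelial cells, *Arhgdia* had a log2 FC of 0.80 without WT replicate 2 and -2.07 at the other end of its range. Over all PFC cells, *Syp*, *Slc17a7*, and *Mt3* had log2 FCs of 2.28, 0.99, and 7.57 without WT replicate 2, and -3.53, -1.56, and -8.98 at the other end of their ranges. Without *Setd1a*+/- replicate 2, *Arhgdia* in endothelial cells (-2.07), *Rab26* over all striatum cells (-1.39), and *Cck* over all striatum cells (-1.15) passed an FDR of 0.05 in edgeR, at 0.0176, 0.00936 and 0.0267. The cause was not tested.

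No difference in the shares of cell types between the genotypes passed 0.05 in the exact permutation test or an FDR of 0.05 in edgeR's test of the numbers of cells, with or without the replicate block. The sign of the difference in percentage points turned with 1 library left out for 26 of 38 types, subtypes and clusters. Among clusters of D1 MSNs, the difference without *Setd1a*+/- replicate 1 was 2.23 for D1 cluster 1, -0.574 for D1 cluster 4, -0.766 for D1 cluster 5, and -0.416 for D1 cluster 7, and at the other end of their ranges it was -5.77, 5.0, 1.78, and 1.37. Among clusters of D1 MSNs, the difference without WT replicate 1 was -0.344 for D1 cluster 3, and at the other end of its range it was 2.61. Among clusters of D2 MSNs, the difference without *Setd1a*+/- replicate 1 was -3.44 for D2 cluster 2 and 3.18 for D2 cluster 3, and at the other end of their ranges it was 6.64 and -5.82. Among clusters of D2 MSNs, the difference without WT replicate 1 was 0.686 for D2 cluster 6, and at the other end of its range it was -1.25. Among PFC cell types, the difference without *Setd1a*+/- replicate 1 was -6.32 for endothelial cells and -0.661 for newly formed oligodendrocytes, and at the other end of their ranges it was 7.1 and 1.68. Among PFC cell types, the difference without *Setd1a*+/- replicate 2 was -3.11 for astrocytes, and at the other end of its range it was 5.55. Among PFC cell types, the difference without WT replicate 1 was -12.5 for excitatory neurons, 1.08 for microglia, and 3.5 for oligodendrocytes, and at the other end of their ranges it was 16.2, -6.03, and -8.89. Among PFC cell types, the difference without WT replicate 2 was 1.81 for oligodendrocyte progenitor cells, and at the other end of its range it was -1.99. Among excitatory neuron subtypes, the difference without WT replicate 1 was 3.72 for DL-Tshz2 and -0.283 for SL-Cux2, and at the other end of their ranges it was -7.9 and 7.76. Among striatal cell types, the difference without *Setd1a*+/- replicate 2 was -12.3 for D1 MSNs, -8.23 for D2 MSNs, 3.72 for astrocytes, 3.24 for endothelial cells, -1.52 for interneurons, 0.426 for microglia, 1.48 for oligodendrocyte progenitor cells, and 9.22 for oligodendrocytes, and at the other end of their ranges it was 12.7, 10.5, -4.36, -3.87, 4.78, -0.931, -5.83, and -13.0. Among striatal cell types, the difference without WT replicate 2 was -0.191 for newly formed oligodendrocytes, and at the other end of its range it was 0.347. In edgeR's test of the numbers of cells, the replicate block turned the log2 ratio between the genotypes to -0.02 for astrocytes, 0.00 for oligodendrocyte progenitor cells, -0.14 for D1 MSNs, and -0.12 for D2 MSNs, and its sign was that of the difference in shares for the other 30. The cause was not tested.

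Depth limits which genes could be tested. The numbers of genes that passed the filter ran from 11665 in excitatory neurons to 2641 in microglia of the PFC, and *Sema4d* in endothelial cells and *Igf2* over all cells were not tested. In simulated counts of 2 libraries against 2, edgeR called 80.6% of genes changed 4-fold in excitatory neurons, 79.2% in endothelial cells, 70.5% in DL-Foxp2, 90.8% in D1 and 90.6% in D2 MSNs. Of genes changed 2-fold it called 0%, 5.3%, 0%, 40.7% and 47.9%, and of genes changed 1.5-fold at most 1%. With the replicate block the test called 67.5%, 41.8%, 26.3%, 65.1% and 74.5% of genes changed 2-fold.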

Differences from the paper's values

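The tests of this part were set before the data were examined, except the rank-sum tests within replicates, with genes found in at least 3 cells, and on equal numbers of cells, and edgeR without mitochondrial and ribosomal protein genes, which were chosen only after the result was seen. The paper tested cells, and the values here come from edgeR on counts summed per library, with the libraries as the samples, unless a rank-sum test over cells is named. The numbers of annotated cells equal the paper's in both tissues. For each number of calls below, DESeq2, scaling by library size alone, no filter on low counts, the other FC cutoffs, the replicate block, each library left out, equal numbers of cells, and doublets left out all gave a number that differs from the paper's by more than 1.5 times, and so did the rank-sum tests over cells that are not named beside it. Shared calls were not counted for the rank-sum test on equal numbers of cells, and their counts under most settings were added after the values were seen.

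The paper gives 392 DEGs in D1 MSNs, 527 in D2 MSNs, and 113 in interneurons of the striatum. In edgeR the numbers were 0, 4 and 0 (228, 252 and 279 genes at an unadjusted p under 0.05, and 0, 4 and 0 calls by DESeq2). No alternative came within 1.5 times of these numbers of the paper. The nearest were the rank-sum tests over pooled cells with genes found in at least 3 cells for D1 MSNs (94) and D2 MSNs (113), chosen after seeing the values, and edgeR without 1 library for interneurons (39).

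In Fig. 1C, read by eye, the paper shows about 430 lower DEGs in endothelial cells, about 160 lower and about 75 higher DEGs in excitatory neurons, and about 80 DEGs in oligodendrocyte progenitor cells, about 45 in newly formed oligodendrocytes, about 35 in interneurons, and about 30 in oligodendrocytes. In edgeR each of these numbers was 0 (154, 158, 148, 81, 161 and 97 genes at an unadjusted p under 0.05 in endothelial cells, excitatory neurons, oligodendrocyte progenitor cells, newly formed oligodendrocytes, interneurons, and oligodendrocytes, and 1 call by DESeq2, in oligodendrocytes). Of the alternatives set before the data were examined, the rank-sum test over pooled cells came within 1.5 times of the paper for excitatory neurons (233 lower, 103 higher) and the same test after thinning for oligodendrocyte progenitor cells (102). Of those chosen after seeing the values, the rank-sum test with genes found in at least 3 cells gave 488 lower genes in endothelial cells. Thinned as well, also chosen after seeing the values, it gave 123 lower and 71 higher genes in excitatory neurons and 64 in oligodendrocyte progenitor cells. The test within replicates, likewise chosen after seeing the values, gave 114 lower genes in excitatory neurons and 100 genes in oligodendrocyte progenitor cells. Newly formed oligodendrocytes, interneurons, and oligodendrocytes differed under every setting run.

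In Fig. 1G, read by eye, the paper shows about 180 lower and about 55 higher DEGs in DL-Foxp2, about 60 DEGs in DL-Tshz2, about 40 in SL-Cux2, about 22 in DL-Etv1, and about 22 in DL-Nnat. In edgeR each was 0 (198, 123, 73, 94 and 164 genes at an unadjusted p under 0.05 in DL-Foxp2, DL-Tshz2, SL-Cux2, DL-Etv1 and DL-Nnat, and 0 calls by DESeq2). Of the alternatives set before the data were examined, only the rank-sum test after thinning came within 1.5 times, for the higher genes of DL-Foxp2 (61). The test within replicates, chosen after seeing the values, gave 193 lower and 39 higher genes in DL-Foxp2 and 34 genes in SL-Cux2. The thinned test with genes found in at least 3 cells, also chosen after seeing the values, gave 34 genes in SL-Cux2 and 16 in DL-Nnat. DL-Tshz2 and DL-Etv1 differed under every setting run.

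The paper's fig. S1E gives 31 DEGs shared by endothelial cells and excitatory neurons and 36 shared by endothelial cells and oligodendrocyte progenitor cells, and its fig. S1L gives 33 shared by DL-Foxp2 and DL-Tshz2. Each number was 0 in edgeR (8, 9 and 7 shared genes at an unadjusted p under 0.05, and 0 shared calls by DESeq2). For endothelial cells and oligodendrocyte progenitor cells the rank-sum test over pooled cells gave 39, and so did that with genes found in at least 3 cells, chosen after seeing the values. For endothelial cells and excitatory neurons 21 were shared after thinning, 22 within replicates, and 23 when genes found in at least 3 cells were tested after thinning, all chosen after seeing the values, and 48 over pooled cells. For DL-Foxp2 and DL-Tshz2 no setting run came within 1.5 times, and the nearest was 70 over pooled cells with genes found in at least 3 cells, chosen after seeing the values.

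Beside these numbers, some rankings and directions differ. The paper ranks endothelial cells and excitatory neurons as the PFC types with the most DEGs. At an unadjusted p under 0.05 in edgeR, interneurons had 161 genes, excitatory neurons 158, and endothelial cells 154. These are fewer than chance alone gives in each type, so they cannot rank the types. The rank-sum test over pooled cells ranked the paper's 2 types highest (336 and 320). The paper finds no strong correlation of the number of DEGs with abundance in the PFC, and Pearson's r was 0.74 for the calls over pooled cells (exact permutation p = 0.0444, adjusted 0.111), 0.83 for those with genes found in at least 3 cells (chosen after seeing the values; exact permutation p = 0.0058, adjusted 0.0181) and 0.51 for genes at an unadjusted p under 0.05 in edgeR (exact permutation p = 0.199, adjusted 0.284). The paper names DL-Etv1 and SL-Cux2 as comparable in cell number to DL-Foxp2, and they held 383 and 626 cells against 743. It reports a marked difference between endothelial cells and oligodendrocytes and between newly formed oligodendrocytes and microglia, and the rank-sum test over pooled cells called 320 and 127 and 149 and 50 genes, and within replicates, chosen after seeing the values, 198 and 116 and 118 and 14. After thinning it called 153 and 66 but 23 and 25, and within replicates and after thinning, chosen after seeing the values, 74 and 68 and 5 and 4. It describes genes as dysregulated specifically in DL-Foxp2, and the interaction tests against DL-Etv1 and SL-Cux2 passed for 0 of the 4 genes named there. The power of these tests was not simulated, and the genotype test in DL-Foxp2 called 0% of genes changed 2-fold. The result therefore does not speak against specificity.

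The paper states that most striatal DEGs are lower in *Setd1a*+/- mice. The 4 edgeR calls were lower, but of the 1922 genes at an unadjusted p under 0.05, 46.7% were lower, and 33.0% of 364 by DESeq2. It was 58.7% with scaling by library size alone and 53.9% without *Setd1a*+/- replicate 1, and over pooled cells 58.8% of the calls were lower. The edgeR share was also above 50% without the filter on low counts (50.5% of 4478 genes) and with equal numbers of cells (53.1% of 439). With cells ranked within replicates, chosen after seeing the values, 44.7% of 85 calls were lower. The paper finds milder changes in non-neuronal cells of the striatum than in neurons. In edgeR astrocytes had 309 genes and endothelial cells 229 at an unadjusted p under 0.05, against 228 in D1 and 252 in D2 MSNs. These are fewer than chance alone gives in each type, so their order and direction may be those of chance. Over pooled cells astrocytes had 31 calls, against 3 in D1 and 5 in D2 MSNs. When genes found in at least 3 cells were tested, chosen after seeing the values, D2 and D1 MSNs had the most calls (113 and 94). Among D1 MSN subtypes the paper gives subtype 4 the most DEGs, and D1 cluster 2, the nearest to it by its markers, had 35 calls over pooled cells with genes found in at least 3 cells against 68 in D1 cluster 1 (8 and 10 with genes found in at least 10% of cells). In edgeR both had 0, with 236 and 250 genes at an unadjusted p under 0.05 (DESeq2 0 in both). The text names *Rasgrf2* as a marker of subtypes 4 where the figure shows *Rasgrp2*, and *Rasgrf2* was highest in D1 cluster 6 (62.8 CPM) and D2 cluster 3 (11.9 CPM), not in D1 cluster 2 or D2 cluster 2. *Stard5*, named for D1 subtype 2, was highest in D1 cluster 6 (83.7 CPM), apart from the cluster with the most *Prok2* (D1 cluster 5, 76.1 CPM).

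None of the genes the paper names as changed passed an FDR of 0.05 over all genes in edgeR with the 4 libraries. Without *Setd1a*+/- replicate 2, *Arhgdia* in endothelial cells (FDR 0.0176), *Rab26* over all striatum cells (FDR 0.00936), and *Cck* over all striatum cells (FDR 0.0267) did. Adjusted over the list alone, 1 gene in D1 MSNs passed, and with the replicate block 2 in endothelial cells, 2 in DL-Foxp2, 3 in D1 and 5 in D2 MSNs did, and over all PFC cells 1 (*Syt10*, 0.0477, which a list longer by 1 gene takes past 0.05), which is not independent evidence. The pooled rank-sum test called the 4 genes named for excitatory neurons, 7 of the 15 for endothelial cells (*Arhgdia*, *Jun*, *Chd3*, *Fastk*, *Epn2*, *Stag1*, and *Fer*), 5 of the 6 for DL-Foxp2 (not *Rnf112*), and *Clcn3* in oligodendrocyte progenitor cells. After thinning it called 0 in excitatory neurons, 2 in endothelial cells (*Jun* and *Stag1*), 0 in DL-Foxp2, and *Clcn3*. Within replicates, chosen after seeing the values, it called *Taok2* in excitatory neurons, *Stat2*, *Fastk*, and *Stag1* in endothelial cells, *Taok2*, *Kit*, and *Ppdpf* in DL-Foxp2, and *Clcn3*. When genes found in at least 3 cells were tested, also chosen after seeing the values, it called *Tmem110* (higher) in D1 MSNs and *Fancl* and *Rab42* in D2 MSNs, and after thinning *Letm2* in D1 MSNs and *Mark2* in excitatory neurons. *Cln3*, which the legend of fig. S3E gives as lower in oligodendrocyte progenitor cells, had a log2 FC of 0.18 there (standard error 0.39, edgeR FDR 1.0) and was called by none of these tests. *Sema4d* and *Igf2* had too few counts to test.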

Other observations

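Of the tests in this part, the rank-sum tests within replicates, on equal numbers of cells and with genes found in at least 3 cells, and those on genes that differ between the replicates, on UMIs per cell in calls from genes found in at least 3 cells, on endothelial cells against oligodendrocytes after thinning, and on the crossed split within replicates and after thinning were chosen only after the result was seen. Each explanation here is a hypothesis tested on the data in which it arose.

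In the PFC, pooled cells gave nearly as many calls under a split that mixes the genotypes as under the genotype split, and in the striatum fewer. Over the PFC and striatal cell types, the crossed split gave 93.4% of the number of calls of the genotype split (1264 against 1323 in the PFC and 51 against 85 in the striatum). Within replicates and after thinning, the crossed split gave 126% in the PFC (316 against 250). A candidate explanation is that differences between libraries, which this test leaves out of its error, enter the comparison of the genotypes. The numbers of calls do not say which genes, and a smaller effect of the genotype among them stays open. Over pooled cells the crossed split holds the genotypes in unequal shares, so such an effect can add to its calls as well.

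Unequal shares of the replicates in the 2 genotypes were tested as a further explanation in the PFC. Of the 1323 genes called over pooled cells, 49.1% (649) were also called within replicates, so unequal shares are a candidate explanation for the others. In excitatory neuron subtypes 350 of 1389 were. After thinning, the subtypes had 306 pooled calls by genotype and 22 under the crossed split, and within replicates 29 and 28, so the excess by genotype was not seen once the shares were equal. Unequal shares are argued against as the reason why DL-Foxp2 led the subtypes, since it had 232 calls within replicates and the others at most 99. The number of cells stays open as a reason: with 37 cells from every library, which also makes the shares equal, DL-Foxp2 had a median of 7 calls, less than DL-Etv1 (14.5) and DL-Nnat (11). For endothelial cells against oligodendrocytes, unequal shares are argued against by a ratio of 1.71 within replicates (198 and 116 calls). After thinning as well the ratio was 1.09 (74 and 68 calls), so UMIs per cell may explain the rest. A biological difference between these cell types stays open, untested by numbers of calls.

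Most calls over pooled cells were lower in *Setd1a*+/- cells, 78.0% in PFC types and 58.8% in striatal types. After every cell was thinned to 1000 UMIs, the share over both tissues moved by 12.1 percentage points towards 50% (64.2% in the PFC and 74.1% of only 27 calls in the striatum), less than a difference in UMIs per cell was taken to give and more than its absence. A lower transcription and fewer UMIs per cell cannot be told apart here, because thinning also removes most calls. With cells ranked within replicates and not thinned, 82.1% of the calls in PFC types and 44.7% of those in striatal types were lower. For the calls from genes found in at least 3 cells, the side with fewer UMIs per cell had most of the lower calls in 84.2% of 76 cell groups and splits with at least 10 calls (64), in 87.0% by genotype, 95.5% under the crossed split, and 74.2% between replicates. The direction of these calls may therefore follow the UMIs per cell of the compared sides, under the crossed and replicate splits too. Over pooled cells those splits do not balance the genotypes, so they are not free of a genotype effect.

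The replicate 1 libraries of the PFC, of both genotypes, had 67 genes at least 4-fold lower and 17 at least 4-fold higher than both replicate 2 libraries. The 67 genes had a median GC percentile of 96.6 in the last 500 bases, and GC content and the replicate difference had a Spearman's rho of -0.28 over 10989 genes. After the trend with GC was removed in 20 bins, 70.1% of the lower genes (47) were still 4-fold lower. The bin medians lay only between -0.55 and 0.2 on the log2 scale, so their removal could take few genes past the cutoff. This argues against the general trend as the whole cause. GC content stays open as a cause for genes at its upper end, which the bins did not test. Different cell composition is argued against as well, since the medians within excitatory neurons, endothelial cells, oligodendrocytes, and astrocytes were -2.52, -2.81, -2.85 and -3.54 on the log2 scale, of which -2.52 is the nearest to 0. Of the 17 higher genes, 8 are pseudogenes (47.1%, against 0.136% of all genes, a ratio of 345), so that reads shared between genes and their pseudogenes are a candidate explanation for these. A difference in library preparation, sequencing or read processing between the replicates stays open, and no biological explanation was tested, as the replicate number names no condition. In the striatum 2 genes were lower and 0 higher in this way.

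Sequence linked to *Setd1a* from the other founder strain was tested because the founders were hybrids. Within 10 Mb of *Setd1a*, 0 of 189 genes tested over all PFC cells and 0 of 193 over all striatum cells had an unadjusted p under 0.05 in edgeR. From the 0.32% and 0.35% of genes elsewhere with such a p, 0.605 and 0.675 genes were expected, so a count of 0 decides nothing, and linked sequence cannot be told apart from its absence with so few genes. With 1 library left out there were 1 to 9 genes in the PFC window, 9 without *Setd1a*+/- replicate 2, all lower (permutation p = 0.117 by shifted windows), and 0 to 39 in the striatum window, 39 without *Setd1a*+/- replicate 2 (permutation p = 0.577). With the replicate block there were 3 genes in the PFC (*Cacng3*, *Taok2*, and *Zfp646*) and 2 in the striatum (*Btbd16* and *Mki67*), with permutation p = 0.504 and p = 0.624 by shifted windows, and in D2 MSNs 10 genes, all lower (permutation p = 0.325). *Kif22* was lower at an unadjusted p under 0.05 with the block in excitatory neurons, D1, and D2 MSNs (log2 FCs -0.72, -0.89 and -0.96). Variants in the reads themselves were not examined.

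Within cell types DESeq2 made 2 calls that edgeR did not make without the replicate block and made with it, named here after their values were seen, and over all striatum cells 3 (*Spp1*, *Ankrd61*, and *Gm26793*), where edgeR made 0 and had 50 genes at an unadjusted p under 0.05. *9630013A20Rik*, which Fig. 1B uses as a marker of newly formed oligodendrocytes, was 8.12 and 7.39 CPM in WT and 159 and 28.6 CPM in *Setd1a*+/- oligodendrocytes of the PFC (log2 FC 3.64, DESeq2 FDR 0.00561, and 0.00376 in edgeR with the block). *Spp1* was 59.8 and 61.2 CPM in WT and 220 and 508 CPM in *Setd1a*+/- endothelial cells of the striatum (log2 FC 2.62, DESeq2 FDR 8.68e-08, and 3.7e-37 in edgeR with the block). No explanation was tested for either.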
